# Coordination between ECM and cell-cell adhesion regulates the development of islet aggregation, architecture, and functional maturation

**DOI:** 10.7554/eLife.90006

**Published:** 2023-08-23

**Authors:** Wilma Tixi, Maricela Maldonado, Ya-Ting Chang, Amy Chiu, Wilson Yeung, Nazia Parveen, Michael S Nelson, Ryan Hart, Shihao Wang, Wu Jih Hsu, Patrick Fueger, Janel L Kopp, Mark O Huising, Sangeeta Dhawan, Hung Ping Shih

**Keywords:** ECM, islet, endocrine cells, cell adhesion, integrin, α-Catenin, Mouse

## Abstract

Pancreatic islets are three-dimensional cell aggregates consisting of unique cellular composition, cell-to-cell contacts, and interactions with blood vessels. Cell aggregation is essential for islet endocrine function; however, it remains unclear how developing islets establish aggregation. By combining genetic animal models, imaging tools, and gene expression profiling, we demonstrate that islet aggregation is regulated by extracellular matrix signaling and cell-cell adhesion. Islet endocrine cell-specific inactivation of extracellular matrix receptor integrin β1 disrupted blood vessel interactions but promoted cell-cell adhesion and the formation of larger islets. In contrast, ablation of cell-cell adhesion molecule α-catenin promoted blood vessel interactions yet compromised islet clustering. Simultaneous removal of integrin β1 and α-catenin disrupts islet aggregation and the endocrine cell maturation process, demonstrating that establishment of islet aggregates is essential for functional maturation. Our study provides new insights into understanding the fundamental self-organizing mechanism for islet aggregation, architecture, and functional maturation.

## Introduction

To control various physiological responses, groups of endocrine cells cluster together with vasculature, mesenchymal cells, and neuronal cells to form a highly organized ‘mini-organ’ in the pancreatic epithelium: the islet of Langerhans. The islet endocrine cells emerge from a domain of multipotent progenitors in the embryonic pancreatic epithelium. Initially, the multipotent pancreatic progenitors resolve into a pre-acinar domain, and a bipotent endocrine/ductal progenitor domain of the developing pancreas (Larsen and Grapin-Botton, 2017; Romer and Sussel, 2015; Shih et al., 2013). Endocrine cell progenitors are specified by the expression of the proendocrine gene *Neurogenin 3* (*Ngn3*) (Gu et al., 2002). Following endocrine cell specification, the Ngn3^+^ precursors undergo delamination (Bechard et al., 2016; Gouzi et al., 2011; Rosenberg et al., 2010). Delaminated endocrine precursors remain associated with the ducts as they migrate and join other endocrine cells and aggregate into immature islets (Sharon et al., 2019a). These immature islets form long interconnected cords along the ductal epithelium. Later the islet cords change morphology and undergo fission to form distinct spherical islets (Jo et al., 2011; Seymour et al., 2004; Sznurkowska et al., 2020). Throughout the differentiation and morphological changes, endocrine cells are intimately associated with the vasculature, which facilitates functional control of hormone release (Reinert et al., 2014). To coordinate the hormone release of endocrine cells within each islet, autocrine and paracrine interactions, as well as direct cell contacts, are required (Campbell and Newgard, 2021). These interactions are established by the aggregation process during development (Adams and Blum, 2022). Defects in the aggregation processes may lead to defects in endocrine cell development, and eventually, islet dysfunction. Supporting this notion*,* human pluripotent stem cell (hPSC)-derived β-cells acquire more functional maturity in vitro if clustered together (Cottle et al., 2021; Nair et al., 2019). However, the mechanism by which this process is regulated in vivo has largely remained elusive.

Self-organization of a group of cells into a higher-order, multicellular functional unit relies on an array of cell interactions regulated by cell-cell adhesions (Fagotto, 2014). For example, a calcium-dependent adhesion molecule, neural cell adhesion molecule (N-CAM), has been shown to be critical for murine endocrine cells to cluster (Esni et al., 1999). In rodents, islets form a stereotypical core-mantle architecture in which the insulin (Ins) secreting β-cells are located mainly in the central core, with glucagon (Gcg) secreting α-cells and somatostatin (Sst) secreting δ-cells localizing in the periphery to form a mantle (Adams and Blum, 2022; Arrojo e Drigo et al., 2015; Kim et al., 2009). In culture, dissociated rat endocrine cells can self-organize into the core-mantle architecture, suggesting that the islet structure is established by factors intrinsic to endocrine cells (Halban et al., 1987). N-CAM-deleted mice show abnormal islet architecture, with α-cells spread throughout the islet core and abnormal assembly of adherens junction proteins N- and E-cadherin (Ncad and Ecad) (Esni et al., 1999). In addition, ectopic expression of a dominant negative Ecad in mouse β-cells interferes with their clustering and islet formation (Dahl et al., 1996); and loss of *Ecad* results in abnormal blood glucose homeostasis (Wakae-Takada et al., 2013). Intracellularly, adherens junctions are stabilized by β-catenin (*Ctnnb1*) and α-catenin (*Ctnna1*) (Jamora and Fuchs, 2002). The function of *Ctnnb1* has been extensively studied in the developing pancreas (Elghazi et al., 2012; Murtaugh et al., 2005; Rulifson et al., 2007) and in hPSC-derived β-cells, because of its role in cell proliferation via Wnt signaling (Sharon et al., 2019b); yet genetic studies show that *Ctnnb1* is not essential for islet clustering and architecture (Elghazi et al., 2012; Murtaugh et al., 2005). In the developing pancreas, inactivation of *Ctnna1* results in defects in endocrine progenitor differentiation due to an expansion of pancreatic ductal progenitors (Jimenez-Caliani et al., 2017). Whether the process of islet clustering and architecture requires *Ctnna1* is unknown.

The regulation of cell-cell adhesion is often coupled with cell-extracellular matrix (ECM) interaction and integrin signaling (Mui et al., 2016; Weber et al., 2011). Upon ECM binding, integrins activate signal transduction pathways and regulate (1) cytoskeleton dynamics, (2) cell movement, (3) cell differentiation, and (4) functional maturation of epithelial cells, vasculature, and neurons (Barros et al., 2011; Li et al., 2008; Scheppke et al., 2012). During angiogenesis, ECM receptor integrin β1 (Itgb1) is required to control the localization of cell-cell adhesion molecule VE-cadherin and maintain cell-cell junction integrity (Yamamoto et al., 2015). In salivary glands and early embryonic pancreas, Itgb1-mediated ECM adhesions regulate Ecad to control cell clustering and regulate budding epithelial branching (Shih et al., 2016; Wang et al., 2021; Wang et al., 2017). Whether islet morphogenesis also requires ECM-integrin signaling remains to be investigated.

In the present study, we examine how loss of *Itgb1* and *Ctnna1* in Ngn3-expressing endocrine progenitors affects islet morphogenesis. We show that *Itgb1* and *Ctnna1* have collaborative roles during islet aggregation: ECM-Itgb1 signaling modulates islet aggregation by negatively regulating cell-cell adhesions; and α-catenin promotes endocrine cell clustering and modulates vascularization during islet development. We also provide evidence that the islet architecture is regulated by differential adhesion in endocrine subtypes.

## Results

### The morphogenesis and functional maturation of islet endocrine cells depend on ECM-Itgb1 signaling during development

To investigate the process of islet aggregation, embryonic day 15.5 (E15.5) pancreas was stained for blood vessel maker platelet endothelial cell adhesion molecule-1 (PECAM), ductal marker Spp1, and endocrine cell marker chromogranin A (ChrA). Confocal microscopy and three-dimensional (3D) whole-mount immunofluorescence (IF) imaging revealed that at E15.5 endocrine cells had started aggregating, and the vascular and ductal networks were already highly similar (Figure 1—figure supplement 1A). This close relation between the ducts and blood vessels at the stage prior to islet aggregation suggests that blood vessels could readily interact and provide instructive cues to regulate endocrine progenitor aggregation into islets. Blood vessels in islets produce ECM-rich basal membrane to support and organize endocrine cells (Lammert et al., 2003; Roscioni et al., 2016). Thus, we hypothesized that ECM signaling, provided by the vasculature, plays a key role in the initiation steps of islet aggregation. Supporting this notion, published work using single-cell gene expression profiling has shown that the ECM-Itgb1 signaling gene ontology (GO) categories are most significantly enriched in the Ngn3^+^ endocrine progenitors (Bastidas-Ponce et al., 2019). IF analysis validated that both the Ngn3^+^ endocrine progenitors and their progenies (eYFP^+^ cells in *Ngn3-Cre; Rosa26-eYFP* pancreas) expressed Itgb1 (Figure 1A). To investigate the role of Itgb1 during endocrine cell aggregation, we used the *Ngn3-Cre* allele to recombine the *Itgb1-flox* alleles in endocrine progenitors (*Ngn3-Cre; Itgb1^f/f^*; hereafter *Itgb1*^Δ*Endo/*Δ*Endo*^). Expression of Itgb1 was almost entirely absent throughout the islet endocrine cells in comparison to control littermates at 6 weeks of age (Figure 1B and C). We first examined whether inactivation of ECM-Itgb1 signaling affected vascular interaction. Electron microscope ultrastructure analysis revealed tight attachment in basal membranes between vascular and endocrine cells in control islets (Figure 1—figure supplement 1B). In contrast, in the *Itgb1*^Δ*Endo/*Δ*Endo*^ islets, the endocrine cells were detached from the basal membranes of blood vessels (Figure 1—figure supplement 1C, red arrows). Despite the vascular defects with Itgb1 loss, all four endocrine cell subtypes, α-, β-, δ-, and Ppy- (pancreatic polypeptide) cells, were present at similar proportions in control and *Itgb1*^Δ*Endo/*Δ*Endo*^ islets (Figure 1D and E; Figure 1—figure supplement 1D–G). In addition, the expression of β-cell lineage markers Nkx6.1 and Pdx1 were present in the Ins^+^ cells of control and *Itgb1*^Δ*Endo/*Δ*Endo*^ islets (Figure 1F and G). Although the populations of endocrine cell lineages were unaffected by the loss of *Itgb1*, morphometrical analysis revealed drastic morphological changes. In control islets, β-cells were organized in a central core and surrounded by α- and δ-cells in the periphery (Figure 1D). Conversely, in *Itgb1*^Δ*Endo/*Δ*Endo*^ mice, several individual islets appeared to agglomerate, resulting in larger islet sizes and aberrant distribution of α- and δ-cells in the central core (Figure 1E and G; Figure 1—figure supplement 1I). Thus, the inactivation of Itgb1 has a profound impact on islet morphogenesis, but not endocrine cell fate choice.

**Figure 1.**
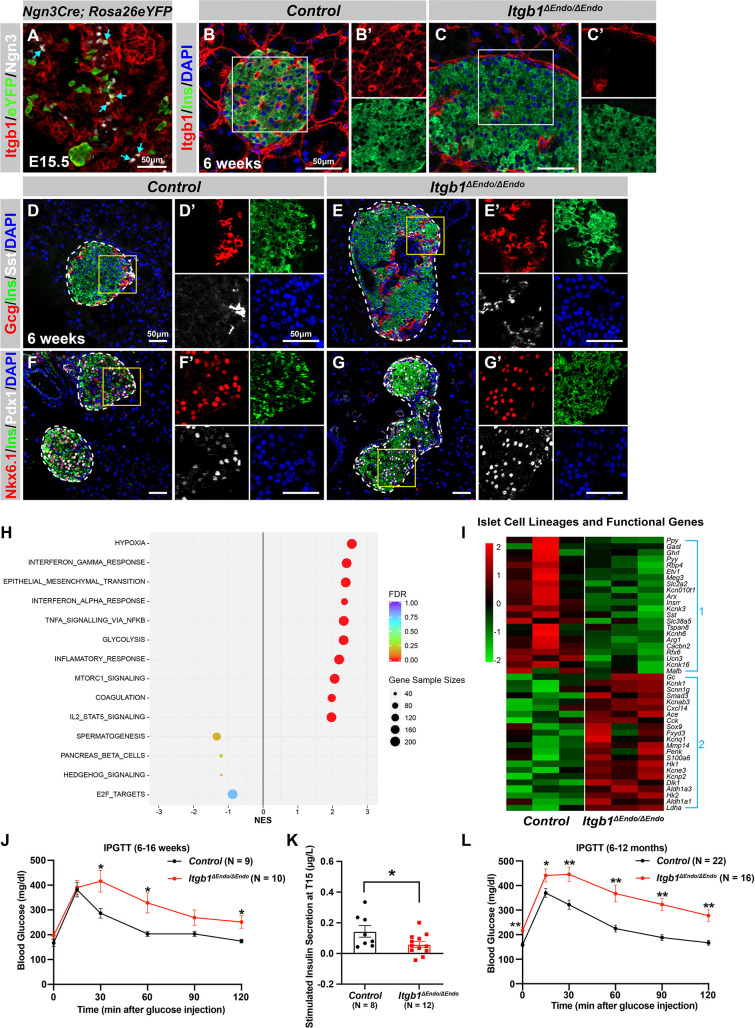
ECM-Itgb1 signaling in endocrine progenitors is required for normal islet morphology and function. (**A**) Immunofluorescence staining for Itgb1 and Ngn3 in pancreas sections of *Ngn3-Cre; Rosa26eYFP* reporter mice at E15.5. Cyan arrows indicate Ngn3^+^ cells and lineage-traced endocrine cells expressing Itgb1. (**B–C**) Immunofluorescence staining for Itgb1, Ins, and DAPI on pancreas sections, demonstrating significant *Itgb1* deletion in an *Itgb1^ΔEndo/ΔEndo^* islet at 6 weeks of age. Fields demarcated by white boxes in (**B–C**) are shown with individual color channels in (**B’–C’**) side panels. (**D–G**) Immunofluorescence staining for Gcg, Ins, Sst, Nkx6.1, Pdx1, and DAPI on pancreas sections of (**D, F**) control and (**E, G**) *Itgb1^ΔEndo/ΔEndo^* mice at 6 weeks of age. Individual islets are outlined by dotted lines. Fields demarcated by yellow boxes in (**D–G**) are shown at higher magnification in (**D’–G’**) side panels. (**H**) Gene-set enrichment analysis of the differentially expressed genes, indicating top enriched pathways for control versus *Itgb1^ΔEndo/ΔEndo^* islets at 6 weeks of age. Gene sample sizes and FDRs are indicated by the size and color of the dots. (**I**) Heatmap demonstrating down-regulation (Group 1) and up-regulation (Group 2) of functional maturation genes in *Itgb1^ΔEndo/ΔEndo^* islets compared to controls. (**J–L**) Intraperitoneal glucose tolerance test (**J, L**) and stimulated insulin secretion at T15 (**K**) on 6- to 16-week-old (**J, K**) and (**L**) 6- to 12-month-old control and *Itgb1^ΔEndo/ΔEndo^* mice. Ngn3, neurogenin 3; Gcg, glucagon; Ins, insulin; DAPI, 4’,6-diamidino-2-phenylindole; Sst, somatostatin; IPGTT, intraperitoneal glucose tolerance test; FDR, false discovery rate; E15.5, embryonic day 15.5. Data are shown as mean ± SEM. *p<0.05 and **p<0.01. Figure 1—source data 1.Related to Figure 1J. Figure 1—source data 2.Related to Figure 1K. Figure 1—source data 3.Related to Figure 1L.

**Figure 1—figure supplement 1.**
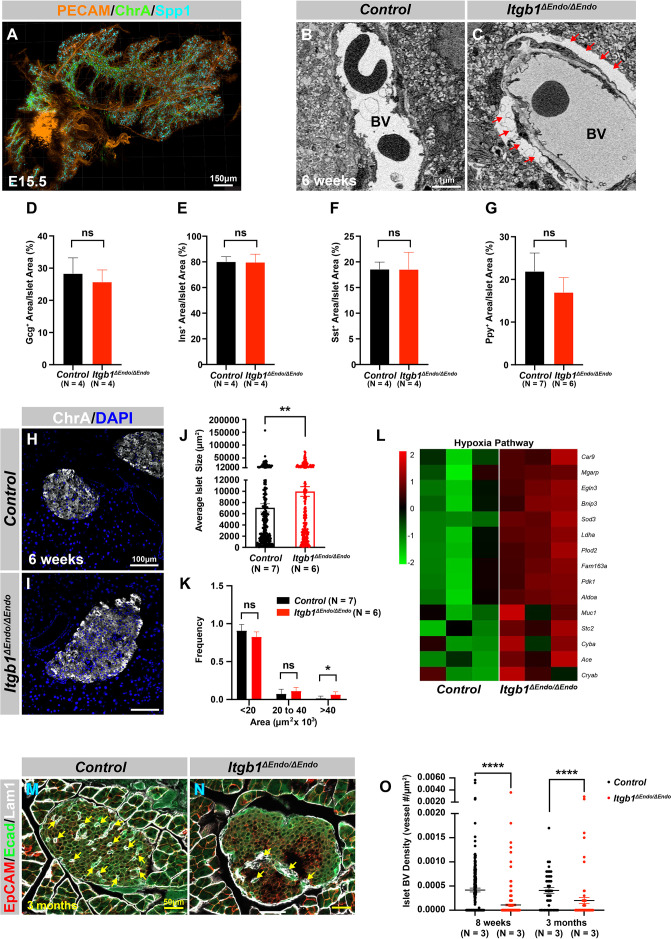
Deletion of *Itgb1* in endocrine progenitors results in abnormal interactions with blood vessels and decreased expression of functional maturation markers within islets. (**A**) Whole-mount immunofluorescence staining for PECAM, ChrA, and Spp1 in a wild-type pancreas at E15.5. (**B–C**) Transmission electron microscope images showing blood vessels in 6-week-old islets. Deletion of *Itgb1* disrupts the attachment of endocrine cells to blood vessels (red arrows) in *Itgb1^ΔEndo/ΔEndo^* islets. (**D–G**) Quantification of the percentage of (**D**) Gcg^+^, (**E**) Ins^+^, (**F**) Sst^+^, and (**G**) Ppy^+^ cells relative to measured islet area of 6-week-old control and *Itgb1^ΔEndo/ΔEndo^* pancreas sections. (**H–I**) Immunofluorescence staining for ChrA and DAPI in 6-week-old (**H**) control and (**I**) *Itgb1^ΔEndo/ΔEndo^* pancreas sections. (**J–K**) Quantification of (**J**) average islet size and (**K**) islet size distribution based on ChrA staining of 6-week-old control and *Itgb1^ΔEndo/ΔEndo^* pancreas sections. (**L**) Heatmap showing hypoxia pathway genes are up-regulated in *Itgb1^ΔEndo/ΔEndo^* islets. (**M–N**) Immunofluorescence staining for EpCAM, Ecad, and Lam1 on 3-month-old pancreas sections showing reduced islet vasculature indicated by Lam1^+^ cells (yellow arrows). (**O**) Quantification of islet blood vessel density in control or *Itgb1^ΔEndo/ΔEndo^* islet area at 8 weeks and 3 months of age. PECAM, platelet endothelial cell adhesion molecule-1; ChrA, chromogranin A; Spp1, secreted phosphoprotein 1; Gcg, glucagon; Ins, insulin; Sst, somatostatin; Ppy, pancreatic polypeptide; Ecad, E-cadherin; epithelial cellular adhesion molecule, EpCAM; Lam1, laminin1; BV, blood vessels; E15.5, embryonic day 15.5. Data are shown as mean ± SEM. *p<0.05, **p<0.01, ****p<0.0001. Figure 1—figure supplement 1—source data 1.Related to Figure 1—figure supplement 1D. Figure 1—figure supplement 1—source data 2.Related to Figure 1—figure supplement 1E. Figure 1—figure supplement 1—source data 3.Related to Figure 1—figure supplement 1F. Figure 1—figure supplement 1—source data 4.Related to Figure 1—figure supplement 1G. Figure 1—figure supplement 1—source data 5.Related to Figure 1—figure supplement 1J. Figure 1—figure supplement 1—source data 6.Related to Figure 1—figure supplement 1K. Figure 1—figure supplement 1—source data 7.Related to Figure 1—figure supplement 1O.

**Figure 1—figure supplement 2.**
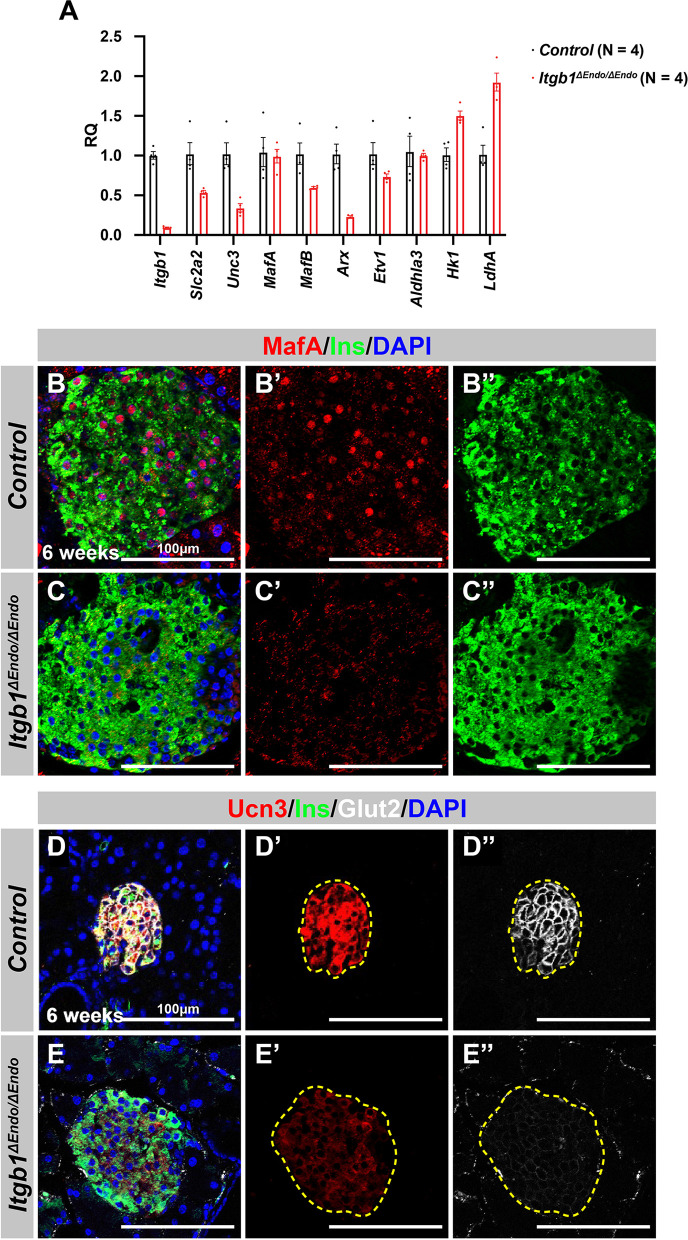
Deletion of *Itgb1* in endocrine progenitors results in abnormal interactions with blood vessels and decreased expression of functional maturation markers within islets. (**A**) Quantification of selected differentially expressed genes involved in islet functional maturation using real-time qPCR analysis in *Itgb1^ΔEndo/ΔEndo^* islets and compared to controls. The relative quantification of gene expression levels was determined using the 2^-∆∆Ct^ method and is reported as an RQ value relative to the control group. The genes selected for validation were chosen based on their known roles in islet function and maturation. (**B–E**) Immunofluorescence staining for MafA, Ins, Ucn3, Glut2, and DAPI on 6-week-old (**B, D**) control and (**C, E**) *Itgb1^ΔEndo/ΔEndo^* pancreas sections. Individual islets are outlined by dotted yellow lines in (**D’, D”, E’, E”**). RQ, relative quantification; Ins, insulin; Ucn3, urocortin 3; PECAM, platelet endothelial cell adhesion molecule-1; DAPI, 4’,6-diamidino-2-phenylindole; E15.5, embryonic day 15.5. Data are shown as mean ± SEM. *p<0.05. Figure 1—figure supplement 2—source data 1.Related to Figure 1—figure supplement 2A.

We next investigated whether the loss of *Itgb1* had any impact on the expression of genes related to islet function. Islets from 6-week-old control and *Itgb1*^Δ*Endo/*Δ*Endo*^ mice were isolated and subjected to RNA-sequencing (RNA-seq) and differential gene expression analysis. 

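RNA-seq libraries from islets of 4 control and 4 *Itgb1* Δ*Endo/*Δ*Endo samples were compared, in which *Itgb1*, the gene of the integrin β1 subunit, is deleted in endocrine progenitors that express Ngn3-Cre. *Itgb1* lies on chromosome 8 of GRCm38 from 128685654 to 128733579 on the plus strand. Its level in CPM (counts scaled to library size) after TMM normalization was 422, 432, 408 and 315 in control libraries 1 to 4 and 266, 225, 193 and 255 in mutant libraries 1 to 4. Every mutant library was below every control library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). The log2 fold change was -0.75 (SE 0.15), with an adjusted p of 0.233 from edgeR's quasi-likelihood test and 0.00123 from DESeq2. Reads were summed over the whole gene, so exons outside the deleted part and cells outside the endocrine lineage still count. The libraries held 35.1 to 67.6 M counts assigned to genes, with a median of 50.6 M in the controls and 40.6 M in the mutants. Control 2, control 3 and mutant 3 held 62.2 to 67.6 M and the other 5 libraries 35.1 to 41 M, and the same 3 libraries are the ones that Supplementary file 1 does not print. That file gives 3 controls and 3 mutants, of which 5 match a library here (control 1, control 4, mutant 1, mutant 2 and mutant 4), and its second control matches none (SD of the log2 ratio over genes at most 0.00726 for a match, with a limit of 0.1, and at least 0.973 for that control). The paper's text gives no reason for leaving out control 2, control 3 or mutant 3. Supplementary file 3 counts 3 animals per genotype, and the sample labels do not say whether each of the 8 libraries is a separate mouse, so p-values measure the spread between these libraries, which may be technical in part. Control 3 and mutant 3 were female by *Xist* and *Ddx3y*, and the other 6 libraries were male. The summed level of markers of acinar cells, the exocrine neighbours of the islet, was 66.1, 4005, 12172 and 379.6 CPM in controls 1 to 4 and 171, 148, 199 and 960.4 CPM in mutants 1 to 4, so that controls 2 and 3 stood apart from the rest. The authors isolated RNA with a micro-scale column kit according to the methods, or the mini-scale version of it according to the sample labels. They removed ribosomal RNA with the KAPA RiboErase kit, trimmed single-end reads, aligned them to mm10 with STAR and counted them per gene with featureCounts at default parameters. The deposited raw counts were tested here with edgeR's quasi-likelihood test after TMM normalization, for all 8 libraries and with genotype alone in the model, because the paper corrects batch effects without naming the batches. Of 24091 genes listed, 15233 had enough counts to be tested. Values within the 5 libraries of Supplementary file 1, within the 3 libraries of over 50 M counts, and over all 8 with a term for this division are given beside the values over all 8 for most gene lists and for part of the single genes. The authors' deposited log2 fold changes correlated at 0.992 with those from the fit with this term, which was chosen after the values were seen, and at 0.892 with those from genotype alone (median absolute difference 0.0044 and 0.062). Values within the 3 larger libraries describe mutant 3 against controls 2 and 3. With 1 mutant library they test nothing about the genotype.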

A comparison of gene expression profiles between *Itgb1*^Δ*Endo/*Δ*Endo*^ and control islets revealed 417 differentially expressed genes (DEGs) with false discovery rate (FDR)<0.05 and fold change (FC) >2 (Supplementary file 1), of which 332 were up-regulated and 85 were down-regulated. 

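The genes with the smallest p-values among those of the gene groups tested encode extracellular matrix. *Bgn*, a matrix proteoglycan on chromosome X from 73483601 to 73495936 of GRCm38, had 47.4 ± 5.4 CPM in controls and 122 ± 20 in mutants (SD, n = 4 each). Its log2 fold change was 1.37 (SE 0.14), with an adjusted p of 0.11 from edgeR's quasi-likelihood test and 9.07e-12 from DESeq2. The collagen VI chains *Col6a1* and *Col6a2*, neighbours on chromosome 10, had log2 fold changes of 1.31 and 1.31 (adjusted p = 0.165 for both from edgeR's test, 1.68e-08 and 3.57e-07 from DESeq2). All mutant libraries lay above all controls for each of these 3 genes, which for a single gene has an exact two-sided permutation p of 0.0286. Among genes with lower values, *Ghsr*, the ghrelin receptor of δ-cells, had 10.4 ± 1.38 CPM in controls and 5.11 ± 0.83 in mutants (SD, n = 4 each), a log2 fold change of -1.02 (adjusted p = 0.219 from edgeR's test and 6.35e-05 from DESeq2). At an adjusted p below 0.05 and a fold change above 2, 0 of 15233 genes passed edgeR's quasi-likelihood test over all 8 libraries, and the smallest adjusted p was 0.11. At an unadjusted p below 0.05 there were 2132 genes, 1036 higher and 1096 lower in mutant islets; with total counts in place of TMM factors 1154 were higher and 542 lower, and with the replicate number as a block 1600 and 1182. DESeq2 called 187 genes at the same thresholds, 111 higher and 76 lower, and edgeR's likelihood ratio test called 91, 62 higher and 29 lower. Within the 5 libraries of Supplementary file 1 the quasi-likelihood test called 10 genes, 7 higher and 3 lower, with 3630 at an unadjusted p below 0.05. With a term for the library division it called 3, all higher, and 6 when the fold change was left out: *Ttyh1*, *Insrr*, *Slc6a8*, *Sparcl1*, *Bgn* and *Fzd1*, of which *Ttyh1*, *Slc6a8*, *Sparcl1* and *Fzd1* are named after their values were seen. All 6 are among the 7 genes with an FDR below 0.05 in the authors' deposited table. *Insrr*, the insulin receptor-related receptor, is the one of these with a lower level, with a log2 fold change of -0.76 in that fit (adjusted p = 0.0333 from edgeR's test). On simulated counts of 15065 genes, with 100 changed 2-fold and 100 changed 4-fold, the quasi-likelihood test recovered 29% and 85% of them with 10 false calls, and DESeq2 59% and 96% with 51 false calls. The number of genes at an unadjusted p below 0.05 was 1243 without control 2, 1249 without mutant 1, 1420 without mutant 2 and 1214 without mutant 4.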

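Of 30 genes linked to epithelial mesenchymal transition, listed before the data were examined, 11 rose and 0 fell in *Itgb1*-deleted islets when adjusted over the list alone, and 0 rose or fell when adjusted over all genes (9 rose by DESeq2, and 16 rose at an unadjusted p below 0.05). *Postn*, which encodes the matrix protein periostin, had 13.9 ± 2.68 CPM in controls and 37 ± 14.4 in mutants (SD, n = 4 each). *Thbs2*, a thrombospondin, had a log2 fold change of 1.93 (SE 0.38), *Sparc*, a collagen-binding protein, of 0.91 (SE 0.19), and *Tgfb1*, a growth factor that drives matrix production, of 1.10 (SE 0.26). Adjusted p-values of the 4 genes over all genes were 0.233 to 0.301 from edgeR's quasi-likelihood test. Of 20 glycolytic genes, 13 rose and 0 fell when adjusted over the list alone, and 0 passed over all genes (6 rose by DESeq2, and 13 rose at an unadjusted p below 0.05). The aldolase *Aldoc* had 19.3 ± 7.63 CPM in controls and 50.2 ± 14.9 in mutants (SD, n = 4 each), a log2 fold change of 1.38. *Pkm*, which encodes pyruvate kinase, had a log2 fold change of 0.96 and *Gpi1*, glucose phosphate isomerase, of 1.36. Of 30 inflammatory response genes tested, 0 passed edgeR's test over the list alone or over all genes, with 2 higher and 2 lower at an unadjusted p below 0.05 and 1 lower by DESeq2. *Ptgs2*, the inducible cyclooxygenase, had a log2 fold change of 1.98 and *Il33*, an epithelial cytokine, of 1.59, while the chemokines *Ccl3* and *Ccl4* were at -2.16 and -3.33. Their signs depend on the libraries, with *Ccl3* and *Ccl4* at 0.86 and 0.81 within the 5 libraries of Supplementary file 1 and *Ptgs2* and *Il33* at -1.79 and -0.42 in mutant 3 against controls 2 and 3. Tested as sets with camera at a preset correlation of 0.01, the transition list was higher (median log2 fold change 1.11, adjusted p = 2.61e-13), as was the glycolysis list (median 1.28, adjusted p = 1.99e-10). With an estimated correlation the camera adjusted p was 0.222 for the transition list and 0.278 for the glycolysis list. The inflammatory list had a median of 0.30 and did not pass (camera adjusted p = 0.272). Within the 5 libraries of Supplementary file 1 the medians were 0.59 for the transition list, 1.22 for the glycolysis list and 0.99 for the inflammatory list, which was higher there (camera adjusted p = 1.06e-09). In mutant 3 against controls 2 and 3 they were 1.75, 0.34 and -1.75. With the division as a term they were 1.16, 0.95 and -0.01. Markers of fibroblasts, stellate cells and pericytes moved with the transition list: 8 of 12 rose when adjusted over the list alone and 0 over all genes, with a median log2 fold change of 1.36 (camera adjusted p = 2.84e-11, 0.0352 with an estimated correlation, and 0.0634 with that and the division as a term, where they did not pass). With the replicate number as a block 19 transition genes rose and 1 fell over the list alone, and 8 inflammatory genes rose; with a term for sex 6 inflammatory genes rose, and within the 5 libraries 3. With total counts only 7 transition genes rose. Without mutant 3, 5 transition genes passed over the list alone, and without control 2 or mutant 1, 6; without mutant 4, 7. The number of glycolytic genes that rose over the list alone was 0 without any one of control 1, control 2, control 3, mutant 1, mutant 2 or mutant 4. The inflammatory list passed camera without control 2 or without mutant 3 (adjusted p = 0.00606 and 7.7e-05), with 2 genes higher over the list alone in the latter, and its median was 0.60 without control 2, 0.15 without mutant 1, 0.47 without mutant 2, 0.66 without mutant 3 and -0.044 without mutant 4.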

Gene-set enrichment analysis (GSEA) of DEGs between control and *Itgb1*^Δ*Endo/*Δ*Endo*^ islets showed up-regulation of pathways associated with hypoxia, epithelial mesenchymal transition, glycolysis, and inflammatory response (Figure 1H). 

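Of 32 hypoxia response genes listed before the data were examined, 30 had higher and 2 lower mean levels in *Itgb1*-deleted islets. When adjusted over the list alone 19 rose and 0 fell, and 0 passed edgeR's quasi-likelihood test over all genes (3 rose by DESeq2, and 21 rose at an unadjusted p below 0.05). *Lox*, the lysyl oxidase that crosslinks collagen, had 1.41 ± 0.799 CPM in controls and 7.62 ± 2.73 in mutants (SD, n = 4 each), with all mutant libraries above all controls. Its log2 fold change was 2.45 (SE 0.44, adjusted p = 0.219 from edgeR's test and 4.46e-05 from DESeq2). *Stc2*, a secreted stanniocalcin, had a log2 fold change of 1.50, again with no overlap between the groups, and *Ddit4*, an inhibitor of mTORC1, of 0.90. The mitophagy receptor *Bnip3* had 137, 252 and 271 CPM in mutants 1, 2 and 4, against 24.4 in mutant 3 and 20 to 74.8 in the controls. *Car9*, a carbonic anhydrase, and *Egln3*, a prolyl hydroxylase, had log2 fold changes of 3.57 (SE 1.27) and 2.79 (SE 1.02). Of the 15 genes of Figure 1—figure supplement 1L, chosen by the authors on libraries that overlap with these and so not independent evidence, 14 were higher and 13 rose when adjusted over the panel alone, with 0 passing over all genes (3 by DESeq2). *Ace* was the one with a lower mean, at -0.82, and at 0.95 within the 5 libraries of Supplementary file 1. As a set the hypoxia list had a median log2 fold change of 1.33 and was higher by camera (adjusted p = 6.48e-15 at the preset correlation). With an estimated correlation the camera adjusted p was 0.278. The median was 1.16 within the 5 libraries of Supplementary file 1, where 30 genes rose when adjusted over the list alone, 0.21 in mutant 3 against controls 2 and 3, and 0.92 with the division as a term, where 17 did. The count over the list alone was 1 without any one of control 1, control 2, control 3, mutant 1, mutant 2 or mutant 4, and was 27 without mutant 3.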

The analysis of GO of DEGs related to hypoxia showed that the genes responsible for hypoxia response were up-regulated in *Itgb1*^Δ*Endo/*Δ*Endo*^ islets when compared to the control group (as shown in Figure 1—figure supplement 1L). The IF analysis indicated that the *Itgb1*^Δ*Endo/*Δ*Endo*^ islets at 2–3 months of age displayed a significant reduction in blood vessels (as shown in Figure 1—figure supplement 1M–O), which suggests that the lack of vascular interaction could lead to hypoxia responses. On the other hand, the down-regulated genes were associated with spermatogenesis, pancreas β-cells, and E2F targets (Figure 1H). 

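Of 33 genes of β-cell identity and function, listed before the data were examined, 30 had lower and 3 higher mean levels in *Itgb1*-deleted islets. By edgeR's quasi-likelihood test 0 passed over the list alone or over all genes, with 11 lower and 1 higher at an unadjusted p below 0.05 and 4 lower and 1 higher by DESeq2. *Slc30a8*, the zinc transporter of insulin granules, had 485 ± 347 CPM in controls and 136 ± 53 in mutants (SD, n = 4 each), a log2 fold change of -1.83. Controls 2 and 3 carry that control mean, at 642 and 899.8 CPM against 209 and 188 in controls 1 and 4, and the log2 fold change was -0.84 within the 5 libraries of Supplementary file 1 and -1.19 with the library division as a term. *Sytl4*, a granule protein, was at -0.73, whereas *Ffar1*, a fatty acid receptor of β-cells, was at 0.52. The insulin genes *Ins1* and *Ins2* had log2 fold changes of -1.52 and -1.17 over all 8 libraries, and of 0.23 and 0.28 within the 5 libraries of Supplementary file 1. Neither passed over all 8 (adjusted p = 0.382 and 0.534 from edgeR's test, 0.126 and 0.241 from DESeq2), and the groups overlapped. *Ins1* was at 35387 and 51052 CPM in controls 2 and 3, at 7763 and 7050.3 in controls 1 and 4, and at 6828 to 9715 in the mutants. Of 26 spermatogenesis genes 7 had enough counts to be tested, all with lower mean levels, and 0 passed over the list alone or over all genes by edgeR's test (1 lower at an unadjusted p below 0.05 and 0 by DESeq2). With no low count filter 23 were tested, 9 with higher and 14 with lower mean levels (median log2 fold change -0.10), and the set did not pass (camera adjusted p = 0.211). The 7 include the mitotic kinases *Nek2*, with a log2 fold change of -1.46, and *Ttk*, with -1.26. Of 34 E2F target and cell cycle genes tested, 0 passed over the list alone or over all genes by edgeR's test (4 higher and 2 lower at an unadjusted p below 0.05, 1 lower by DESeq2). The checkpoint kinase *Bub1b* was at -1.77, while the replication genes *Cdt1*, *Mcm2* and *Mcm3* were at 0.70, 0.57 and 0.85. As sets, the β-cell list (median -0.50, camera adjusted p = 2.46e-07) and the spermatogenesis list (median -0.999, camera adjusted p = 0.0114, over the 7 genes) were lower. The β-cell median was -0.26 without control 2 and -0.27 with total counts only, and the spermatogenesis median -0.60 without control 2, -0.45 without control 3, -0.66 without mutant 1 and -0.59 without mutant 2. With an estimated correlation the camera adjusted p was 0.417 and 0.278, and the E2F list did not pass at the preset correlation (median -0.27, camera adjusted p = 0.219). Medians within the 5 libraries of Supplementary file 1 were -0.11 for the β-cell list, -0.64 for the spermatogenesis list (camera adjusted p = 0.112) and 0.02 for the E2F list, and in mutant 3 against controls 2 and 3 -0.76, -0.73 and -0.37. With the division as a term they were -0.26, -0.64 and -0.20. The E2F list passed camera without control 4 (adjusted p = 0.04997) and without mutant 3 (adjusted p = 0.0382, with 2 genes lower over the list alone). Over the list alone 9 β-cell genes fell and 1 rose without control 1, 10 fell and 1 rose without control 4, and 3 fell without mutant 3, while 6 fell and 3 rose within the 5 libraries. Other models gave 7 lower with the replicate number as a block, 4 with no low count filter, 5 with the division as a term, 7 with a term for sex, 10 by edgeR's likelihood ratio test and 14 by DESeq2, each with 1 higher. Of the spermatogenesis genes 1 fell over the list alone without control 4 and 2 with a term for sex. The acinar cell markers moved with the β-cell list, with a median log2 fold change of -3.62 over all 8 libraries and 0.99 within the 5.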

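*Slc2a2*, which encodes the glucose transporter Glut2 of β-cells, lies on chromosome 3 from 28697903 to 28728360 of GRCm38. Its log2 fold change was -0.79 (SE 0.27, adjusted p = 0.164 from edgeR's quasi-likelihood test) within the 5 libraries of Supplementary file 1 and -2.49 (SE 0.76, adjusted p = 0.333 from edgeR's test, 0.0171 from DESeq2) over all 8. Its level was 40.1 and 31 CPM in controls 1 and 4, 185 and 335 in controls 2 and 3, 43.8 in mutant 3 and 16 to 28.4 in the other mutants, and its log2 fold change was -2.55 in mutant 3 against controls 2 and 3 and -1.38 with the division as a term. *Ucn3*, a peptide of mature β-cells, had log2 fold changes of -0.74 within the 5 libraries and -1.44 over all 8 (adjusted p = 0.101 and 0.351 from edgeR's test). Controls 2 and 3 held 306 and 473 CPM of it and mutant 3 184, and the log2 fold change was -1.06 in mutant 3 against these 2 controls and -0.86 with the division as a term. *Mafa*, a transcription factor that activates the insulin genes, had log2 fold changes of -0.21 and -1.34 (adjusted p = 0.641 and 0.341 from edgeR's test), with 105, 161 and 47.4 CPM in control 2, control 3 and mutant 3 and log2 fold changes of -1.46 among these 3 and -0.65 with the division as a term. Of 11 α-cell identity genes, listed before the data were examined, all 11 had lower mean levels over the 8 libraries. When adjusted over the list alone 7 fell and 0 rose, and 0 passed over all genes (2 fell by DESeq2, and 8 fell at an unadjusted p below 0.05). The ETS factor *Etv1* had log2 fold changes of -0.63 within the 5 libraries and -0.52 over all 8 (adjusted p = 0.151 and 0.333 from edgeR's test), and all mutant libraries were below all controls. The α-cell list as a set was lower (median log2 fold change -0.97, camera adjusted p = 1.49e-07). With an estimated correlation the camera adjusted p was 0.278. Its median was -0.62 without control 3, -0.58 within the 5 libraries, -1.09 in mutant 3 against controls 2 and 3 and -0.72 with the division as a term. Over the list alone 1 gene fell within the 5, 1 with that term and 4 with total counts only. Of the 25 genes of Figure 1I, Group 1, which the authors chose on overlapping libraries, 24 were tested and 20 had lower mean levels, with 0 passing over the panel alone or over all genes by edgeR's test (10 at an unadjusted p below 0.05). By DESeq2 10 fell over the panel alone and 1 over all genes. Over the panel alone 13 fell and 3 rose within the 5 libraries (1 lower over all genes), and 2 fell and 1 rose with the division as a term (1 lower over all genes). Without any one of control 3, mutant 1 or mutant 4, 0 α-cell genes passed over the list alone.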

GO analysis of DEGs in the pancreas β-cells category further revealed that functional maturation genes for β-cells (e.g., *Slc2a2* [*Glut2*], *Ucn3*, and *Mafa*) and for α-cells (e.g., *Arx*, *Mafb*, and *Etv1*), were drastically down-regulated in the *Itgb1*^Δ*Endo/*Δ*Endo*^ islets (Figure 1I, Group 1; Figure 1—figure supplement 2A). IF analysis also validated the reduced expression of Mafa, Ucn3, and Glut2 in β-cells of *Itgb1*^Δ*Endo/*Δ*endo*^ islets (Figure 1—figure supplement 2B–E). Furthermore, several ‘disallowed’ genes for β-cells, including *Ldha1*, *Aldh1a3*, and *Hk1* (Lemaire et al., 2016), were significantly up-regulated in the *Itgb1*^Δ*Endo/*Δ*Endo*^ islets (Figure 1I, Group 2; Figure 1—figure supplement 2A). Hence, it is likely that the functional maturation of endocrine cells within *Itgb1*^Δ*Endo/*Δ*Endo*^ islets is compromised. This notion is supported by the observation that, by 6 weeks of age, these mice exhibit glucose intolerance and reduced insulin secretion in response to glucose stimulation (Figure 1J–K). 

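*Ldha*, which encodes the lactate dehydrogenase A subunit, lies on chromosome 7 from 46845804 to 46855627 of GRCm38. It had a log2 fold change of 1.82 (SE 0.38, adjusted p = 0.0959 from edgeR's quasi-likelihood test) within the 5 libraries of Supplementary file 1 and 2.23 (SE 0.78, adjusted p = 0.333 from edgeR's test, 0.0543 from DESeq2) over all 8. Mutants 1, 2 and 4 held 198, 218 and 291 CPM of it and mutant 3 35.6, against 14.5 and 11.3 in controls 2 and 3 and 40.2 and 92.2 in controls 1 and 4 (exact two-sided permutation test over all 8, p = 0.0857). The log2 fold change was 1.48 in mutant 3 against controls 2 and 3 and 1.70 with the division as a term. *Hk1*, a hexokinase of high glucose affinity on chromosome 10 from 62268855 to 62379908, had log2 fold changes of 1.39 and 1.29 (SE 0.25 and 0.37, adjusted p = 0.0792 and 0.333 from edgeR's test, 0.0391 from DESeq2 over all 8). It was at 34.1 CPM in mutant 3, within the range of the controls (22.2 to 43.3), and at 79.5 to 127 in the other mutants, with log2 fold changes of 0.22 in mutant 3 against controls 2 and 3 and 0.99 with the division as a term. *Aldh1a3*, a retinaldehyde dehydrogenase seen in dedifferentiated β-cells, had a log2 fold change of 2.02 (SE 0.53, adjusted p = 0.12 from edgeR's test) within the 5 libraries and -0.05 (SE 0.79, adjusted p = 0.979 from the same test) over all 8. Control 2 and control 3 held 34.9 and 17.7 CPM of it, mutant 3 3.52. Among these 3 libraries the log2 fold change was -2.88, which rests on a single mutant library, and with the library division as a term it was 0.72 (SE 1.18). Of 38 disallowed β-cell genes, listed before the data were examined, 35 had higher and 3 lower mean levels in *Itgb1*-deleted islets. By edgeR's test 0 passed over the list alone or over all genes, with 11 higher at an unadjusted p below 0.05 and 3 by DESeq2. Adjusted over the list alone, 11 rose within the 5 libraries, 16 with the replicate number as a block, 4 with a term for sex, 2 with the library division as a term, 4 by edgeR's likelihood ratio test and 7 by DESeq2. As a set the list was higher (median log2 fold change 0.68, camera adjusted p = 5.03e-09). With an estimated correlation the camera adjusted p was 0.278, and the median was 0.58 within the 5 libraries, 0.38 in mutant 3 against controls 2 and 3 and 0.58 with the division as a term. Markers of fibroblasts, stellate cells and pericytes were higher in the same libraries (median log2 fold change 1.36, camera adjusted p = 2.84e-11). Their camera adjusted p was 0.0352 with an estimated correlation, and 0.0634 with that and the division as a term. Whether more of these cells raised the disallowed genes was not tested. Of the 16 genes of Figure 1I, Group 2, chosen by the authors on overlapping libraries and so not independent evidence, 14 had higher mean levels over all 8 libraries and 16 within the 5. When adjusted over the panel alone 7 rose over all 8, and 0 passed over all genes (9 at an unadjusted p below 0.05). By DESeq2 10 rose over the panel alone and 2 over all genes. Without control 2 or without mutant 3, 1 disallowed gene rose over the list alone.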

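The hormone genes *Gcg*, *Sst* and *Ppy* had lower mean levels in *Itgb1*-deleted islets, *Ghrl* of ε-cells was at a log2 fold change of 0.12, and none of the 4 passed edgeR's quasi-likelihood test. Glucagon, encoded by *Gcg*, was at 42202 ± 32093 CPM in controls and 13986 ± 4289 in mutants (SD, n = 4 each), a log2 fold change of -1.59 (adjusted p = 0.375 from edgeR's test, 0.0391 from DESeq2) over all 8 libraries and -0.58 within the 5 libraries of Supplementary file 1. Somatostatin, encoded by *Sst*, had log2 fold changes of -0.95 and -0.62, and pancreatic polypeptide, encoded by *Ppy*, of -0.49 and -1.05, with 0.51 for *Ppy* in mutant 3 against controls 2 and 3. Of 7 δ-, PP- and ε-cell identity genes, listed before the data were examined, 2 fell and 0 rose when adjusted over the list alone, and 0 passed over all genes (1 fell by DESeq2, and 2 fell at an unadjusted p below 0.05). The 2 were *Ghsr* and *Rbp4*, a retinol carrier, at -0.95. The count was 1 without any one of control 1, control 3, mutant 2 or mutant 4, with total counts only and with the library division as a term, and 3 with the replicate number as a block or a term for sex. The set was lower (median log2 fold change -0.49, camera adjusted p = 0.00154; median -0.30 without mutant 2, -0.93 without mutant 3 and -0.28 without mutant 4), with an adjusted p of 0.279 from camera with an estimated correlation and a median of -0.62 within the 5 libraries (camera adjusted p = 0.000775), -0.37 in mutant 3 against controls 2 and 3, and -0.48 with the division as a term. Of 10 dedifferentiation and progenitor genes tested, 0 passed over the list alone or over all genes by edgeR's test, with 2 higher at an unadjusted p below 0.05 and 0 by DESeq2. These were *Cck*, the gene of cholecystokinin, at 1.55, and *Dlk1*, an imprinted gene of the Notch ligand family, at 1.16. As a set they were higher (median 0.40, camera adjusted p = 0.0114), with an adjusted p of 0.278 from camera with an estimated correlation and a median of 0.41 with the division as a term. It did not pass within the 5 libraries (median 0.29, camera adjusted p = 0.0543), and the median was 0.47 in mutant 3 against controls 2 and 3. Over the list alone 1 of them rose without control 3 or without control 4, 2 within the 5 libraries and 5 with the replicate number as a block. From the lower expression of β- and α-cell maturation genes and the higher expression of disallowed genes in *Itgb1* Δ*Endo/*Δ*Endo islets, the paper proposes that the functional maturation of their endocrine cells is compromised. It also cites real-time PCR of selected genes, weaker Mafa, Ucn3 and Glut2 staining, and glucose intolerance with less insulin secretion in the mice.

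**Figure D1:**
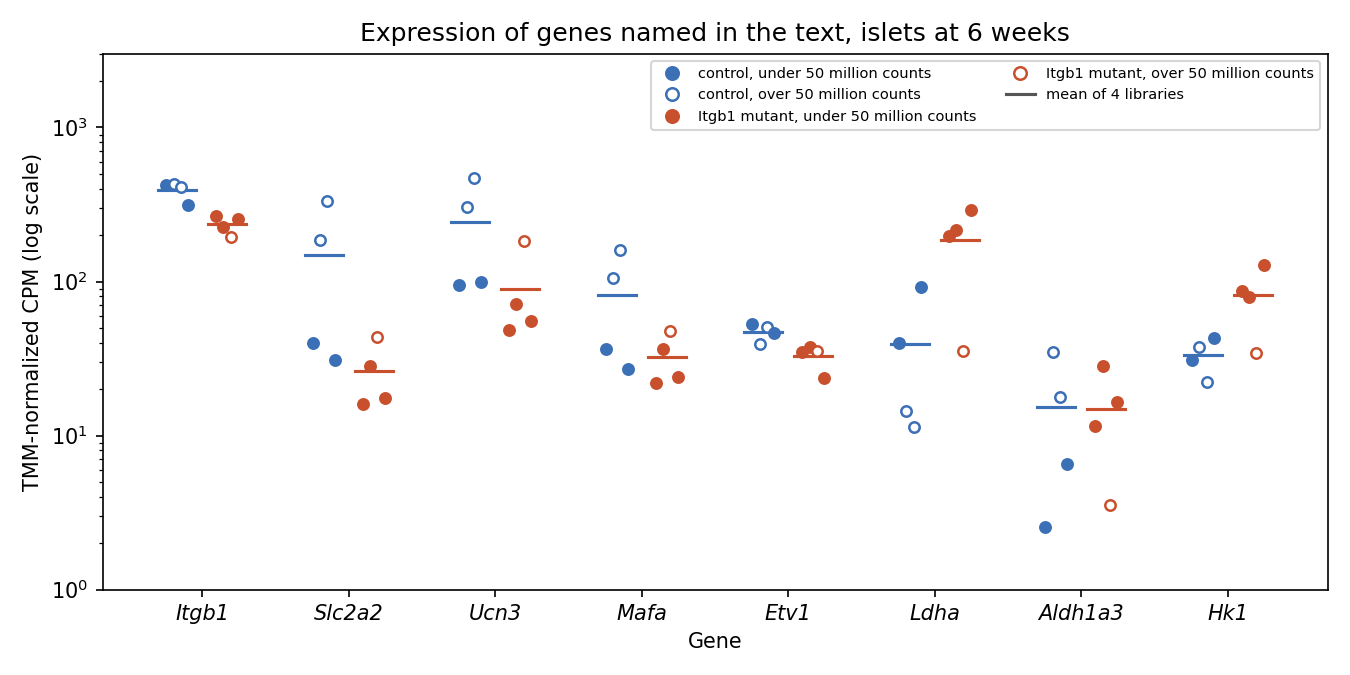
TMM-normalized CPM, on a log scale, of 8 genes in the 4 control (blue) and 4 *Itgb1* mutant (red) islet libraries. Each point is a library, open points are the 3 libraries with over 50 M counts and lines are means of 4. *Itgb1* lies between 315 and 432 in the controls and between 193 and 266 in the mutants, while the 2 open control points of *Slc2a2*, at 185 and 335, stand above the other controls.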

The impairment in glycemic regulation further deteriorates in mice older than 6 months (Figure 1L). Together, these observations indicate that ECM-integrin interactions are critical for islet vascularization, morphogenesis, and the functional maturation of endocrine cells.

### ECM signaling regulates endocrine progenitor cell migration and cell-cell adhesion to control islet aggregation during development

Our initial analysis of the pancreatic sections from *Itgb1*^Δ*Endo/*Δ*Endo*^ mice revealed larger islet sizes (Figure 1—figure supplement 1J). Consistently, the islets isolated from *Itgb1*^Δ*Endo/*Δ*Endo*^ mice appeared larger in size as well (Figure 2A–C); however, the total islet area was similar between control and *Itgb1*^Δ*Endo/*Δ*Endo*^ mice (Figure 2D). The increased size was mainly attributed to a greater number of large islets (>50 µm^2^ × 10^3^, as shown in Figure 1—figure supplements 1K and 2E). Therefore, the enlarged islet size is likely a result of a morphological change independent of the expansion of total endocrine cells. Furthermore, in the control pancreata, the islets were located near the ducts, but contained a very small number of ductal cells (Figure 2F and H; Figure 2—figure supplement 1A). In contrast, the islets in the *Itgb1*^Δ*Endo/*Δ*Endo*^ pancreata contained a substantial number of ductal cells (Figure 2G and H; Figure 2—figure supplement 1B). As the endocrine progenitors arise and migrate away from the ducts, we hypothesized that there might be deficiencies in this process for Itgb1-deficient endocrine cells. To investigate this, we conducted segmentation analysis of 3D whole-mount IF on E15.5 pancreata, the stage at which the majority of endocrine progenitor migration occurs (Rosenberg et al., 2010). Our results showed that most of the Itgb1-deleted endocrine progenitor cell aggregates had a greater tendency to cluster within the ductal cords during development (Figure 2I and J and Video 1; the green color represents zero distance from ducts). These findings imply that there might be deficiencies in both endocrine cell migration and premature islet aggregation in *Itgb1*-deleted endocrine cells. To further confirm this, we conducted live imaging analysis on pancreas explants obtained from E16.5 *Ngn3-Cre; Rosa26mT/mG; Itgb1^+/+^* (control) and *Ngn3-Cre; Rosa26mT/mG; Itgb1^f/f^* (*Itgb1^ΔEndo/ΔEndo^*) mice. We tracked the movement and aggregation of Ngn3-progeny (mGFP^+^) endocrine progenitor cells in explant cultures for up to 3 days (Figure 2—figure supplement 1C and D; Videos 2 and 3). Our observations showed that in contrast to the controls, where endocrine progenitor cells migrated and aggregated outside of ductal cords, the mGFP^+^ cells in *Itgb1^ΔEndo/ΔEndo^* explants readily aggregated before moving away from the cords (Figure 2—figure supplement 1D, white arrows). In contrast to our findings, previous studies using *Ins-Cre* or *RIP-Cre* to ablate *Itgb1* after endocrine progenitors have differentiated into insulin-producing cells did not report any observable islet aggregation or migration defects (Diaferia et al., 2013; Win et al., 2020). However, *Ngn3-Cre*-mediated *Itgb1* deletion would occur much earlier in embryonic stages (Figure 1A), suggesting that Itgb1 signaling regulates the migration and aggregation of progenitor cells in the endocrine lineage during the islet developmental process.

**Figure 2.**
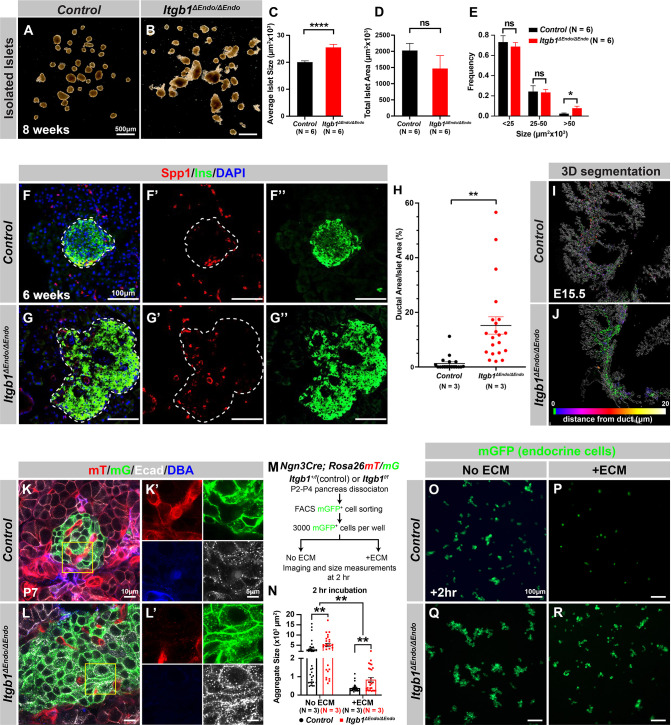
Itgb1 signaling is required for proper endocrine progenitor aggregation. (**A–B**) Brightfield images of isolated islets from control and *Itgb1^ΔEndo/ΔEndo^* mice at 8 weeks of age. (**C–E**) Quantification of (**C**) average islet size, (**D**) total islet area, and (**E**) islet size distribution based on morphometric analysis of 8-week-old control and *Itgb1^ΔEndo/ΔEndo^* isolated islets. (**F–G**) Immunofluorescence staining for Spp1, Ins, and DAPI on 6-week-old control and *Itgb1^ΔEndo/ΔEndo^* pancreas sections. Islets are outlined by white dotted lines. (**H**) The ratio of ductal cell areas within the islets is quantified based on Spp1 and ChrA staining of pancreas sections from 6-week-old control and *Itgb1^ΔEndo/ΔEndo^* mice. (**I–J**) Three-dimensional (3D) segmentation analysis on whole-mount immunofluorescence images of E15.5 control and *Itgb1^ΔEndo/ΔEndo^* pancreata stained for ChrA and Spp1 (white colored) reveals that the endocrine cells in the *Itgb1^ΔEndo/ΔEndo^* pancreas are mostly retained within ducts, and the distance between endocrine cells and ducts is represented by a color scale. (**K–L**) Airyscan super-resolution images depict immunofluorescence staining for Ecad and ductal marker DBA in P7 mT/mG reporter mice showing up-regulation of Ecad in the *Itgb1^ΔEndo/ΔEndo^* pancreas. The dot-like Ecad expression pattern in super-resolution imaging represents adherens junction structures. The yellow boxes in (**K–L**) demarcate fields shown at higher magnification in (**K’–L’**) side panels. (**M**) The schematic depicts the experimental design for the in vitro aggregation assay. (**N**) Aggregate size is quantified after a 2 hr incubation with or without extracellular matrix (ECM). (**O–R**) Fluorescence images of mGFP^+^ endocrine progenitor aggregates after 2 hr of culture show that mGFP^+^ control endocrine progenitors clustered (**O**) without ECM but remained single cells (**P**) with ECM. Alternatively, *Itgb1^ΔEndo/ΔEndo^* endocrine progenitors clustered (**Q**) without ECM or (**R**) with ECM. Spp1, secreted phosphoprotein 1; Ins, insulin; DAPI, 4’,6-diamidino-2-phenylindole; Ecad, E-cadherin; DBA, *Dolichos biflorus* agglutinin; P7, postnatal day 7; E15.5, embryonic day 15.5. Data are shown as mean ± SEM. *p<0.05, **p<0.01, and ****p<0.0001. Figure 2—source data 1.Related to Figure 2C. Figure 2—source data 2.Related to Figure 2D. Figure 2—source data 3.Related to Figure 2E. Figure 2—source data 4.Related to Figure 2H. Figure 2—source data 5.Related to Figure 2N.

**Figure 2—figure supplement 1.**
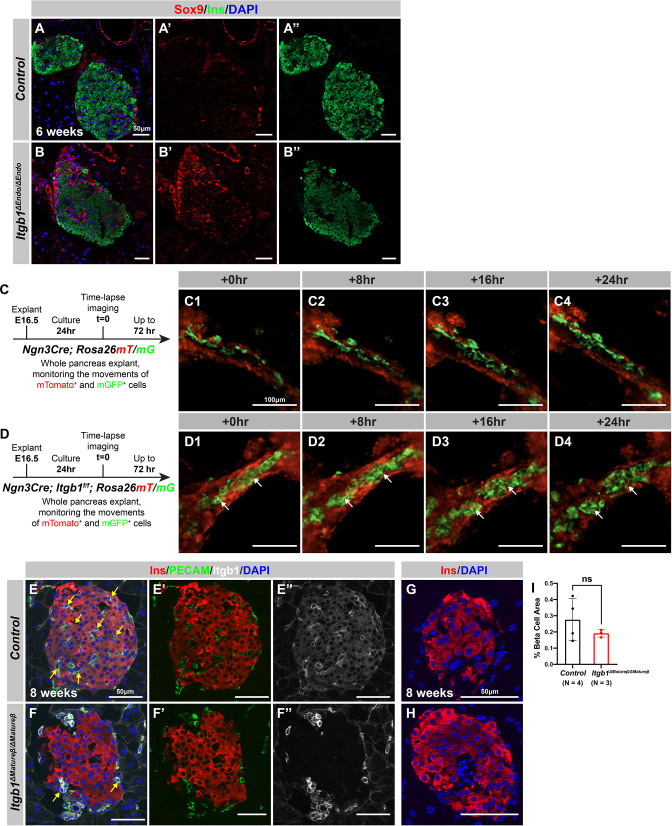
Itgb1 is required for normal islet architecture. (**A–B**) Immunofluorescence staining for Sox9, Ins, and DAPI on 6-week-old (**A**) control and (**B**) *Itgb1^ΔEndo/ΔEndo^* pancreas sections. The individual channels for Sox9 and Ins are displayed in panels (**A' and A"**), and (**B' and B"**), respectively. In the *Itgb1^ΔEndo/ΔEndo^* islets, Sox9-positive ductal cells were observed throughout the sections (**B’**). (**C–D**) Schematic of the time-lapse confocal microscope imaging of endocrine progenitor cell behaviors in E16.5 embryonic pancreas explants. The first 24 hr were monitored to observe cell movement in (**C1–C4**) control and (**D1–D4**) *Itgb1^ΔEndo/ΔEndo^* pancreas explants. White arrows indicate prematurely clustered islets in *Itgb1^ΔEndo/ΔEndo^* explants. (**E–H**) Immunofluorescence staining for Ins, PECAM, Itgb1, and DAPI on 8-week-old (**E, G**) control and (**F, H**) *Itgb1^ΔMatureβ/ΔMatureβ^* pancreas sections. Individual channels are displayed as Ins/PECAM in (E’, F’), and Itgb1 in (E”, F”). In *Itgb1^ΔMatureβ/ΔMatureβ^* islets the presence of Itgb1 and vasculature in the islet is abolished. The overall size and insulin expression are not altered in the *Itgb1^ΔMatureβ/ΔMatureβ^* islets. (**I**) Quantification of total islet area based on morphometric analysis of 8-week-old control and *Itgb1^ΔMatureβ/ΔMatureβ^* pancreas sections. Note no significant differences in islet size were observed between the two groups. Ins, insulin; PECAM, platelet endothelial cell adhesion molecule-1; DAPI, 4’,6-diamidino-2-phenylindole; E16.5, embryonic day 16.5. Data are shown as mean ± SEM. Figure 2—figure supplement 1—source data 1.Related to Figure 2—figure supplement 1I.

**Figure 2—figure supplement 2.**
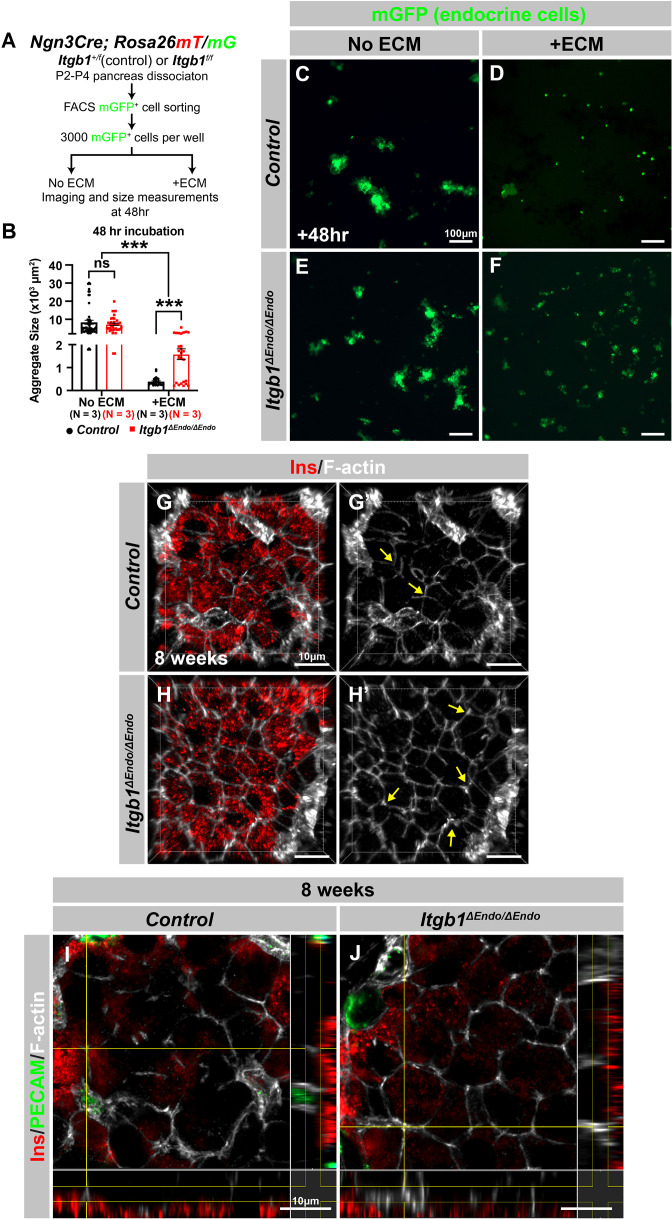
Itgb1 controls cytoskeleton regulation and organization in islets. (**A**) Schematic of experimental design for in vitro aggregation assay. (**B**) Quantification of aggregate size after 48 hr incubation with or without extracellular matrix (ECM) in control and *Itgb1^ΔEndo/ΔEndo^* endocrine progenitors. (**C–F**) Fluorescence images of mGFP^+^ endocrine progenitor aggregates after 48 hr culture. mGFP^+^ control endocrine progenitors clustered (**C**) without ECM but remained single cells (**D**) with ECM after 48 hr. Alternatively, *Itgb1^ΔEndo/ΔEndo^* endocrine progenitors clustered (**E**) without ECM or (**F**) with ECM after 48 hr. (**G–J**) Airyscan super-resolution three-dimensional (3D) projection and cut-view images depict immunofluorescence staining for Ins and F-actin on 8-week-old control and *Itgb1^ΔEndo/ΔEndo^* pancreas sections. The 3D images (**G–H**) and cut-view images (**I–J**) also demonstrated hexagonal cell shapes and increased F-actin assembly in the *Itgb1^ΔEndo/ΔEndo^* islets. Ins, insulin; PECAM, platelet endothelial cell adhesion molecule-1. Data are shown as mean ± SEM. ***p<0.001. Figure 2—figure supplement 2—source data 1.Related to Figure 2—figure supplement 2B.

**Video 1.** Three-dimensional (3D) segmentation analysis on whole-mount immunofluorescence images of embryonic day 15.5 (E15.5) control and *Itgb1^ΔEndo/ΔEndo^* pancreata. This file presents a 3D segmentation analysis based on the chromogranin A (ChrA) and secreted phosphoprotein 1 (Spp1) staining, revealing islet clusters and pancreatic ducts. It includes movie clips showcasing the 3D segmentation from various viewing angles. A color scale illustrates the distance between endocrine cells and ducts, with cooler colors indicating shorter distances.

**Video 2.** Time-lapse confocal microscope imaging of endocrine progenitor cell behaviors in embryonic day 15.5 (E16.5) control (*Ngn3Cre; Rosa26^mT/mG^*) embryonic pancreas explants. This file contains a time-lapse video showcasing the dynamic behaviors of endocrine progenitor cells. The green cell clusters visible in the footage represent *Ngn3Cre*-expressing progenies, which are the islet endocrine cells. The 8 s video clip encapsulates the changes observed over a 24 hr period.

**Video 3.** Time-lapse confocal microscope imaging of endocrine progenitor cell behaviors in embryonic day 15.5 (E16.5) *Itgb1^ΔEndo/ΔEndo^* (*Ngn3Cre; Itgb1^f/f^; Rosa26^mT/mG^*) embryonic pancreas explants. This file includes a time-lapse video illustrating the behavior dynamics of *Itgb1*-deleted endocrine progenitor cells. The green cell clusters depicted in the footage represent *Ngn3Cre*-expressing progenies deficient in Itgb1. Changes observed over a 24 hr period are captured in an 8 s video clip. Notably, the *Itgb1*-deleted endocrine progenitor cells prematurely cluster into larger aggregates and maintain a close association with ductal epithelial cords.

To further investigate this notion, we sought to inactivate Itgb1 only after the endocrine cells had fully differentiated and matured. Urocortin 3 (Ucn3) is a late β-cell-specific maturity marker in mouse islets that is expressed after *Ins1* and *Ins2* and starts perinatally. Most β-cells express Ucn3 by 3 weeks of age (Blum et al., 2014; van der Meulen and Huising, 2014). The expression pattern of Cre recombinase under the control of the *Ucn3* promoter aligns with this timeline (van der Meulen et al., 2017). Therefore, *Ucn3-Cre*-mediated deletion of *Itgb1* is not expected to occur until islet development has completed in the presence of functional Itgb1 alleles and normal Itgb1 expression. To test whether Itgb1 signaling also maintains islet cell aggregation after β-cell maturation and islet formation, we crossed *Ucn3-Cre* with *Itgb1^f/f^* mice to inactivate Itgb1 exclusively in mature β-cells (referred to as *Itgb1^ΔMatureβ/ΔMatureβ^*). Our analysis revealed that, similar to *Itgb1^ΔEndo/ΔEndo^* mice, *Itgb1^ΔMatureβ/ΔMatureβ^* mice exhibited vasculature exclusion from islets (Figure 2—figure supplement 1E’ and F’), but islet size remained similar to control mice (Figure 2—figure supplement 1E–1I). These results suggest that Itgb1 signaling specifically regulates islet cell aggregation during pancreatic development.

During the early stages of pancreas development, the expression of Itgb1 in pancreatic progenitor cells has been identified as a crucial factor in controlling pancreas branching morphogenesis through its regulation of cell-cell adhesion (Shih et al., 2016). As the process of endocrine progenitor cell differentiation and islet formation commences, cell-cell adhesion is typically down-regulated to facilitate the migration and interaction of endocrine cells with non-endocrine cells (Gouzi et al., 2011). Given the established role of Itgb1 in regulating cell-cell adhesion in the context of pancreas development, we were prompted to investigate whether Itgb1 signaling also plays a role in instructing endocrine progenitor cells to modulate their adhesion behavior and thereby control the islet aggregation process. To address this question, we took Airyscan super-resolution images of Ecad IF on endocrine cells in *Ngn3-Cre; Rosa26mT/mG; Itgb1^f/f^* islets at P7, since islet aggregation is complete by the neonatal stages (Sznurkowska et al., 2020). The Airyscan images provide sufficient resolution to show adherens junctions between cells by visualizing Ecad^+^ clusters (Gonschior et al., 2020; white dots in Figure 2K and L). The lineage-traced endocrine cells (mGFP^+^) in control islets displayed low amounts of Ecad^+^ clusters (Figure 2K’). However, the amount of Ecad^+^ clusters was drastically increased in mutant islets (Figure 2L’), suggesting that Itgb1 signaling negatively regulates cell adhesion in developing islets. To further test whether the increased cell adhesiveness is responsible for the increased islet size when Itgb1 signaling is disrupted, we performed an in vitro cell aggregation assay. Live mGFP^+^ endocrine cells, from neonatal (P2-P4) *Ngn3-Cre; Rosa26mT/mG; Itgb1^+/f^* or *Ngn3-Cre; Rosa26mT/mG; Itgb1^f/f^* pancreata, were completely dissociated, then collected by fluorescence-activated cell sorting (FACS). 3000 mGFP^+^ cells were allowed to aggregate in wells of a 96-well plate that were coated with bovine serum albumin (BSA) (no ECM) or Matrigel and fibronectin (+ECM) (Figure 2M). Within 2 hr of cell seeding, the control mGFP^+^ endocrine cells rapidly aggregated in wells with no ECM coating, but formed no aggregates in the ECM-coated wells (Figure 2N–P). Within the same amount of time, the mutant mGFP^+^ endocrine cells clustered into larger aggregates in wells without ECM coating and maintained aggregation in the ECM-coated wells (Figure 2N, Q and R). After 48 hr, the mGFP^+^ cells isolated from both the controls and mutants progressively clustered into larger aggregates in wells without ECM coating (Figure 2—figure supplement 2A, C, E). In contrast, in the ECM-coated wells, only the mutant mGFP^+^ cells clustered, while control mGFP^+^ cells remained unaggregated (Figure 2—figure supplement 2D and F). Together, these findings demonstrate that ECM-Itgb1 signaling negatively regulates islet aggregation. As integrins play a crucial role in linking the actin cytoskeleton, we examined whether the inactivation of Itgb1 in endocrine progenitors affects the organization of the actin cytoskeleton in islet cells. In *Itgb1*^Δ*Endo/*Δ*Endo*^ islets, we observed pronounced foci of condensed F-actin between the endocrine cells (Figure 2—figure supplement 2G–J), indicating increased cell-cell adhesion. These findings suggest that the loss of Itgb1 in endocrine cells leads to alterations in the actin cytoskeleton, resulting in enhanced cell-cell adhesion within the islet microenvironment. The concentrated F-actin foci between the endocrine cells indicate a potential mechanism through which Itgb1 regulates cell-cell interactions and influences islet development and aggregation.

### α-Catenin promotes endocrine cell aggregation and regulates vascularization during islet development

Our study revealed that Itgb1 plays a critical role in islet development by regulating endocrine cell-cell adhesion. However, the mechanism by which cell-cell adhesion regulates islet formation remains unclear. Although Ecad and Ncad-mediated adherens junctions are believed to be the primary cell-cell adhesion mechanisms linking islet cells into aggregates, our findings and other studies have shown that deletions of Ecad or Ncad alone do not affect islet aggregation, suggesting functional redundancy between these cell adhesion molecules.

α-Catenin (Ctnna1) is an essential hub protein linking Ecad-mediated adherens junctions to the cytoskeleton and has been demonstrated to be indispensable for the formation of adherens junctions (Jamora and Fuchs, 2002). Therefore, to investigate the requirement of cell adhesion in islet formation, we conditionally ablated Ctnna1 in endocrine progenitors by generating *Ngn3-Cre; Ctnna1^f/f^* mice (hereafter referred to as *Ctnna1*^Δ*Endo/*Δ*Endo*^). To determine whether *Ctnna1* deletion affects islet development, ChrA staining on pancreas sections from 8-week-old mice were imaged, and the total relative islet area was measured (Figure 3A and B). Compared to their wild-type littermates, islet area (relative to the total pancreas area) in *Ctnna1*^Δ*Endo/*Δ*Endo*^ mice was unchanged (Figure 3C), but there was a significant reduction in average islet size (Figure 3D). The proportion of larger islets was significantly reduced, while the proportion of small islets was increased (Figure 3—figure supplement 1A–C), suggesting that *Ctnna1* is required for proper islet aggregation, but not for the development of total islet cell mass. In *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets, we observe diminished Ecad expression and a decrease in the density of F-actin at cell junctions. These findings imply a disruption of cell junctions and a reduction in cell adhesion among Ctnna1-deficient endocrine cells (Figure 3E and F).

**Figure 3.**
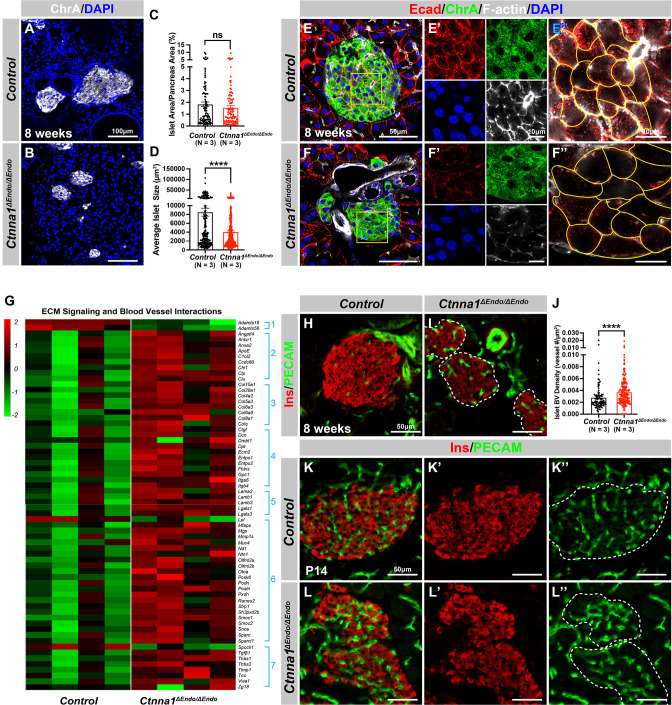
Ctnna1-mediated cell-cell adhesion is required for normal islet morphology and endocrine cell aggregation. (**A–B**) Immunofluorescence staining for ChrA and DAPI in 8-week-old pancreas sections showing smaller islet sizes in *Ctnna1^ΔEndo/ΔEndo^* mice. (**C–D**) Quantification of (**C**) the percentage of islet area in pancreas area and (**D**) average islet size based on ChrA staining on 8-week-old control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. (**E–F**) Airyscan images of immunofluorescence staining for Ecad, ChrA, F-actin, and DAPI for control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. Fields demarcated by yellow boxes are shown at higher magnification with individual color channels in (**E’–F’**) middle panels, showing reduced expression of Ecad and F-actin in *Ctnna1^ΔEndo/ΔEndo^* islets. Individual endocrine cell shape is delineated by yellow lines in (**E”–F”**), demonstrating the enlarged endocrine cell sizes in the islets of *Ctnna1^ΔEndo/ΔEndo^* mice. (**G**) Heatmap showing genes for extracellular matrix (ECM) signaling and blood vessel interactions are up-regulated in *Ctnna1^ΔEndo/ΔEndo^* islets at 8 weeks of age. Groups 1–7 represent gene ontologies of: (1) metalloproteases, (2) vascular adhesion, (3) collagens, (4) integrins, (5) laminins, (6) glycoproteins, and (7) thrombospondins. (**H–I**) Immunofluorescence staining of Ins and PECAM on 8-week-old control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. (**J**) Quantification of islet blood vessel density based on Ins and PECAM staining on 8-week-old control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. (**K–L**) Immunofluorescence staining of Ins and PECAM on P14 control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections showing increased vasculature in *Ctnna1^ΔEndo/ΔEndo^* islets. Islet area is outlined by dotted lines. ChrA, chromogranin A; DAPI, 4’,6-diamidino-2-phenylindole; Ecad, E-cadherin; Ins, insulin; PECAM, platelet endothelial cell adhesion molecule-1; P14, postnatal day 14. Data are shown as mean ± SEM. ****p<0.0001. Figure 3—source data 1.Related to Figure 3C. Figure 3—source data 2.Related to Figure 3D. Figure 3—source data 3.Related to Figure 3J.

**Figure 3—figure supplement 1.**
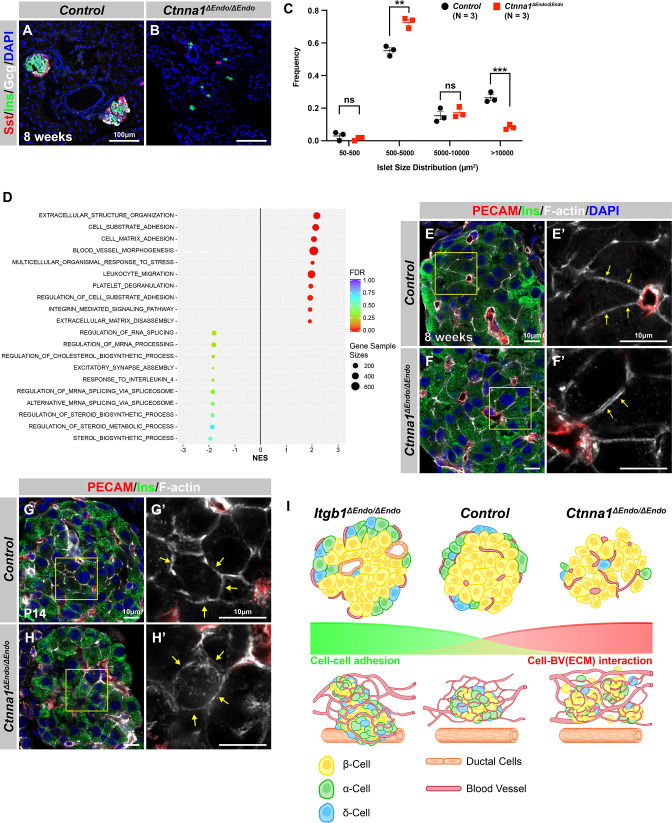
*Ctnna1*-deleted pancreatic islet endocrine cells display cytoskeleton anomalies. (**A–B**) Immunofluorescence staining for Sst, Ins, and DAPI on pancreas sections from 8-week-old mice. In *Ctnna1^ΔEndo/ΔEndo^* mice, the islet clusters appear much smaller compared to the control mice. (**C**) Quantification of islet size distribution based on chromogranin A (ChrA) staining for 8-week-old control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. The islet size quantification analysis excluded endocrine cell clusters with fewer than five cells. (**D**) Gene-set enrichment analysis of the differentially expressed genes, indicating top enriched pathways for control versus *Ctnna1^ΔEndo/ΔEndo^* islets at 8 weeks of age. Gene sample sizes and false discovery rates (FDRs) are indicated by the size and color of the dots. (**E–F**) Three-dimensional (3D) Airyscan images of immunofluorescence staining for PECAM, Ins, and F-actin on 8-week-old control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. Fields demarcated by yellow boxes in (**E, F**) are shown at higher magnification in (**E’, F’**). The images showed the separation of F-actin between Ins-expressing endocrine cells. This separation is highlighted by the yellow arrows in (**F’**). (**G–H**) Airyscan images of immunofluorescence staining for PECAM, Ins, and F-actin in P14 control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. In control islets (**G'**), the F-actin assemblies appear condensed, as indicated by the yellow arrows. However, in *Ctnna1^ΔEndo/ΔEndo^* islets (**H'**), the same F-actin assemblies appear to be diffused within the insulin-expressing cells. (**I**) Graphical summary showing cell-cell adhesion and cell-blood vessel (BV) interaction differences observed in *Itgb1^ΔEndo/ΔEndo^* and *Ctnna1^ΔEndo/ΔEndo^* islets. PECAM, platelet endothelial cell adhesion molecule-1; Ins, insulin; P14, postnatal day 14; BV, blood vessels. Data are shown as mean ± SEM. **p<0.01 and ***p<0.001. Figure 3—figure supplement 1—source data 1.Related to Figure 3—figure supplement 1C.

To investigate how *Ctnna1* deletion impacts islet development, we compared transcriptional profiling of *Ctnna1*^Δ*Endo/*Δ*Endo*^ and control islets at 8 weeks. A comparison of gene expression profiles between *Ctnna1*^Δ*Endo/*Δ*Endo*^ and control islets revealed significant differences in the expression of 319 genes with FDR <0.05 and FC >2, of which 245 were up-regulated and 74 were down-regulated (Supplementary file 2). Among all GO categories, one of the most up-regulated groups in *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets is genes associated with ECM signaling and blood vessel interactions (Figure 3G; Figure 3—figure supplement 1D). These include metalloproteases, vascular adhesion, collagens, integrins, laminins, glycoproteins, and thrombospondins (Figure 3G). These findings suggest that *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets have augmented ECM signaling and blood vessel interaction. IF for blood vessels confirmed an increase in blood vessel density in *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets at 8 weeks (Figure 3H–J). The increase in islet vasculature was observed as early as P14 (Figure 3K–L). These findings demonstrated that the inactivation of *Ctnna1* in endocrine progenitor cells led to a decrease of endocrine cell-cell adhesion and an increase in blood vessel interaction.

Alongside the increased interaction with blood vessels, we observed abnormal organization of F-actin fibers within *Ctnna1^ΔEndo/ΔEndo^* islets (Figure 3E and F; Figure 3—figure supplement 1E and F). These alterations in F-actin fiber organization were evident as early as P14 in the *Ctnna1^ΔEndo/ΔEndo^* islets, concurrent with the onset of enhanced interaction with blood vessels (Figure 3—figure supplement 1G and H). These findings demonstrate that the loss of Ctnna1 compromises endocrine cell aggregation and perturbs the organization of the actin cytoskeleton and cell-cell adhesion. Together, these findings suggest that the balance between cell-cell adhesion and blood vessel interaction is crucial for islet cell aggregation during development (Figure 3—figure supplement 1I).

### Inactivation of Ctnna1 in differentiating endocrine cells affects the assembly and maintenance of non-β-endocrine cells in islets

To further investigate the impact of Ctnna1-dependent islet cell aggregation on the islet development process, we compared the gene expression profiles of *Ctnna1*^Δ*Endo/*Δ*Endo*^ and control islets. Our analysis revealed significant misregulation of genes crucial for endocrine cell functions. Specifically, we observed a down-regulation of *Slc27a2*, *Tmsb15b1*, and *Etv1* expression, which are genes required for glycemic control and insulin secretion (Figure 4A Group 1; Figure 4—figure supplement 1A,). Conversely, we found an up-regulation of *Hk1*, *Ldha*, *Aldh1a1*, and *Cxcl14* expression, which are genes known to be ‘disallowed’ in mature functional β-cells (Lemaire et al., 2016; Figure 4A Group 2; Figure 4—figure supplement 1A). These findings suggest that the function of β-cells may be negatively impacted in *Ctnna1*^Δ*Endo/*Δ*Endo*^ mice.

**Figure 4.**
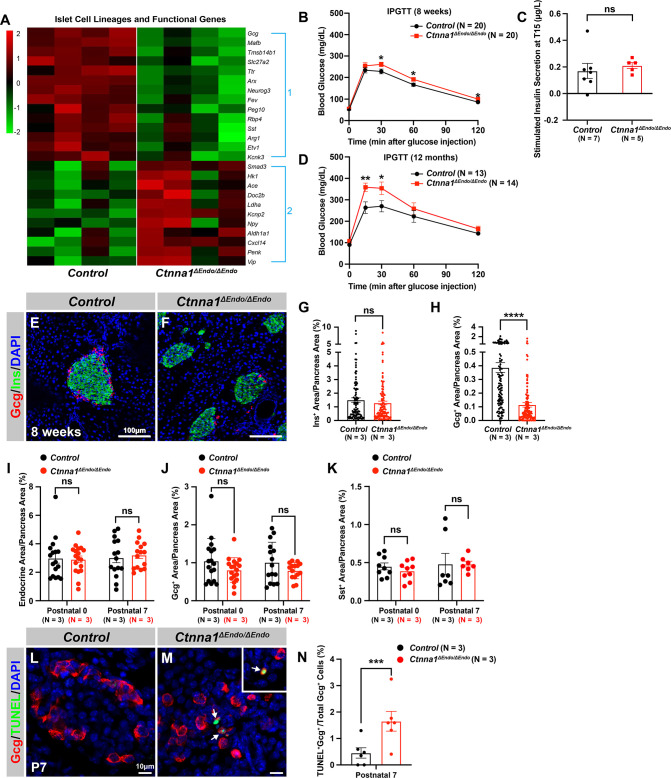
Ctnna1 is required for proper islet functionality and α-cell survival. (**A**) Heatmap showing the top up-regulated (Group 1) and down-regulated (Group 2) endocrine cell lineage and functional genes in *Ctnna1^ΔEndo/ΔEndo^* islets from 8-week-old mice. (**B–D**) The figure shows the results of the intraperitoneal glucose tolerance test (**B, D**) and stimulated insulin secretion assay (**C**) performed on control and *Ctnna1^ΔEndo/ΔEndo^* mice at 8 weeks of age (**B, C**) and 12 months of age (**D**). The *Ctnna1^ΔEndo/ΔEndo^* mice exhibited glucose intolerance, but no detectable difference in insulin secretion compared to control littermates. The *Ctnna1^ΔEndo/ΔEndo^* mice are glucose intolerant with non-detectable insulin secretion defects. (**E–F**) Immunofluorescence staining for Gcg, Ins, and DAPI on 8-week-old (**E**) control and (**F**) *Ctnna1^ΔEndo/ΔEndo^* pancreas sections showing a reduction of α-cells. (**G–H**) Quantification of (**G**) Ins^+^ and (**H**) Gcg^+^ area relative to total pancreas area in 8-week-old control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. (**I–K**) Quantification of endocrine cell area (**I**), Gcg^+^ (**J**), and Sst^+^ (**K**) relative to total pancreas area in control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections at P0 and P7. Note that there was no significant difference observed between the control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections at P0 and P7. (**L–N**) Immunofluorescence staining for Gcg, TUNEL, and DAPI on P7 control and *Ctnna1^ΔEndo/ΔEndo^* pancreas sections. White arrows indicate TUNEL^+^/Gcg^+^ cells. The percentage of TUNEL^+^/Gcg^+^ co-positive cells relative to total Gcg^+^ cell numbers in P7 control and *Ctnna1^ΔEndo/ΔEndo^* islets is shown in panel (**N**), and compared to controls, the *Ctnna1^ΔEndo/ΔEndo^* islets exhibited significantly more TUNEL^+^/Gcg^+^ cells at P7. Gcg, glucagon; Ins, insulin; DAPI, 4’,6-diamidino-2-phenylindole; IPGTT, intraperitoneal glucose tolerance test; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling; P0, postnatal day 0; P7, postnatal day 7. Data are shown as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 4—source data 1.Related to Figure 4B. Figure 4—source data 2.Related to Figure 4C. Figure 4—source data 3.Related to Figure 4D. Figure 4—source data 4.Related to Figure 4G. Figure 4—source data 5.Related to Figure 4H. Figure 4—source data 6.Related to Figure 4I. Figure 4—source data 7.Related to Figure 4J. Figure 4—source data 8.Related to Figure 4K. Figure 4—source data 9.Related to Figure 4N.

**Figure 4—figure supplement 1.**
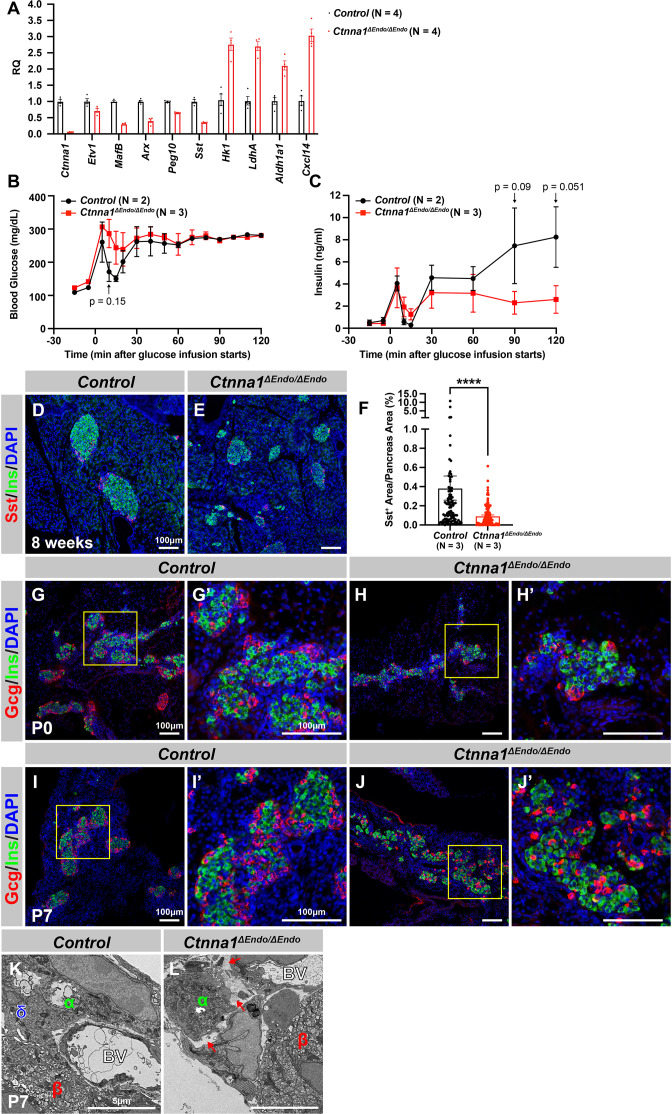
Ctnna1 is required for proper islet functionality and normal islet aggregation. (**A**) Quantification of selected differentially expressed genes involved in islet functional maturation using real-time qPCR analysis in *Ctnna1^ΔEndo/ΔEndo^* islets and compared to controls. The relative quantification of gene expression levels was determined using the 2^-∆∆Ct^ method and is reported as an RQ value relative to the control group. The genes selected for validation were chosen based on their known roles in islet function and maturation. (**B–C**) Whole-blood glucose (**B**; mg/dL) and insulin secretion (**C**; ng/ml) during 120 min in euglycemic clamp experiments in 5-hr-fasted, surgically catheterized control and *Ctnna1^ΔEndo/ΔEndo^* mice at 8 weeks of age. At 5–15 min after glucose infusion, *Ctnna1^ΔEndo/ΔEndo^* mice showed slightly elevated glucose levels compared to controls (p=0.15). The amount of insulin secretion in *Ctnna1^ΔEndo/ΔEndo^* mice decreased at 90 and 120 min after glucose infusion (p=0.09 and 0.051, respectively). These results suggest that *Ctnna1^ΔEndo/ΔEndo^* mice may have impaired glucose metabolism and insulin secretion. (**D–E**) Immunofluorescence staining for Sst (red), Ins (green), and DAPI (blue) in pancreas sections of 8-week-old control and *Ctnna1^ΔEndo/ΔEndo^* mice. (**F**) Quantification of the Sst^+^ area relative to the total pancreas area shows a decrease in the number of Sst^+^ cells in *Ctnna1^ΔEndo/ΔEndo^* mice compared with their control. (**G–J**) Immunofluorescence staining for Gcg (red), Ins (green), and DAPI (blue) in pancreas sections of P0 (**G and H**) and P7 (**I and J**) control and *Ctnna1^ΔEndo/ΔEndo^* mice. The fields demarcated by yellow boxes in (**G–J**) are shown at higher magnification in (**G’–J’**). (**K–L**) Transmission electron microscope images of P7 control (**K**) and *Ctnna1^ΔEndo/ΔEndo^* (**L**) endocrine areas. Red arrows indicate detachment of an α-cell from an islet aggregate. RQ, relative quantification; Sst, somatostatin; Gcg, glucagon; Ins, insulin; DAPI, 4’,6-diamidino-2-phenylindole; P0, postnatal day 0; P7, postnatal day 7; BV, blood vessels. Data are shown as mean ± SEM. *p<0.05, ****p<0.0001. Figure 4—figure supplement 1—source data 1.Related to Figure 4—figure supplement 1A. Figure 4—figure supplement 1—source data 2.Related to Figure 4—figure supplement 1B. Figure 4—figure supplement 1—source data 3.Related to Figure 4—figure supplement 1C. Figure 4—figure supplement 1—source data 4.Related to Figure 4—figure supplement 1F.

To support this notion, we conducted glucose tolerance tests, which revealed mild glucose intolerance in *Ctnna1*^Δ*Endo/*Δ*Endo*^ mice at 8 weeks (Figure 4B). However, the quantification of insulin content in serum after glucose challenge did not reveal any noticeable insulin secretion defect in the *Ctnna1*^Δ*Endo/*Δ*Endo*^ mice (Figure 4C). We reasoned that the conventional serum insulin measurement may not reflect the changes in β-cell function, given that the *Ctnna1*^Δ*Endo/*Δ*Endo*^ mice exhibit only mild glucose intolerance. Therefore, we performed quantification of insulin secretion in vivo using hyperglycemic clamps, which is a more sensitive detection method. In this assay, we observed a trend toward lower overall insulin secretion in the *Ctnna1*^Δ*Endo/*Δ*Endo*^ mice at 8 weeks (Figure 4—figure supplement 1B and C), providing additional evidence that Ctnna1-dependent islet cell aggregation has an impact on β-cell function. In addition, the glucose intolerance phenotype became even more pronounced at 1 year of age, as evidenced by the glucose tolerance test (Figure 4D). These findings indicate that Ctnna1-dependent islet cell aggregation is crucial for the proper development of β-cells and their function in maintaining glucose homeostasis.

In addition to suggested functional defects in β-cells, we found that genes for non-β-endocrine cell lineages, including α-cell genes *Gcg, MafB, Arx, Peg10,* and *Etv1,* and the δ-cell gene *Sst*, were significantly down-regulated in *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets (Figure 4A; Figure 4—figure supplement 1A), suggesting the requirement of *Ctnna1* for the presence of non-β-endocrine cells in islets. Interestingly, *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets did not show a reduced area of β-cells, as β-cells were still loosely organized in the core of islets (Figure 4E–G). However, there was a severe reduction of α-cell and δ-cell populations in the *Ctnna1*-deleted islets (Figure 4H; Figure 4—figure supplement 1D–F). To determine whether the loss of non-β-endocrine cells was the result of differentiation defects during development, we examined the population of α- and β-cells in *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets at P0 and P7. At these ages, the islets of *Ctnna1*^Δ*Endo/*Δ*Endo*^ mice exhibited normal endocrine cell mass, Gcg^+^ α-cell and Sst^+^ δ-cell areas (Figure 4I–K; Figure 4—figure supplement 1G–J), demonstrating that the loss of α- and δ-cell was not due to differentiation defects prior to these early stages. However, the detachment of α-cells from the mantle of *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets was observed by P7. By this timepoint, α-cells had formed tight interactions with other endocrine cells in control islets (Figure 4—figure supplement 1I and K), but *Ctnna1*-deficient α-cells detached from other cell types (Figure 4—figure supplement 1J and L). To investigate whether cell detachment promotes cell death, thus resulting in α-cell loss, TUNEL analysis on P7 *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets was conducted to analyze cell apoptosis. Compared to the control, *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets display three times more TUNEL^+^ apoptotic α-cells (Figure 4L–N), indicating that *Ctnna1* is required for α-cell survival. Thus, the loss of the α-cells in *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets during adulthood is not due to endocrine cell differentiation defects; instead, a drastic increase in apoptosis explains the loss of α-cells in the *Ctnna1*-deleted islets.

### Differential adhesion in endocrine cells controls the formation of islet architecture

Since the reduction of cell-cell adhesion caused distinctive outcomes in different endocrine cell subtypes, we hypothesized that the endocrine cells in the mantle or core of islets may have different adhesiveness. We re-analyzed publicly available gene expression profiles (DiGruccio et al., 2016) to examine the expression of key cell adhesion molecules *E-cadherin*, *N-cadherin*, *α-catenin*, and *β-catenin* between the subtypes of endocrine cells. These adhesion genes were expressed at the highest level in β-cells, while their expression was comparatively lower in endocrine cells located in the mantle of islets (α-cells and δ-cells, Figure 5—figure supplement 1A). These observations suggest that the adhesive properties may differ between endocrine cell subtypes. According to the differential adhesion hypothesis (DAH), a population of cells with different adhesive properties will tend to spontaneously sort themselves to maximize adhesive bonding (Foty and Steinberg, 2005). Stronger adhesion between β-cells may lead them to bundle into islet cores, while the weaker adhesion between non-β-cells results in their dispersion into islet mantles.

Based on the DAH, if the cell adhesion is altered in different endocrine subpopulations, the stereotypical islet architecture will also be affected. To alter the cell adhesion in different endocrine subpopulations, we crossed *Ins1-Cre* and *Gcg-iCre* lines to *Ctnna1-flox* mice and traced the *Ctnna1-*deleted β- or α-cells with the lineage tracer *Rosa26-mT/mG* (*Ins1-Cre; Ctnna1^f/f^; Rosa26-mT/mG* and *Gcg-iCre; Ctnna1^f/f^; Rosa26-mT/mG,* hereafter *Ctnna1^Δβ/Δβ^* and *Ctnna1^Δα/Δα^* mice, respectively). The *Rosa26-mT/mG* lineage-tracing allele faithfully reported the *Ins1-Cre* and *Gcg-iCre* cell lineages at P7 (Figure 5A–H), allowing examination of the respectively labeled β- and α-cells using mGFP expression. The mGFP^+^ β-cells of *Ctnna1^Δβ/+^* mice are mostly located on the islet core (Figure 5A and E), and the mGFP^+^ α-cells of *Ctnna1^Δα/+^* mice are mostly located in the islet mantle (Figure 5C and G). Additionally, we found that β-cells exhibited strong F-actin condensed cellular junctions with well-organized rosette structures (Figure 5—figure supplement 1B, yellow arrows). In contrast, α-cells displayed loosely bundled F-actin assemblies without focal-condensed junctional structures found in control mice (Figure 5—figure supplement 1D, yellow arrows), supporting the notion that α-cells may have relatively low adhesive properties. Inactivation of Ctnna1 in β-cells and α-cells significantly diminished the formation of F-actin, as indicated in Figure 5—figure supplement 1C and E (highlighted by yellow arrows). This suggests a substantial decrease in cell adhesion assemblies within the β-cells of *Ctnna1^Δβ/Δβ^* and the α-cells of *Ctnna1^Δα/α^* islets.

**Figure 5.**
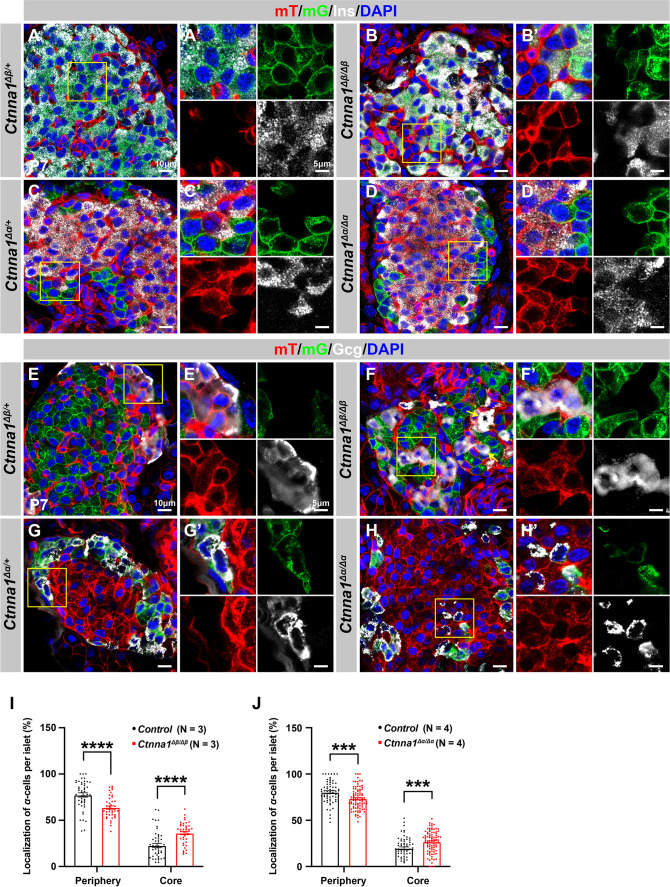
Loss of Ctnna1 in α- and β-cells leads to disrupted islet architecture. (**A–H**) Airyscan images of immunofluorescence staining for Ins (**A–D**), Gcg (**E–H**), and DAPI in pancreas sections of P7 mT/mG reporter mice: Heterozygous *Ctnna1^Δβ/+^* (**A, E**), homozygous *Ctnna1^Δβ/Δβ^* (**B, F**), heterozygous *Ctnna1^Δα/+^* (**C, G**), and homozygous *Ctnna1^Δα/Δα^* (**D, H**). The yellow arrows in (**F**) showing α-cells in the islet core in *Ctnna1^Δβ/Δβ^* mice. The fields demarcated by yellow boxes are shown at higher magnification with individual color channels in the side panels. (**I–J**) Quantification of α-cell localization in the islets of *Ctnna1^Δβ/Δβ^* (**I**) and *Ctnna1^Δα/Δα^* (**J**) mice. Compared to controls, *Ctnna1^Δβ/Δβ^* and *Ctnna1^Δα/Δα^* mice exhibit a reduction in peripherally located α-cells and an increase in core-located α-cells. These results suggest that the loss of Ctnna1 in α- and β-cells affects the organization and localization of α-cells within the islet. Gcg, glucagon; DAPI, 4’,6-diamidino-2-phenylindole; Ins, insulin; P7, postnatal day 7. Data are shown as mean ± SEM. ***p<0.001, ****p<0.0001. Figure 5—source data 1.Related to Figure 5I. Figure 5—source data 2.Related to Figure 5J.

**Figure 5—figure supplement 1.**
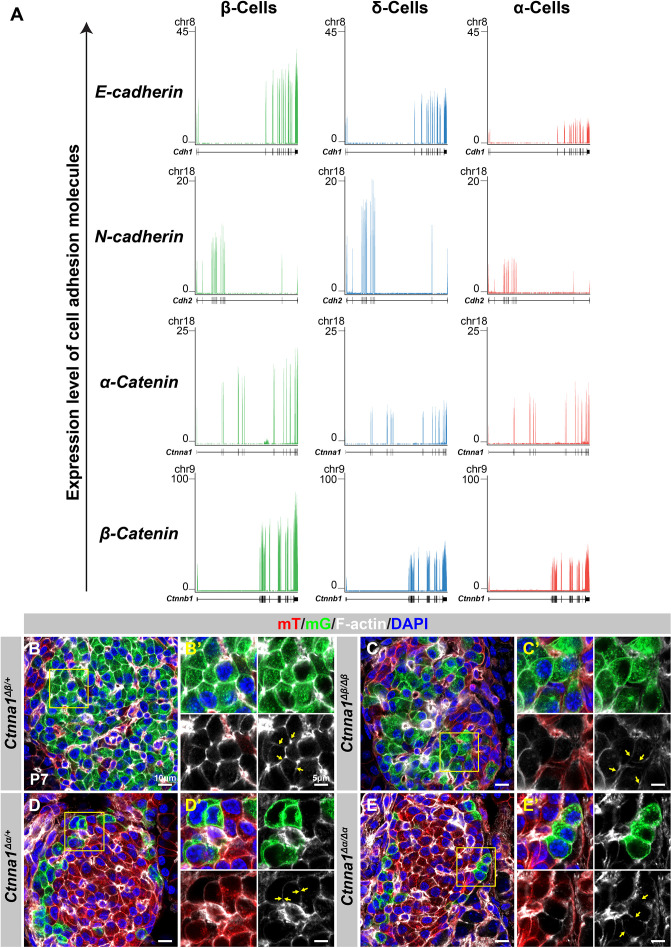
Differential cell-cell adhesion in endocrine cells. (**A**) Genome viewer plots comparing expression levels of adhesion molecules in α-, β-, and δ- cell transcriptomes (DiGruccio et al., 2016). (**B–E**) Airyscan images of immunofluorescence staining of P7 mT/mG reporter mice stained for F-actin and DAPI in (**B**) heterozygous *Ctnna1^Δβ/+^*, (**C**) homozygous *Ctnna1^Δβ/Δβ^*, (**D**) heterozygous *Ctnna1^Δα/+^*, and (**E**) homozygous *Ctnna1^Δα/Δα^* mice. Fields demarcated by yellow boxes in (**B–E**) are shown at higher magnification with individual color channels in (B’–E’) side panels. Yellow arrows indicate expression of F-actin in (**B, C**) β- (**D, E**) and α-cells. DAPI, 4’,6-diamidino-2-phenylindole; P7, postnatal day 7.

Based on the DAH proposed by previous studies, we expected that Ctnna1-expressing α-cells would tend to cluster together and become more concentrated toward the center of *Ctnna1^Δβ/Δβ^* islets due to weaker adhesion in β-cells lacking Ctnna1. Our observations supported this hypothesis: in *Ctnna1^Δβ/Δβ^* islets, where only β-cell adhesion was affected but not α-cell adhesion, we observed a significant decrease in α-cells at the periphery and an increase in their density at the core of the islets (Figure 5B, F and I). Additionally, our data revealed that islet core-located α-cells had a higher tendency to form clusters (Figure 5F). These results are consistent with the prediction of DAH that cells with stronger adhesion tend to exclude those with weaker adhesion and to form a cluster with a defined size.

However, in α-cell-specific Ctnna1 deletion (*Ctnna1^Δα/Δα^*) mutants, we observed a reduction in α-cells at the periphery and an increase in their frequency in the islet core (Figure 5D, H and J), which was unexpected based on the predictions of DAH. Nevertheless, the core-located Ctnna1-deficient α-cells were mostly scattered as single cells without clustering together in the islet of *Ctnna1^Δα/Δα^* mice (Figure 5H). This suggests that the role of Ctnna1 in regulating cellular distribution within the islets may be more complex than the simple attractor-repeller mechanism proposed by DAH. These observations support the idea that differential adhesion between endocrine subtypes is a contributing factor for establishing the islet architecture during development; and the weaker cell adhesion in the peripheral islet layers leads to the specific loss of these cell types in *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets.

### Coordination of ECM and cell-cell adhesion regulates islet vascularization, architecture, and functional maturation

Our studies have shown that the coordination of cell-ECM and cell-cell adhesion plays a vital role in regulating islet development. These adhesions work together to balance interactions between endocrine cells and blood vessels. When one of these adhesions is perturbed, islet endocrine cells may compensate with another interaction to maintain islet aggregation (Figure 3—figure supplement 1). However, it is still unclear whether islet clustering relies solely on these two adhesions. To test this, we generated *Ngn3-Cre; Ctnna1^f/f^; Itgb1^f/f^* (hereafter *Ctnna1; Itgb1*^Δ*Endo/*Δ*Endo*^) double knockout (DKO) mice, in which we simultaneously removed cell-ECM and cell-cell adhesion in all endocrine progenitor cells. We compared control, *Ctnna1*^Δ*Endo/*Δ*Endo*^*, Itgb1*^Δ*Endo/*Δ*Endo*^ and DKO islets at P7 to examine their morphology.

At P7, *Ctnna1*^Δ*Endo/*Δ*Endo*^ islets displayed loosely aggregated endocrine cells, increased vascularization (Figure 6A and B), reduced F-actin assemblies, and more active-Itgb1^+^ endothelial cells in the loosened islet aggregates (Figure 6—figure supplement 1A and B). Conversely, *Itgb1*^Δ*Endo/*Δ*Endo*^ islets clumped together (Figure 6C), with strong F-actin assemblies and less active-Itgb1^+^ endothelial cells in the tightly aggregated islets (Figure 6—figure supplement 1C). However, the aggregation of endocrine cells was completely abrogated in the DKO mice (Figure 6D). These DKO endocrine cells became suspended single cells scattered throughout the entire pancreatic epithelium, displaying rounded cell morphology (Figure 6D). The DKO endocrine cells were larger and displayed weak F-actin assemblies (Figure 6—figure supplement 1D). Despite the drastic changes in endocrine cell aggregation and morphology, the endocrine cell subtypes were still present in the P7 DKO islets (Figure 6D and data not shown), suggesting that the differentiation of endocrine subtypes is independent of the islet aggregation process.

**Figure 6.**
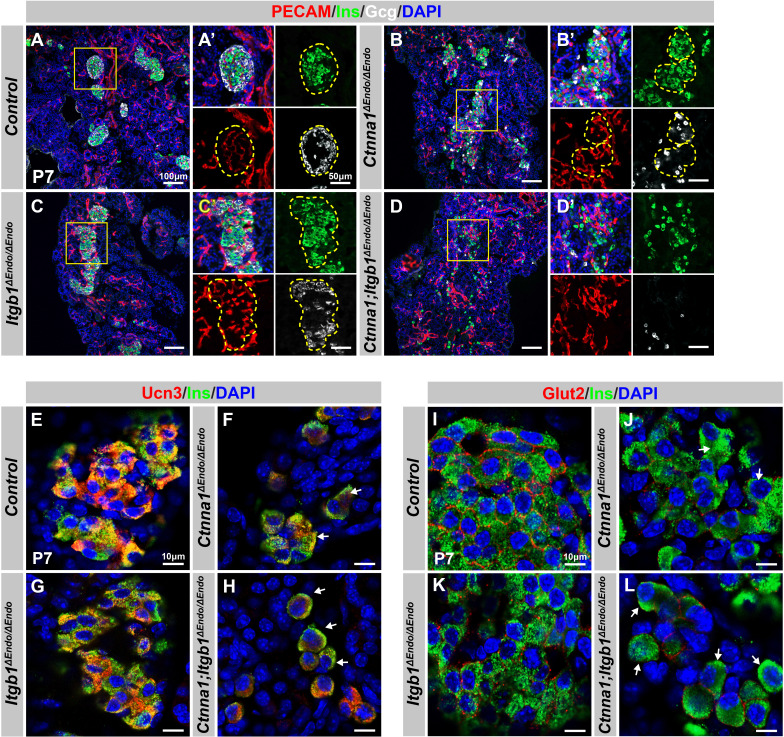
Disruption of cell-extracellular matrix (ECM) and/or cell-cell adhesion results in abnormal islet vascular architecture, endocrine cell aggregation, and decreased expression of β-cell maturation markers at postnatal day 7. (**A–D**) Immunofluorescence staining of PECAM, Ins, Gcg, and DAPI in P7 (**A**) control, (**B**) *Ctnna1^ΔEndo/ΔEndo^*, (**C**) *Itgb1^ΔEndo/ΔEndo^*, and (**D**) *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice. Fields demarcated by yellow boxes in (A–D) are shown at higher magnification in (A’–D’) side panels. Individual islet shape is outlined by dashed yellow lines in (A’–C’). Endocrine cells are suspended and scattered throughout the pancreas of *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice. (**E–L**) Airyscan images of immunofluorescence staining for Ucn3, Glut2, Ins, and DAPI in P7 (**E, I**) control, (**F, J**) *Ctnna1^ΔEndo/ΔEndo^*, (**G, K**) *Itgb1^ΔEndo/ΔEndo^*, and (**H, L**) *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice. Arrows indicate reduced expression of Ucn3 or Glut2 in β-cells of the mutant mice. PECAM, platelet endothelial cell adhesion molecule-1; Ins, insulin; Gcg, glucagon; DAPI, 4’,6-diamidino-2-phenylindole; Ucn3, urocortin 3; Glut2, Slc2a2; P7, postnatal day 7.

**Figure 6—figure supplement 1.**
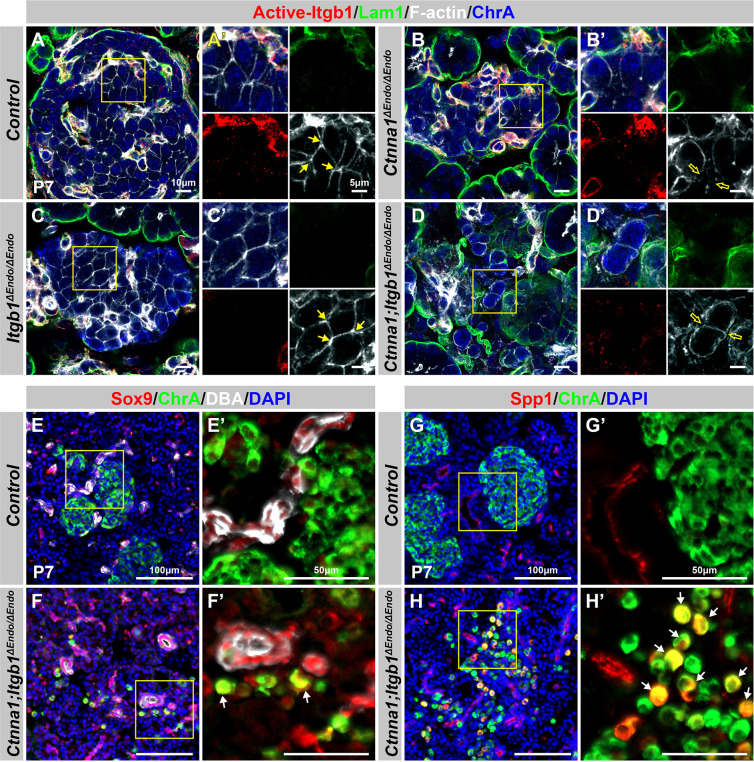
Aberrant endocrine cell clustering and up-regulation of islet progenitor markers upon disruption of cell adhesion. Related to Figure 6. (**A–D**) Airyscan images showing immunofluorescence staining for active-Itgb1, Lam1, F-actin, and ChrA in pancreas sections from (**A**) control, (**B**) *Ctnna1^ΔEndo/ΔEndo^*, (**C**) *Itgb1^ΔEndo/ΔEndo^*, and (**D**) *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice at P7. The yellow boxes in (**A–D**) indicate the fields shown at higher magnification in (**A’–D’**) side panels. The yellow arrows point to F-actin expression in endocrine cells. The *Ctnna1^ΔEndo/ΔEndo^* (**B’**) and *Ctnna1; Itgb1^ΔEndo/ΔEndo^* (**D’**) islet cells exhibit a round cell shape and reduced F-actin-enriched junctional structures. (**E–H**) Immunofluorescence staining for endocrine cell marker ChrA (green), ductal marker DBA (white in **E, F**), and progenitor markers Sox9 (red in **E, F**) and Spp1 (red in **G, H**) on pancreas sections from control (**E, G**) and *Ctnna1; Itgb1^ΔEndo/ΔEndo^* (**F, H**) mice at P7. The yellow boxes in (**E–H**) indicate the fields shown at higher magnification in (**E’–H’**) side panels. Compared to controls, in which ChrA^+^ endocrine cells do not express progenitor markers Sox9 and Spp1 (**E’ and G’**), a subpopulation of ChrA^+^ endocrine cells in the islets of *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice exhibit up-regulated expression of Sox9 and Spp1 (yellow cells indicated by arrows in F' and H'). Lam1, laminin1; ChrA; chromogranin A; P7, postnatal day 7; DBA, *Dolichos biflorus* agglutinin.

We next investigated whether the failure in islet aggregation affected endocrine cell maturation by performing IF for β-cell maturation markers. In P7 control mice, Ucn3 and Glut2 were robustly expressed in the cytosol and cell surface of β-cells, respectively (Figure 6E and I). Deletion of *Ctnna1* or *Itgb1* in endocrine progenitor cells led to reduced expression of Ucn3 and Glut2 in β-cells (Figure 6F, G, J, and K), which was consistent with gene profiling analysis from 8-week-old mice. Finally, DKO islets displayed a severe loss of β-cell maturation markers in P7 β-cells (Figure 6H and L). In addition, while endocrine cells in normal islets do not express progenitor markers Sox9 or Spp1 at P7 (Figure 6—figure supplement 1E and G), the endocrine cells in the DKO islets exhibited elevated expression of these markers at P7 (Figure 6—figure supplement 1F and H). These findings suggest that β-cell maturation is linked to the cell adhesion-mediated islet aggregation process.

To investigate whether the islet aggregation and β-cell maturation defects in DKO mice at P7 were due to developmental delays, we examined islets during later adulthood stages. At 8 weeks, normal endocrine cells form tightly aggregated islets (Figure 7A), but in DKO mice, endocrine cells remain mostly scattered, forming smaller and loosely attached clusters (Figure 7B). These smaller clusters of endocrine cells abnormally express progenitor markers Sox9 and Spp1 (Figure 7B; and data not shown). While the endocrine cells appear to be located closely to each other in lower resolution images, Airyscan super-resolution images of F-actin IF on endocrine cells in DKO islets showed that the endocrine cells are completely separated from each other without forming discernible junction structures (Figure 7C and D, yellow arrows). Furthermore, the endocrine cells also exhibit separation from the vasculatures in the DKO islets (Figure 7C and D, red arrows). These observations indicate that both the islet aggregation and the β-cell maturation defects in DKO mice persist into adulthood. Supporting this, low expression of β-cell maturation markers Ucn3 and Glut2 persisted in 8-week-old DKO islets (Figure 7F–H). These mice were severely glucose intolerant (Figure 7I) and exhibit very low insulin secretion upon glucose stimulation (Figure 7J). Together, our findings support a model in which islet morphogenesis, vasculature interaction, endocrine cell aggregation, and the β-cell maturation process depend on cell-ECM and cell-cell adhesion during development (Figure 7K).

**Figure 7.**
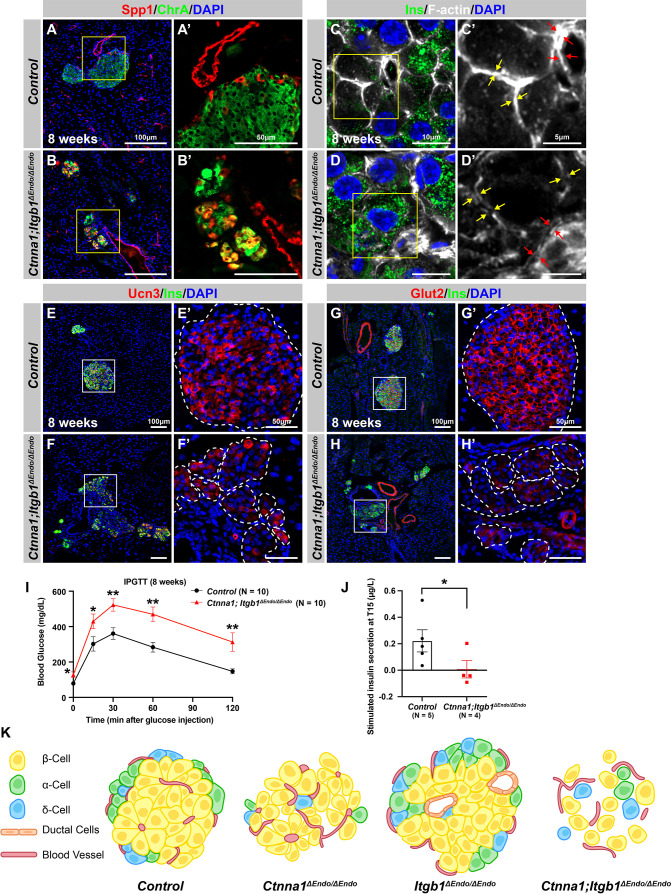
Abnormal islet aggregation, mis-regulation of β-cell maturation markers, and insulin secretion defects persist in *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice into adulthood. (**A–B**) Immunofluorescence staining for endocrine cell marker ChrA and progenitor marker Spp1 on pancreas sections from control (**A**) and *Ctnna1; Itgb1^ΔEndo/ΔEndo^* (**B**) mice at 8 weeks of age. The yellow boxes in (A, B) indicate the fields shown at higher magnification in (A’, B’) side panels. In the islets of *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice, a subpopulation of ChrA^+^ endocrine cells expresses progenitor markers Spp1 (yellow cells in **B and B’**). (**C–D**) Airyscan images of immunofluorescence staining for Ins, F-actin, and DAPI in pancreatic sections from 8-week-old control and *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice are shown. In control islets (**C, C'**), the F-actin assemblies appear aligned with cell membranes and condensed in cellular junctions, as indicated by the yellow and red arrows, respectively. In contrast, diffused distribution of F-actin (red arrows in **D’**) and separation of F-actin assemblies (yellow arrows in **D’**) between Ins^+^ β-cells are observed in the *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice. (**E–F**) Immunofluorescence staining of Ucn3, Ins, and DAPI in pancreatic sections of 8-week-old (**E**) control and (**F**) *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice. Fields demarcated by white boxes in (E and F) are shown at higher magnification in (**E’ and F’**), and individual islet shape is outlined by dashed white lines. The reduction of Ucn3 expression persists in adult *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice. (**G–H**) Immunofluorescence staining of Glut2, Ins, and DAPI in 8-week-old (**G**) control and (**H**) *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mouse pancreas. Fields demarcated by white boxes in (G and H) are shown at higher magnification in (G’ and H’), and individual islet shape is outlined by dashed white lines. The reduction of Glut2 expression persists in adult *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice. (**I–J**) Intraperitoneal glucose tolerance test was performed on 8-week-old mice (**I**), and glucose-stimulated insulin secretion was measured at T15 in 20- to 38-week-old mice (**J**) from control and *Ctnna1; Itgb1^ΔEndo/ΔEndo^* groups. *Ctnna1; Itgb1^ΔEndo/ΔEndo^* mice exhibited severe glucose intolerance and defects in insulin secretion. (**K**) Graphical summary of the islet phenotypes observed after disruption of cell-cell and cell-extracellular matrix (ECM) adhesion. Ins, insulin; ChrA, chromogranin A; Spp1, secreted phosphoprotein 1; Ucn3, urocortin 3; IPGTT, intraperitoneal glucose tolerance test. Data are shown as mean ± SEM. *p<0.05 and **p<0.01. Figure 7—source data 1.Related to Figure 7I. Figure 7—source data 2.Related to Figure 7J.

## Discussion

Our study reveals the combinatorial roles of cell-ECM and cell-cell adhesion in regulating the aggregation of endocrine cells into islets. Mechanistically, islet cell aggregation depends on endocrine cell-cell adhesion, which is negatively regulated by cell-ECM adhesion through vascular interaction. These two adhesion properties are reciprocally regulated: lowering cell-ECM adhesion promotes endocrine cell-cell adhesion; and, conversely, lowering cell-cell adhesion promotes cell-ECM adhesion. Importantly, the aggregation and functional maturation processes of endocrine cells are affected by the loss of either adhesion property and are further affected by the loss of both.

In this study, we aimed to elucidate the role of ECM signaling by specifically deleting the essential ECM receptor Itgb1 during endocrine specification. Our findings demonstrate that while the morphology and function of *Itgb1^ΔEndo/ΔEndo^* islets were impacted, the total islet area remained unaffected, suggesting that Itgb1 deletion may not result in overt cell death in islets, unlike in other organ systems (Carlson et al., 2008; Speicher et al., 2014). These observations indicate the involvement of other mediators of cell-ECM interactions in islet maintenance. Although Itgb1 is a key player in cell-ECM interactions, compensatory mechanisms involving other integrins, such as β3, β4, β5, β6; and α3, α6, αV integrins, may be operative in Itgb1-deficient islets. Previous studies have highlighted the critical roles of these integrins in cell-ECM interactions and islet biology (Cirulli et al., 2000; Krishnamurthy et al., 2011; Schiesser et al., 2021; Yashpal et al., 2005). It is plausible that these integrins compensate for cell-ECM interactions, ensuring the survival and function of Itgb1-deficient islets. Further investigations are warranted to comprehensively understand the compensatory mechanisms and contributions of other integrins in Itgb1-deficient islets.

Both *Itgb1^ΔEndo/ΔEndo^* and *Itgb1*^Δ*Matureβ/*Δ*Matureβ*^ mice demonstrate reduced vascularization, highlighting the importance of ECM signaling in vascular interactions throughout stages from embryonic endocrine cells to mature β-cells. This aligns with previous research using *MIP-Cre* to create *Itgb1*-knockout mice, which also exhibited decreased islet vascularization (Win et al., 2020). The critical role of Itgb1 signaling in organ vascularization seems universal; studies indicate that Itgb1 inactivation in pituitary endocrine epithelial cells and kidney cells leads to a loss of vasculature (Mohamed et al., 2020; Scully et al., 2016). Reduced vascular interaction can instigate hypoxia responses, which have been tied to β-cell maturation processes (Balboa et al., 2022; Heinis et al., 2010; Zeng et al., 2017). We thus propose that the impaired β-cell maturation observed in *Itgb1^ΔEndo/ΔEndo^* mice could stem from a hypoxic state caused by vascular loss. However, this hypothesis requires further empirical investigation for validation.

The expression of *Vegfa*, an essential growth factor for islet vasculature, is not affected in *Itgb1^ΔEndo/ΔEndo^* islets (Supplementary file 1). Thus, the reduced vascularization in Itgb1-deficient islets may not be explained by the lack of Vegfa. 

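*Vegfa* lies on chromosome 17 from 46016993 to 46032377 of GRCm38 and encodes a growth factor for endothelial cells. Its level was 729 ± 100.4 CPM in controls and 806 ± 69.3 in *Itgb1*-deleted islets (SD, n = 4 each). The log2 fold change was 0.16 (SE 0.10, adjusted p = 0.361 from edgeR's quasi-likelihood test) within the 5 libraries of Supplementary file 1 and 0.14 (SE 0.14, adjusted p = 0.638 from the same test) over all 8. Control 2, control 3 and mutant 3, which that file does not print, held 828, 608 and 726 CPM, with a log2 fold change of 0.037 among these 3 libraries and 0.11 with the division as a term. The groups overlapped, and the difference was not larger than the spread between libraries (exact two-sided permutation test, p = 0.286). Of 14 endothelial cell markers, listed before the data were examined, 7 had higher and 7 lower mean levels, and 0 passed over the list alone or over all genes by edgeR's test (2 higher and 1 lower at an unadjusted p below 0.05, 0 by DESeq2). *Kdr*, the main receptor for the *Vegfa* product, had a log2 fold change of -0.58, -0.86 within the 5 libraries and 0.062 in mutant 3 against controls 2 and 3. *Plvap*, a protein of endothelial fenestrae, was at -0.67, *Esam*, an adhesion molecule, at 0.54 and the tight junction gene *Cldn5* at 1.79. The median of the list was 0.05 (camera adjusted p = 0.495). Over the list alone 1 marker fell without mutant 3, 1 rose and 2 fell within the 5 libraries, 2 rose with the division as a term, and 3 rose and 2 fell with the replicate number as a block and likewise with a term for sex. The median was 0.14 within the 5 libraries, 0.07 in mutant 3 against controls 2 and 3 and 0.10 with the division as a term. With total counts only it was 0.22, where 12 markers had higher and 2 lower mean levels. Leaving out each library in turn gave medians from -0.005 (without mutant 4) to 0.15 (without control 2).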

Downstream of integrin signaling, integrin-linked kinase (ILK) is activated upon integrin-ECM binding to regulate actin organization, cell migration, and other cellular processes (Hannigan et al., 2005). Genetic deletion of ILK in the developing pancreas leads to the failure of ILK-inactivated endocrine cells to adhere to the basement membrane, and a drastic reduction of intra-islet blood vessel density (Kragl et al., 2016). This study further showed that cortical actomyosin contraction was significantly increased, thus increasing cortex tension in both the ILK-deleted islets and in Itgb1-inactivated cultured β-cells. Our analyses showed aberrant organization of F-actin fibers and compaction of individual endocrine cells, as well as dysregulated cytoskeleton genes in *Itgb1*-deleted islets. Thus, it is likely that both the *Itgb1^ΔEndo/ΔEndo^* and *Itgb1*^Δ*Matureβ/*Δ*Matureβ*^ islets fail to interact with vasculature resulting in the same alteration of the actomyosin regulation seen in ILK-deleted islet cells. In contrast, the *Ctnna1^ΔEndo/ΔEndo^* model shows increased islet vascularization without affecting the expression of *Vegfa* (Supplementary file 2). 

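Of 45 cytoskeleton genes tested, from a list made before the data were examined, 24 had higher and 21 lower mean levels in *Itgb1*-deleted islets. When adjusted over the list alone 4 rose and 0 fell, and 0 passed edgeR's quasi-likelihood test over all genes (4 rose by DESeq2, and 12 rose at an unadjusted p below 0.05). *Tubb5*, a β-tubulin, had 173 ± 21.7 CPM in controls and 289 ± 22.9 in mutants (SD, n = 4 each), a log2 fold change of 0.74 (SE 0.12, adjusted p = 0.191 from edgeR's test and 1.86e-05 from DESeq2). The α-tubulin *Tuba1b* had a log2 fold change of 0.73, the actin monomer-binding profilin *Pfn1* of 0.43 and *Vim*, the intermediate filament gene of mesenchymal cells, of 1.36. Markers of fibroblasts, stellate cells and pericytes were higher too (median log2 fold change 1.36, camera adjusted p = 2.84e-11). Their camera adjusted p was 0.0352 with an estimated correlation, and 0.0634 with that and the library division as a term. Whether more of these cells raised the cytoskeleton genes was not tested. Tubulin genes have near-identical copies, so reads of *Tubb5* and *Tuba1b* may be shared with paralogs. Within the 5 libraries of Supplementary file 1, 43 of 46 genes had higher mean levels and 15 rose when adjusted over the list alone, 1 of them also over all genes. Of 19 integrin signalling genes, among them the kinases *Ptk2* and *Src* and the talins, 0 passed over the list alone or over all genes by edgeR's test (1 higher at an unadjusted p below 0.05, 0 by DESeq2). *Tln1*, which encodes talin, was at 0.40. As a set they did not pass over all 8 libraries (camera adjusted p = 0.0958) and were higher within the 5 (camera adjusted p = 0.0396). As a set the cytoskeleton list was higher over all 8 libraries (median log2 fold change 0.25, camera adjusted p = 0.00221), but the median was 0.016 without mutant 1, 0.079 without mutant 3 and 0.15 by DESeq2. It was 0.40 with total counts only, where 35 genes had higher and 10 lower mean levels. With an estimated correlation the camera adjusted p was 0.403, and without control 4 it was 0.129 at the preset correlation. The median was 0.30 within the 5 libraries, -0.04 in mutant 3 against controls 2 and 3 and 0.23 with the library division as a term. The number of genes that rose over the list alone was 1 without any one of control 4, mutant 1, mutant 2 or mutant 4, 2 without any one of control 2, control 3 or mutant 3, and 7 without control 1. It was 8 with the replicate number as a block, with the library division as a term and by DESeq2, and 6 with no low count filter and with a term for sex.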

We posit that weakened adhesion between endocrine cells in *Ctnna1^ΔEndo/ΔEndo^* islets may allow greater penetration of vasculature through islet clusters, leading to augmented islet vascularization. Supporting this notion, salivary gland patterning allows vessel penetration via an epithelial ‘cleft’ created by weakened cell-cell adhesion (Kwon et al., 2017). Interestingly, the initial steps of cleft formation requires ECM-Itgb1 signaling (Sakai et al., 2003); conversely, reducing cell-cell adhesion promotes cell-ECM adhesion during budding morphogenesis (Wang et al., 2021). Thus, our proposed model, in which ECM signaling in concert with cell-cell adhesion controls islet aggregation, may reflect a fundamental mechanism of organ morphogenesis.

In the context of our findings, it is crucial to consider the potential role of vascular alignment in islet cell function. The vasculature system within the islet plays an indispensable role not only in delivering nutrients to the cells but also in facilitating the efficient distribution of hormones into the peripheral circulation (Gan et al., 2018). The functional maturation of β-cells and their efficiency in hormone secretion are likely influenced by their proximity to and interaction with the vasculature. In our *Itgb1-* and *Ctnna1*-deficient models, we observed an abnormal aggregation of islet cells, resulting in scattered cells that appear misaligned with the vasculature. This disorganization could potentially impair nutrient delivery and hormone distribution, further exacerbating the functional impairments seen in these models. It is plausible that, in addition to their impact on cell-cell adhesion and aggregation, the inactivation of Itgb1 and Ctnna1 may also interfere with the proper integration of β-cells with the islet vasculature. This perspective adds another layer to our understanding of the complex interplay between cellular adhesion, aggregation, and the vasculature in islet morphology and function.

The onset of the proendocrine cell program triggers the expression of Ngn3, a factor thought to stimulate the activation of ECM signaling. This signaling pathway is regarded as a key regulatory mechanism controlling the delamination and migration of proendocrine cells away from ductal progenitor cords (Rosenberg et al., 2010). In the case of *Itgb1^ΔEndo/ΔEndo^* mice, the deactivation of ECM signaling in these endocrine progenitors leads to a noticeable decrease in their migration distances. Consequently, differentiated endocrine cells remain entangled with ducts post-differentiation from as early as E15.5, highlighting the role of ECM signaling in facilitating endocrine progenitor migration during initial developmental stages. Interestingly, this phenomenon of reduced migration is not observed in *Itgb1^ΔMatureβ/ΔMatureβ^* islets, suggesting the impact of ECM signaling on cell migration may be more specific to the progenitor stage. Supporting this hypothesis, studies utilizing *Ins-Cre* or *RIP-Cre* to ablate Itgb1 in post-differentiated insulin-producing cells have reported no discernible migration defects (Diaferia et al., 2013; Win et al., 2020). During the limited time window of endocrine cell development, islet cell radial migration is also modulated by semaphorin signaling (Pauerstein et al., 2017). The remodeling of actin, induced by semaphorin, is associated with changes in the cell anchorage to the ECM (Alto and Terman, 2017). This suggests that the chemoattractant system, where semaphorin signaling occurs, could potentially intersect with the activation of Itgb1 signaling. This intersection of signaling pathways may guide the migration of islet progenitor cells toward the periphery and away from the ducts. Thus, the chemoattractant system where semaphorin signaling occurs may involve the activation of Itgb1 signaling to control islet progenitor cell migration toward the periphery, and away from the ducts. Whether the migration of endocrine progenitors toward the periphery affects their function remains to be tested. However, the role of ECM-integrin signaling extends beyond the scope of cell migration. In adult stages, ECM-integrin signaling continues to have a significant impact on differentiated endocrine cells within pancreatic islets (Gan et al., 2018). Therefore, when we use the term ‘endocrine cells’ in this study, we refer to both progenitor and differentiated cells, and the significance of ECM-integrin signaling spans across multiple cellular processes, not being confined to migration alone.

Despite the endocrine subtype ratios being different in human versus rodent islets, the precise differences in the stereotypical architectures in the two species have been debated. Studies using different imaging modalities have yielded different conclusions (Dybala et al., 2020). In mice, it is proposed that spatiotemporal collinearity leads to the typical core-mantle architecture of the spherical islet in which α-cells, the first to develop, form the peninsular outer layer, and β-cells subsequently form beneath them (Sharon et al., 2019a). Our current study has not directly tested this hypothesis, yet our observations suggest that differential cell adhesion is critical for developing this structure. Our data support a model in which randomly allocated α- and β-cells are specified and sorted into the final islet architecture based on differential adhesion. It remains to be tested whether the differential cell adhesion is also involved in the development of islet architectures in human. In addition, studies have shown that the Roundabout (Robo)/Slit signaling axis plays a role in determining islet stereotypical architecture. The secreted ligand, Slit, is often associated with the ECM, and binds to Robo receptors to control various cellular responses via cytoplasmic kinases and the regulation of actin and microtubule cytoskeleton (Jiang et al., 2022; Tong et al., 2019). Mice lacking *Robo1* and *Robo2* in all endocrine cells, or selectively in β-cells, show complete loss of endocrine cell type sorting in the islets (Adams et al., 2021; Adams et al., 2018; Gilbert et al., 2020). Interestingly, Robo1/2 DKO islets exhibit adhesion defects and are prone to dissociate upon isolation (Adams et al., 2018), similar to the *Ctnna1^ΔEndo/ΔEndo^* islets. Similar observations have been shown in stem cell sorting and cancer cell migration; binding of Slit to Robo receptors leads to the modulation of Ncad- or Ecad-mediated cell adhesion (Stine et al., 2014; Tong et al., 2019). We speculate that Robo/Slit signaling regulates endocrine cell type sorting in islets by controlling cell adhesive properties to establish the islet architecture.

### Limitation of the study

Our study’s potential limitation is the use of the *Ngn3-Cre* driver for targeted gene deletion. While commonly used for pancreatic endocrine progenitor and its lineage-specific gene deletion, *Ngn3* is also expressed in other tissues such as the brain and gastrointestinal tract (Schonhoff et al., 2004; Simon-Areces et al., 2010). Deletion of genes using this driver could impact these other tissues and create unintended consequences. Previous studies show that *Ctnna1* deletion in neuronal progenitor cells in the brain can lead to altered neural cell proliferation and differentiation (Lien et al., 2006). Although we did not investigate the potential effects of *Itgb1* and *Ctnna1* deletion in these other tissues, further studies are necessary to comprehend the role of ECM signaling and cell adhesion in these other tissues and the potential consequences of their deletion using the *Ngn3-Cre* driver.

We acknowledge the intricate interplay between cell-ECM and cell-cell interactions and understand that the loss of one type of interaction does not universally enhance the other. This complexity was exemplified in our DKO model, which did not exhibit the expected compensatory behaviors. While our in vitro cell adhesion assay provided some insight, we recognize its limitations in fully mirroring the dynamic and sophisticated changes occurring in vivo. Consequently, our observations serve as preliminary findings that pave the way for more comprehensive investigation. Further research, particularly in more complex, dynamic models, will be vital in elucidating the precise nature of these interactions and their role in cell development and function. The dynamic nature of islet aggregation and endocrine subtype sorting would require more in-depth live imaging analysis. Obtaining 3D cellular information in developing islets would provide insights into these dynamic and complex phenomena, and further our understanding of the process of islet development and morphogenesis. We anticipate that using pancreas slice cultures (Panzer et al., 2020) to develop an imaging platform to monitor the development of live neonatal islets would provide a framework for understanding how islets develop, and offer novel ways to harness this understanding in the search for clinical alternatives to treat diabetes.

## Materials and methods

### Key reagents

Details regarding reagents, equipment, and software used in this study are included in the ‘Key Resources Table’ file.

### Mouse strains

All animal experiments described herein were approved by the City of Hope Institutional Animal Care and Use Committee (Protocol 15041) and Institutional Biosafety Committee (Protocol 16002). Mice carrying *Ngn3-Cre* (Schonhoff et al., 2004) (RRID: IMSR_JAX:006333), *Gcg-iCre* (Shiota et al., 2017) (RRID:IMSR_JAX:030663), *Itgb1^flox^* (Raghavan et al., 2000) (RRID:IMSR_JAX:004605), *Ctnna1^flox^* (Vasioukhin et al., 2001) (RRID:IMSR_JAX:004604), *Ins-Cre* (Thorens et al., 2015) (RRID:IMSR_JAX:026801), *Rosa26^mT/mG^* (Muzumdar et al., 2007) (RRID:IMSR_JAX007676), *Rosa26^EYFP^* (Srinivas et al., 2001) (RRID:IMSR_JAX:006148), and *Ucn3-cre* (Harris et al., 2014) (RRID:MMRRC_037417-UCD) alleles have been previously described. Additional information for the mouse lines used in this study is listed in Key Resources Table.

### Whole-mount IF

A standard whole-mount staining protocol was utilized to analyze pancreas 3D morphology, as previously described (Maldonado et al., 2020). Briefly, pancreas tissue was dissected and fixed overnight in 4% paraformaldehyde (PFA). The tissue was dehydrated with serial methanol washes, bleached with a Dent’s Bleach solution, and rehydrated using an inverse series of methanol washes. Samples were blocked followed by incubation with primary antibodies for PECAM(RRID:AB_393571), ChrA (RRID:AB_789299), and secreted phosphoprotein 1 (Spp1) (RRID:AB_2194992). Samples were then washed in a 0.15% Triton-X-PBS solution and stained with secondary antibodies overnight. Following additional washes with 0.15% Triton-X-PBS, samples were fixed with 4% PFA, and dehydrated with serial ethanol washes. Finally, samples were immersed in a BABB clearing solution (two parts benzyl benzoate and one part benzyl alcohol) and imaged using a Zeiss LSM880 confocal microscope.

### Confocal microscopy

All images were collected with a Zeiss LSM880 confocal microscope equipped with a 10X0.45 NA plan apochromat objective at ×2 magnification, as standard for AiryscanFast collection. All tiled Z-stacks were acquired in AiryscanFast mode, the acquisition method set to Z-stack (per channel), and with a 2.0 µm step size. Scans were conducted using 405, 488, 561, and 633 nm laser lines, and emissions were collected using standard Airyscan filters and the Airyscan detector, in Zen Black 2.3 SP1 (Carl Zeiss, RRID:SCR_013672). Final voxel sizes were 0.22 × 0.22 × 1.98 µm^3^, and no digital gain or detector offset was used. Detector gains and laser intensities were consistent across all samples.

### Image segmentation/analysis

Data sets were first Airyscan processed in Zen Black using the ‘Auto’ setting using a 2D sample image as a base for Batch mode. After processing, the files were converted to IMS format and analyzed in Imaris 9.5 (Bitplane, RRID:SCR_007370). Analysis consisted of manually selecting thresholds that could be consistently applied between samples, and best fit the biology. Due to variations in the depth of the sample, amount of tissue the light had to pass through, and orientation, thresholds were chosen which most accurately represented the objects being analyzed. The ducts were first segmented using a ‘Surface’ with a 2.00 µm surface grain size, and a fixed threshold. We limited the analysis to areas where ducts were present by segmenting the duct channel a second time (again as a Surface) with a grain size of 10 µm and a much lower threshold, generating a ‘bubble’ area of interest around the ducts. Within this volume, endocrine positive staining was then segmented as another surface and its distance from the ducts quantified using the median value of the distance transform from the surface of the original ducts. Any endocrine cells contained entirely or mostly within the ducts were considered to have a distance of zero from the ducts.

### Immunofluorescence

Pancreas tissues were collected from littermate control and mutant mice, ensuring consistency in the sample source. IF staining was performed as previously described (Shih et al., 2007). Briefly, pancreata were fixed in 4% PFA in PBS, equilibrated in 30% sucrose in PBS, and cryoembedded in Tissue-Tek OCT. To ensure the reliability and accuracy of the findings, we used littermate control and mutant mice, collecting and processing their pancreas samples concurrently. This included fixing and embedding the samples into the same cryo-block, sectioning, and preparing them for IF staining on the same slide. This process ensured identical staining conditions for all samples. Samples were then sectioned at 10 μm intervals from the same cryo-block, facilitating identical staining conditions for all samples. For IF staining, sections were blocked for 1 hr before the addition of primary antibodies diluted in the same buffer. Following washes, secondary antibodies, diluted in blocking buffer, were applied to sections and stained for 2 hr at room temperature. The respective dilutions of primary and secondary antibodies are noted in the Key Resources Table.

Images were taken on a Zeiss Axio-Observer-Z1 microscope with Apotome, and figures were created in Adobe Photoshop/Illustrator CC2020. Morphometric analyses were conducted using Image-Pro Premier v.9.2 (RRID:SCR_016497) and Qupath software v.0.2.3 (RRID:SCR_108257), available at https://qupath.github.io. High-resolution image acquisition was achieved with a Zeiss LSM900 confocal microscope with Airyscan. For images intended for direct comparison, the exposure time was kept constant, and changes in digital gain were avoided to prevent distortion of results. Upon image acquisition, linear adjustment processing was applied uniformly across all comparable samples. These adjustments were made using a linear display with Min/Max rescaling. This adjustment approach was to carefully balance avoiding oversaturation while preserving the accuracy of marker expressions. This approach ensures that the full data range is properly utilized, optimizing the full range of possible intensity values. Specifically, the darkest pixel in the image is adjusted to black (minimum value), the brightest pixel to white (maximum value), and all other pixels are rescaled based on these new extremes.

### α-Cell localization analysis

The islets were imaged from three serial sections per mouse, taken at 150 μm (P7) or 200 μm (8 weeks) intervals. Manual cell counting was performed using QuPath (version 0.2.3). Islets with a minimum of 40 endocrine cells and at least 10 α-cells were included in the analysis. At the postnatal stage, α-cell localization within the islet was determined according to previously described criteria (Adams et al., 2018). Peripheral α-cells were defined as those within the first two layers, while α-cells in any layers beyond the first two were considered to be in the core.

### Intraperitoneal glucose tolerance test

Six- to 16-week-old or 6- to 12-month-old mice were fasted for 6–16 hr. Basal blood glucose was measured, and mice were injected intraperitoneally (i.p.) with 2 mg/g body weight dextrose solution. Blood glucose was measured at 15, 30, 60, 90, and 120 min after glucose challenge. The experiments were performed by the Comprehensive Metabolic Phenotyping (CMP) Core at City of Hope.

### Insulin secretion in vivo

The β-cell function was assessed by quantifying insulin secretion in vivo with hyperglycemic clamps. Surgical procedures have been described in detail previously (Ayala et al., 2011; Berglund et al., 2008). Briefly, mice were anesthetized with isoflurane, and the carotid artery and jugular vein were catheterized. Free catheter ends were tunneled under the skin to the back of the neck and externalized with a MASA (Mouse Antenna for Sampling Access), which permits arterial sampling from an indwelling catheter in conscious mice without handling stress. Mice were individually housed and allowed to recover for 4 days during which body weight returned to within ∼10% of presurgical body weight.

For the hyperglycemic clamps, mice were fasted for 5 hr and connected to a swivel. Saline-washed erythrocytes were infused (5–6 μl/min) during the experimental period to prevent a >5% fall in hematocrit. Blood samples were collected from the arterial catheter in tubes containing EDTA and centrifuged, and plasma was stored at −20°C until analyzed. At t=0 min, mice received a priming glucose infusion rate (GIR, 100 mg/kg/min) for 2 min to stimulate first-phase insulin secretion. The GIR was then adjusted to achieve and maintain blood glucose at ∼15.0 mmol/l. Blood glucose (5 μl) was measured at t = −15,–5, 5, 10, 15, and 20 min and then every 10 min until t=120 min with an Alpha Trak glucometer (Abbott Laboratories, Abbott Park, IL, USA). Larger blood samples (100 μl) to measure plasma insulin were taken at various timepoints.

### Isolation of mouse pancreatic islets

Pancreatic islets were isolated as previously described (Taylor et al., 2013). Briefly, mouse pancreatic islets were isolated using 2.5 mg/ml collagenase (Sigma-Aldrich) as the digestion method. Islets were collected under a stereomicroscope and allowed to recover overnight in PIM(R) 32A (Prodo Labs) medium with 5% HSA, Gentamicin-AmphotericinB, and 5.8 mmol/l glucose.

### RNA-seq

Total RNA was isolated using the RNeasy Micro Kit (QIAGEN) with 10–30 isolated islets and processed per manufacturer’s instructions. cDNA libraries were prepared using the KAPA RNA HyperPrep Kit with RiboErase (HMR) according to the manufacturer’s instructions. Libraries were subjected to high-throughput sequencing on Illumina HiSeq 2500 (50 bp, single-ended) and subsequent data analysis was completed by the Integrative Genomics Core at City of Hope. For sequence alignment and gene counts, RNA-seq reads were trimmed to remove sequencing adapters using Trimmomatic (Bolger et al., 2014) and polyA tails using FASTP (Chen et al., 2018). The processed reads were mapped back to the mouse genome (mm10) using STAR software (v. 020201) (Dobin et al., 2013). The featureCount software (RRID:SCR_012919) was applied to generate the count matrix, with default parameters (Liao et al., 2019). Between two sets of samples (control vs mutant), differential expression analysis was conducted, in R, by adjusting read counts to normalized expression values using TMM normalization method and by correcting batch effects using a design matrix (Robinson et al., 2010). Genes with an FDR-adjusted p-value less than 0.05 and with an FC greater than 2 or less than 0.5 were considered as significant up- and down-regulated genes, respectively. Pathway analysis was conducted using DAVID (v. 6.8) (Huang et al., 2009a; Huang et al., 2009b) and GSEAPreranked algorithm using GSEA Desktop program in Java (Subramanian et al., 2005). The former requires a list of up- and down-regulated genes, while the latter a ranked list of whole genes according to their log2 FC and p-values. Raw data and processed data files are available at the GEO database: GSE153187 and GSE190788.

### Quantitative real-time PCR

RNA extraction and purification were performed using the RNeasy Micro Kit (QIAGEN) in accordance with the manufacturer’s protocol. The quality and quantity of the total RNA were assessed using a Bioanalyzer 2100 (Agilent Technologies). Samples with an RNA integrity number (RIN) of at least six were used for cDNA synthesis with the SuperScript First-Strand Synthesis SuperMix for qRT-PCR (Invitrogen). Real-time PCR was conducted using PowerUp SYBR Green Master mix (Applied Biosystems) in a QuantStudio 6 Flex machine (Applied Biosystems). Each reaction contained 1 ng cDNA (total RNA equivalent). Relative mRNA expression levels were calculated by normalizing target genes to *Cyclophilin A* (*Ppia*) as an internal control. All primers were designed using the CDS of the target genes by the PrimerBank online tool (https://pga.mgh.harvard.edu/primerbank/).

### Aggregation assay

Neonatal *Ngn3-Cre; Rosa26mT/mG; Itgb1^+/f^* (control) or *Ngn3-Cre; Rosa26mT/mG; Itgb1^f/f^* (mutant) pancreata were dissociated into a single cell suspension using TrypLE (Thermo Fisher). Enzymatic activity was neutralized using FACS buffer (10% fetal bovine serum and 2 mM EDTA in CMRL media). Cells were passed through a 40 µm cell strainer and DAPI was used to stain dead cells prior to FACS. Prior to cell seeding, 96-well round-bottom plates were coated with either BSA (no ECM) or Matrigel and fibronectin (+ECM). 3000 cells per well were added into no ECM or +ECM wells and cultured for 48 hr.

### Ex vivo pancreas explants

Pancreas explants are described previously (Shih and Sander, 2014). After 24 hr of culture, the explants were placed on the microscope stage in 37°C culture chambers with a controlled atmosphere of humidified 5% CO_2_. Time-lapse imaging was performed using a Zeiss LSM880 inverted confocal microscope with a C-Apochromat 20×/0.75 objective lens. Explants were optically sectioned every 2.5 µm in a 512×512 format with up to 80 µm Z-stacks every 10 min for 72 hr. Images were acquired with Zen software and then reconstructed in 3D with Imaris 9.5 (Bitplane) software. The contrast was adjusted and selected optical planes or *z*-projections of sequential optical sections were used to assemble time-lapse movies.

### Electron microscopy sample preparation

Sample blocks were prepared following the NCMIR protocol (Deerinck et al., 2010). Briefly, small pieces (1–2 mm^3^) of mouse pancreatic tissues were dissected and immediately fixed in 0.2 M cacodylate buffer pH 7.4 containing 2.5% glutaraldehyde and 2% PFA with 3 mM calcium chloride. After primary aldehyde fixation the samples were rinsed in 0.15 M sodium cacodylate pH 7.4 containing 2 mM calcium chloride and post-fixed in 1.5% potassium ferrocyanide-reduced 2% osmium tetroxide in 0.15 M cacodylate buffer for 1 hr. Tissue was then rinsed in distilled water and treated with 0.1% aqueous thiocarbohydrazide for 20 min. After further rinsing in distilled water the tissue was again treated with 2% osmium tetroxide for 30 min, rinsed in distilled water, dehydrated in an ethanol series, and infiltrated with Durcupan ACM resin. Ultra-thin sections (70 nm thick) were acquired by ultramicrotomy and examined on an FEI Tecnai 12 transmission electron microscope equipped with a Gatan OneView CMOS camera.

### Statistics

Statistical analyses were conducted using GraphPad Prism (RRID:SCR_002798). Unless otherwise specified, comparisons between groups were made using a one-way analysis of variance (ANOVA) and a two-tailed Student’s t-test. Each condition was tested with at least three independent measurements. Except where otherwise indicated, all data are represented as the mean ± standard error of the mean (SEM).

Every experiment was independently replicated in the laboratory a minimum of three times. Samples were assigned to experimental groups either pairwise (for wild-type cells with or without treatment) or based on their genotypes (wild-type vs knockout). Detailed information about the replicates, including the number of replicates and sample sizes, can be found in the figure legends and is also outlined in Supplementary file 3.

Raw data and statistical calculations for intraperitoneal glucose tolerance test, glucose-stimulated insulin secretion, morphometric measurements, and cell population counts for each figure are systematically organized and made available in the ‘Source Data’ files within the Supplementary files.

## Data Availability

Sequencing data have been deposited in GEO under accession numbers GSE153187 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153187) and GSE190788 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190788). In addition, two spreedsheets of the RNA-seq data are provided as Supplementary files 1 and 2. Source data files have been provided for all figures. Each experiment was replicated in the laboratory at least three times. Samples were allocated into experimental groups either pairwise (for WT cells with or without treatment) or based on the genotypes (WT vs KO). All the replicate information and the number of replicates and sample sizes can be found in figure legends or in Supplementary file 3. The following datasets were generated: ShihH ChangY 2023The role of Itgb1 in islet developmentNCBI Gene Expression OmnibusGSE153187 TixiW ShihH 2022Investigating the role of cell adhesion molecule alpha-catenin during islet developmentNCBI Gene Expression OmnibusGSE190788 The following previously published dataset was used: DiGruccioMR MawlaAM DonaldsonCJ NoguchiGM VaughanJ Cowing-ZitronC van der MeulenT HuisingMO 2016Comprehensive alpha, beta and delta cell transcriptomes reveal that ghrelin selectively activates delta cells and promotes somatostatin release from pancreatic isletsNCBI Gene Expression OmnibusGSE8067310.1016/j.molmet.2016.04.007PMC492178127408771

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Goat polyclonal anti- Pancreatic Polypeptide/PP	Novus Biologicals	Cat# NB100-1793 RRID: AB_2268669	IHC (1:1000)
Antibody	Mouse monoclonal anti-Glucagon	Sigma-Aldrich	Cat# G2654 RRID: AB_259852	IHC (1:500)
Antibody	Goat anti-Glucagon Antibody (N-17)	Santa Cruz Biotechnology	Cat# sc-7780 RRID: AB_641025	IHC (1:500)
Antibody	Guinea Pig polyclonal anti-Insulin	Dakocytomation	Cat# A0564 RRID: AB_10013624	IHC (1:2000)
Antibody	Rabbit monoclonal anti-Insulin	Cell Signaling Technology	Cat# 3014 S RRID: AB_2126503	IHC & WMIHC (1:1000)
Antibody	Rabbit polyclonal anti-Chromogranin A	Novus Biologicals	Cat# NB120-15160 RRID: AB_789299	IHC & WMIHC (1:500)
Antibody	Goat polyclonal anti-Chromogranin A	Santa Cruz Biotechnology	Cat# sc-1488 RRID: AB_2276319	IHC & WMIHC (1:500)
Antibody	Goat polyclonal anti-Somatostatin	Santa Cruz Biotechnology	Cat# sc-7819 RRID: AB_2302603	IHC (1:100)
Antibody	Rat monoclonal anti-Mouse CD31	BD Biosciences	Cat# 550274 RRID: AB_393571	IHC & WMIHC (1:200)
Antibody	Goat polyclonal anti-PECAM-1	R&D Systems	Cat# AF3628 RRID: AB_2161028	IHC (1:500)
Antibody	Goat polyclonal anti- Osteopontin/OPN (Spp1)	R&D Systems	Cat# AF808 RRID: AB_2194992	IHC & WMIHC (1:1000)
Antibody	Guinea Pig polyclonal anti-Neurogenin3	A generous gift of Maike Sander (Henseleit et al., 2005)		IHC (1:1000)
Antibody	Mouse monoclonal anti-Nkx6.1	DSHB	Cat# F55A10 RRID: AB_532378	IHC (1:500)
Antibody	Rabbit polyclonal anti-Pdx1	Abcam	Cat# ab47267 RRID: AB_777179	IHC (1:500)
Antibody	Rabbit polyclonal anti-Laminin (Lam1)	Sigma-Aldrich	Cat# L9393 RRID: AB_477163	IHC (1:1000)
Antibody	Rat monoclonal anti-EPCAM	DSHB	Cat# G8.8 RRID: AB_2098655	IHC (1:100)
Antibody	Goat polyclonal anti-E-cadherin	R&D Systems	Cat# AF748 RRID: AB_355568	IHC (1:500)
Antibody	Rabbit polyclonal anti-MafA	Abcam	Cat# ab26405 RRID: AB_776146	IHC (1:200)
Antibody	Rabbit polyclonal anti-Urocortin3 (Ucn3)	A generous gift of Mark Huising (van der Meulen et al., 2015)		IHC (1:1000)
Antibody	Goat polyclonal anti-Glut2	Santa Cruz Biotechnology	Cat# sc-7580 RRID: AB_641066	IHC (1:500)
Antibody	Rat monoclonal anti-CD29 (Itgβ1)	BD Biosciences	Cat# 550531 RRID: AB_393729	IHC (1:500)
Antibody	Rabbit monoclonal anti-Ki67	Cell Signaling	Cat# 12202 S (D3B5) RRID: AB_2620142	IHC (1:500)
Antibody	Rabbit anti-Sox9 antibody	EMD Millipore	Cat# AB5535 RRID: AB_2239761	IHC (1:500)
Antibody	Rabbit polyclonal anti-ERO1b antiserum	A generous gift of David Ron (Zito et al., 2010)		IHC (1:300)
Antibody	Cy3 AffiniPure Donkey Anti-Goat IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 705-165-147 RRID: AB_2307351	IHC (1:2000)
Antibody	Alexa Fluor 488 AffiniPure Donkey Anti-Goat IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 705-545-147 RRID: AB_2336933	IHC (1:1000)
Antibody	Alexa Fluor 647 AffiniPure Donkey Anti-Goat IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 705-605-147 RRID: AB_2340437	IHC (1:200–500)
Antibody	Cy3 AffiniPure Donkey Anti-Guinea Pig IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 706-165-148 RRID: AB_2340460	IHC (1:2000)
Antibody	Alexa Fluor 488 AffiniPure Donkey Anti- Guinea Pig IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 706-545-148 RRID: AB_2340472	IHC (1:1000)
Antibody	Alexa Fluor 647 AffiniPure Donkey Anti-Guinea Pig IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 706-605-148 RRID: AB_2340476	IHC (1:200–500)
Antibody	Cy3 AffiniPure Donkey Anti-Rabbit IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 711-165-152 RRID: AB_2307443	IHC (1:2000)
Antibody	Alexa Fluor 488 AffiniPure Donkey Anti-Rabbit IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 711-545-152 RRID: AB_2313584	IHC (1:1000)
Antibody	Alexa Fluor 647 AffiniPure Donkey Anti-Rabbit IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 711-605-152 RRID: AB_2492288	IHC (1:200–500)
Antibody	Cy3 AffiniPure Donkey Anti-Rat IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 712-165-153 RRID: AB_2340667	IHC (1:2000)
Antibody	Alexa Fluor 488 AffiniPure Donkey Anti-Rat IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 712-545-153 RRID: AB_2340684	IHC (1:1000)
Antibody	Alexa Fluor 647 AffiniPure Donkey Anti-Rat IgG (H+L) (donkey polyclonal)	Jackson ImmunoResearch	Cat# 712-605-153 RRID: AB_2340694	IHC (1:200–500)
Commercial assay, kit	Dolichos Biflorus Agglutinin (DBA), Biotinylated	Vector Laboratories	Cat# B1035 RRID: AB_2314288	IHC (1:500)
Commercial assay, kit	Dolichos Biflorus Agglutinin (DBA), Rhodamine	Vector Laboratories	Cat# RL-1032–2 RRID: AB_2336396	IHC (1:500)
Commercial assay, kit	DAPI (4',6-Diamidino-2-Phenylindole, Dihydrochloride)	ThermoFisher Scientific	Cat# D1306	IHC (1:2000)
Commercial assay, kit	Phalloidin-iFluor 647 Reagent	Abcam	Cat# ab176759	IHC (1:1000)
Commercial assay, kit	Alexa Fluor 647 Streptavidin	Jackson ImmunoResearch	Cat# 016-600-084	IHC (1:500)
Commercial assay, kit	Cy3 Streptavidin (for IHC 1:500)	Jackson ImmunoResearch	Cat# 016-160-084 RRID: AB_2337244	IHC (1:500)
Chemical compound, drug	Tween 20, Fisher BioReagents	Fisher Scientific	BP337-500	
Chemical compound, drug	Triton X-100	Sigma	X100-1L	
Chemical compound, drug	VectaShield Mounting Medium for Fluorescence	Vector Laboratories	H-1000	
Chemical compound, drug	Paraformaldehyde	Sigma-Aldrich	P6148-500G	
Chemical compound, drug	Methanol	VWR Chemical	BDH1135-4LP	
Chemical compound, drug	DMSO	ATCC	4 X-5	
Chemical compound, drug	Hydrogen Peroxide, ACS, 30%, Stabilized	VWR Chemical	BDH7690-1	
Chemical compound, drug	Benzyl Benzoate (ACROS organics)	Fisher Scientific	AC105862500	
Chemical compound, drug	Benzyl Alcohol	Fisher Scientific	100-51-6	
Chemical compound, drug	D-Glucose	Mallinckrodt	4192	
Chemical compound, drug	Bovine Albumin Fraction V (7.5% Solution)	Thermo Fisher	15260037	
Chemical compound, drug	TrypLE Express, with phenol red, Gibco	Fisher Scientific	12605–010	
Chemical compound, drug	EDTA, 0.5 M, pH 8.0	Corning	46–034 CI	
Chemical compound, drug	Fetal Bovine Serum	Biofluid Technologies	BT-101–500-D	
Chemical compound, drug	Heparin sodium salt from porcine intestinal mucosa	Sigma-Aldrich	H3149-100KU	
Chemical compound, drug	CMRL 1066, Supplemented CIT Modification	Mediatech	98–304-CV	
Chemical compound, drug	RNase-Free DNase Set	Qiagen	79254	
Chemical compound, drug	Penicillin-Streptomycin	Gibco	15070–063	
Chemical compound, drug	DMEM/F12, HEPES, no phenol red	Gibco	11-039-21	
Chemical compound, drug	Roche Blocking	Roche	17091700	
Chemical compound, drug	Donor Donkey Serum	Gemini Bio	100-151-500	
Chemical compound, drug	Cacodylic Acid, Sodium Salt, trihydrate	TedPella Inc	18851	
Chemical compound, drug	Glutaraldehyde, 25% EM grade	TedPella Inc	18426	
Chemical compound, drug	Thiocarbohydrazide ≥98.0%	VWR International	TCT1136-25G	
Chemical compound, drug	Buffer RLT Plus Lysis Buffer	Qiagen	1053393	
Chemical compound, drug	2-Mercaptoethanol	Sigma-Aldrich	M3148-25ML	
Chemical compound, drug	Ethanol, Absolute 200 proof	Fisher BioReagents	BP2818100	
Peptide, recombinant protein	Fibronectin Human Protein, Plasma	Gibco	33016–015	
Commercial assay, kit	AlphaTrak2 Blood Glucose Test Strips	Zoetis	71681–01	
Commercial assay, kit	AlphaTrak2 Meter	Zoetis	71676–01	
Commercial assay, kit	Streptavidin/Biotin Blocking Kit	Vector Laboratories	SP-2002	
Commercial assay, kit	Rneasy Micro Kit	Qiagen	74304	
Commercial assay, kit	Rnase Zap	Invitrogen	AM9780	
Commercial assay, kit	KAPA RNA HyperPrep Kit with RiboErase (HMR)	Roche	KK8560	
Commercial assay, kit	AxyPrep Mag PCR Clean-up kit	Axigen	MAG-PCR-CL-1	
Commercial assay, kit	NovaSeq 6000 Reagent Kit	Illumina		
Commercial assay, kit	DeadEnd Fluorometric TUNEL System	Promega	G3250	
Commercial assay, kit	M.O.M. (Mouse on Mouse) Immunodetection Kit, Basic	Vector Laboratories	BMK-2202	
Commercial assay, kit	PowerUp SYBR Green Master mix	Applied Biosystems	A25742	
Commercial assay, kit	SuperScript First-Strand Synthesis SuperMix for qRT-PCR	Invitrogen	11752–050	
Commercial assay, kit	Ultrasensitive Mouse Insulin ELISA	Mercodia	10-1249-01	
Other	RNA sequencing data of Itgb1 KO murine pancreatic islets.	https://www.ncbi.nlm.nih.gov/geo/	GSE153187	
Other	RNA sequencing data of Ctnna1 KO murine pancreatic islets.	https://www.ncbi.nlm.nih.gov/geo/	GSE190788	
Strain, strain background (*M. musculus*)	Mouse: B6.FVB(Cg)-Tg(Neurog3-cre)C1Able/J	Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:006333	
Strain, strain background (*M. musculus*)	Mouse: B6;129-Itgb1^tm1Efu^/J	Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:004605	
Strain, strain background (*M. musculus*)	Mouse: B6;129-Ctnna1^tm1Efu^/J	Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:004604	
Strain, strain background (*M. musculus*)	Mouse: B6;129S-Gcg^tm1.1(icre)Gkg^/J	Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:030663	
Strain, strain background (*M. musculus*)	Mouse: B6(Cg)-Ins1^tm1.1(cre)Thor^/J	Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:026801	
Strain, strain background (*M. musculus*)	Mouse: B6.129(Cg)-Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J	Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:007676	
Strain, strain background (*M. musculus*)	Mouse: B6.129X1-Gt(ROSA)26Sor^tm1(EYFP)Cos^/J	Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:006148	
Strain, strain background (*M. musculus*)	B6.FVB(Cg)-Tg(Ucn3-cre) KF43Gsat/Mmucd	Mutant Mouse Resource & Research Centers, Novi, MI	RRID:MMRRC_037417-UCD	
Sequence-based reagent	Generic Cre	The Jackson Laboratory	PCR Primer oIMR1084	GCG GTC TGG CAG TAA AAA CTA TC
Sequence-based reagent	Generic Cre	The Jackson Laboratory	PCR Primer oIMR1085	GTG AAA CAG CAT TGC TGT CAC TT
Sequence-based reagent	Generic Cre	The Jackson Laboratory	PCR Primer oIMR7338	CTA GGC CAC AGA ATT GAA AGA TCT
Sequence-based reagent	Generic Cre	The Jackson Laboratory	PCR Primer oIMR7339	GTA GGT GGA AAT TCT AGC ATC ATC C
Sequence-based reagent	β1 integrin floxed	The Jackson Laboratory	PCR Primer oIMR1906	CGG CTC AAA GCA GAG TGT CAG TC
Sequence-based reagent	β1 integrin floxed	The Jackson Laboratory	PCR Primer oIMR1907	CCA CAA CTT TCC CAG TTA GCT CTC
Sequence-based reagent	α-catenin floxed	The Jackson Laboratory	PCR Primer oIMR1902	CAT TTC TGT CAC CCC CAA AGA CAC
Sequence-based reagent	α-catenin floxed	The Jackson Laboratory	PCR Primer oIMR1903	GCA AAA TGA TCC AGC GTC CTG GG
Sequence-based reagent	Gcg^iCre^	The Jackson Laboratory	PCR Primer oIMR7338	CTA GGC CAC AGA ATT GAA AGA TCT
Sequence-based reagent	Gcg^iCre^	The Jackson Laboratory	PCR Primer oIMR7339	GTA GGT GGA AAT TCT AGC ATC ATC C
Sequence-based reagent	Gcg^iCre^	The Jackson Laboratory	PCR Primer oIMR9266	AGA TGC CAG GAC ATC AGG AAC CTG
Sequence-based reagent	Gcg^iCre^	The Jackson Laboratory	PCR Primer oIMR9267	ATC AGC CAC ACC AGA CAC AGA GAT C
Sequence-based reagent	Rosa^mT/mG^	The Jackson Laboratory	PCR Primer 9655	CCA GGC GGG CCA TTT ACC GTA AG
Sequence-based reagent	Rosa^mT/mG^	The Jackson Laboratory	PCR Primer oIMR8545	AAA GTC GCT CTG AGT TGT TAT
Sequence-based reagent	Rosa^mT/mG^	The Jackson Laboratory	PCR Primer oIMR8546	GGA GCG GGA GAA ATG GAT ATG
Sequence-based reagent	R26R-EYFP	The Jackson Laboratory	PCR Primer 21306	CTG GCT TCT GAG GAC CG
Sequence-based reagent	R26R-EYFP	The Jackson Laboratory	PCR Primer 24500	CAG GAC AAC GCC CAC ACA
Sequence-based reagent	R26R-EYFP	The Jackson Laboratory	PCR Primer 24951	AGG GCG AGG AGC TGT TCA
Sequence-based reagent	R26R-EYFP	The Jackson Laboratory	PCR Primer 24952	TGA AGT CGA TGC CCT TCA G
Sequence-based reagent	mItgb1-F	PrimerBank	qPCR primer Primer Bank ID: 52,722 a1	ATGCCAAATCTTGCGGAGAAT
Sequence-based reagent	mItgb1-R	PrimerBank	qPCR primer Primer Bank ID: 52,722 a1	TTTGCTGCGATTGGTGACATT
Sequence-based reagent	mSlc2a2-F	PrimerBank	qPCR primer Primer Bank ID: 13654262 a1	TCAGAAGACAAGATCACCGGA
Sequence-based reagent	mSlc2a2-R	PrimerBank	qPCR primer Primer Bank ID: 13654262 a1t	GCTGGTGTGACTGTAAGTGGG
Sequence-based reagent	mUcn3-F	PrimerBank	qPCR primer Primer Bank ID: 21492632 a1	AAGCCTCTCCCACAAGTTCTA
Sequence-based reagent	mUcn3-R	PrimerBank	qPCR primer Primer Bank ID: 21492632 a1	GAGGTGCGTTTGGTTGTCATC
Sequence-based reagent	mMafA-F	PrimerBank	qPCR primer Primer Bank ID: 23503735 a1	AGGAGGAGGTCATCCGACTG
Sequence-based reagent	mMafA-R	PrimerBank	qPCR primer Primer Bank ID: 23503735 a1	CTTCTCGCTCTCCAGAATGTG
Sequence-based reagent	mMafB-F	PrimerBank	qPCR primer Primer Bank ID: 23308601 a1	TTCGACCTTCTCAAGTTCGACG
Sequence-based reagent	mMafB-R	PrimerBank	qPCR primer Primer Bank ID: 23308601 a1	TCGAGATGGGTCTTCGGTTCA
Sequence-based reagent	mArx-F	PrimerBank	qPCR primer Primer Bank ID: 26024213 a1	GGCCGGAGTGCAAGAGTAAAT
Sequence-based reagent	mArx-R	PrimerBank	qPCR primer Primer Bank ID: 26024213 a1	TGCATGGCTTTTTCCTGGTCA
Sequence-based reagent	mEtv1-F	PrimerBank	qPCR primer Primer Bank ID: 26328055 a1	TTAAGTGCAGGCGTCTTCTTC
Sequence-based reagent	mEtv1-R	PrimerBank	qPCR primer Primer Bank ID: 26328055 a1	GGAGGCCATGAAAAGCCAAA
Sequence-based reagent	mAldh1a3-F	PrimerBank	qPCR primer Primer Bank ID: 31542123 a1	GGGTCACACTGGAGCTAGGA
Sequence-based reagent	mAldh1a3-R	PrimerBank	qPCR primer Primer Bank ID: 31542123 a1	CTGGCCTCTTCTTGGCGAA
Sequence-based reagent	mHk1-F	PrimerBank	qPCR primer Primer Bank ID: 309289 a1	CGGAATGGGGAGCCTTTGG
Sequence-based reagent	mHk1-R	PrimerBank	qPCR primer Primer Bank ID: 309289 a1	GCCTTCCTTATCCGTTTCAATGG
Sequence-based reagent	mLdhA-F	PrimerBank	qPCR primer Primer Bank ID: 6754524 a1	TGTCTCCAGCAAAGACTACTGT
Sequence-based reagent	mLdhA-R	PrimerBank	qPCR primer Primer Bank ID: 6754524 a1	GACTGTACTTGACAATGTTGGGA
Sequence-based reagent	mCtnna1-F	PrimerBank	qPCR primer Primer Bank ID: 6753294 a1	AAGTCTGGAGATTAGGACTCTGG
Sequence-based reagent	mCtnna1-R	PrimerBank	qPCR primer Primer Bank ID: 6753294 a1	ACGGCCTCTCTTTTTATTAGACG
Sequence-based reagent	mSlc27a2-F	PrimerBank	qPCR primer Primer Bank ID: 6755548 a1	TCCTCCAAGATGTGCGGTACT
Sequence-based reagent	mSlc27a2-R	PrimerBank	qPCR primer Primer Bank ID: 6755548 a1	TAGGTGAGCGTCTCGTCTCG
Sequence-based reagent	mPeg10-F	PrimerBank	qPCR primer Primer Bank ID: 31376257 a1	TGCTTGCACAGAGCTACAGTC
Sequence-based reagent	mPeg10-R	PrimerBank	qPCR primer Primer Bank ID: 31376257 a1	AGTTTGGGATAGGGGCTGCT
Sequence-based reagent	mSst-F	PrimerBank	qPCR primer Primer Bank ID: 6678035 a1	ACCGGGAAACAGGAACTGG
Sequence-based reagent	mSst-R	PrimerBank	qPCR primer Primer Bank ID: 6678035 a1	TTGCTGGGTTCGAGTTGGC
Sequence-based reagent	mAldh1a1-F	PrimerBank	qPCR primer Primer Bank ID: 7304881 a1	ATACTTGTCGGATTTAGGAGGCT
Sequence-based reagent	mAldh1a1-R	PrimerBank	qPCR primer Primer Bank ID: 7304881 a1	GGGCCTATCTTCCAAATGAACA
Sequence-based reagent	mCxcl14-F	PrimerBank	qPCR primer Primer Bank ID: 9625004 a1	GAAGATGGTTATCGTCACCACC
Sequence-based reagent	mCxcl14-R	PrimerBank	qPCR primer Primer Bank ID: 9625004 a1	CGTTCCAGGCATTGTACCACT
Sequence-based reagent	mPPIA-Fw	PrimerBank	qPCR primer Primer Bank ID: 6679438 c1	GAGCTGTTTGCAGACAAAGTTC
Sequence-based reagent	mPPIA-Rv	PrimerBank	qPCR primer Primer Bank ID: 6679438 c1	CCCTGGCACATGAATCCTGG
Software, algorithms	Image-Pro Premier v.9.2	https://www.bioimager.com/product/image-pro-premier-software/	RRID:SCR_016497	
Software, algorithms	Imaris Microscopy Image Analysis Software	https://imaris.oxinst.com/	RRID:SCR_007370	
Software, algorithms	QuPath Quantitative Pathology & Bioimage Analysis	https://qupath.github.io/	RRID:SCR_018257	
Software, algorithms	ZEISS ZEN Microscope Software	http://www.zeiss.com/microscopy/en_us/products/microscope-software/zen.html#introduction	RRID:SCR_013672	
Software, algorithms	Star software (v.020201)	http://code.google.com/p/rna-star/	RRID:SCR_004463	
Software, algorithms	DAVID software (v.6.8)	http://david.abcc.ncifcrf.gov/	RRID:SCR_001881	
Software, algorithms	Featurecount software	http://bioinf.wehi.edu.au/featureCounts/	RRID:SCR_012919	
Software, algorithms	R-Project for Statistical Computing	http://www.r-project.org/	RRID:SCR_001905	
Software, algorithms	GraphPad Prism Statistical Analysis Software	http://www.graphpad.com/	RRID:SCR_002798	
Software, algorithms	Applied Biosystems QuantStudio 6 Real Time PCR System - QuantStudio Real-Time PCR Software v1.3	https://www.thermofisher.com/us/en/home/global/forms/life-science/quantstudio-6-7-flex-software.html	RRID: SCR_020239

# Supplementary material for: Coordination between ECM and cell-cell adhesion regulates the development of islet aggregation, architecture, and functional maturation
**Source:** eLife. 2023 Aug 23;12:e90006. doi: 10.7554/eLife.90006
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR) Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   | N/A |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                                           | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | The information of antibodies is listed in <b>Key Resource Table (Supplementary File 1)</b> |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |                                                   | N/A |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend              | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                                | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | The details of primary mouse endocrine progenitor cultures are |     |

|  |                                                        |  |
|--|--------------------------------------------------------|--|
|  | indicated in the “ <b>Aggregation Assay</b> ” line 845 |  |
|--|--------------------------------------------------------|--|

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided: section/figure legend</b>                                                                   | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | The information of “Experimental models: Organisms/strains” is listed in <b>Key Resource Table (Supplementary File)</b> |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                                                         | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                       | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                       | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided: section/figure legend) or state if these demographics were not collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                          | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                       | N/A        |

| <b>Laboratory protocol</b> | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|----------------------------|-------------------------------------------------------|------------|
|----------------------------|-------------------------------------------------------|------------|

|                                                                                         |  |     |
|-----------------------------------------------------------------------------------------|--|-----|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|-----------------------------------------------------------------------------------------|--|-----|

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               | Not done                                                                                                  |     |
| Randomisation                                                           | Not done                                                                                                  |     |
| Blinding                                                                | Not done                                                                                                  |     |
| Inclusion/exclusion criteria                                            | Not done                                                                                                  |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      | N/A |
|------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | <p>Every experiment was independently replicated in the laboratory a minimum of three times except for hyperglycemic clamps experiment. Samples were assigned to experimental groups either pairwise (for wild type cells with or without treatment) or based on their genotypes (wild type vs knockout). Detailed information about the replicates, including the number of replicates and sample sizes, can be found in the figure legends and is also outlined in the "<b>List of Replicates and Statistical Analysis</b>" spreadsheet in the Supplementary file.</p> <p>Raw data and statistical calculations for intraperitoneal glucose tolerance test (IPGTT), glucose-stimulated insulin secretion (GSIS), morphometric measurements, and cell population counts for each figure are systematically organized and made available in the "<b>Source Data Spreadsheet</b>" within the Supplementary file.</p> |     |

|                                                                  |                                                                                                                                                                                                                        |  |
|------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Define whether data describe technical or biological replicates. | All the replicate information and the number of replicates and sample sizes can be found in figure legends and is described in <b>"List of Replicates and Statistical Analysis"</b> in the <b>Supplementary file</b> . |  |
|------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|

| <b>Ethics</b>                                                                                                                                                       | <b>Indicate where provided: section/submission form</b>                                                                                         | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                                                                                                 | N/A        |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All animal experiments described herein were approved by the City of Hope Institutional Animal Care and Use Committees (described in line 995). |            |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                                                 | N/A        |

| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                         | N/A        |

## Analysis:

| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                       | N/A        |

| <b>Statistics</b>                                            | <b>Indicate where provided: section/figure legend</b>                           | <b>N/A</b> |
|--------------------------------------------------------------|---------------------------------------------------------------------------------|------------|
| Describe statistical tests used and justify choice of tests. | Described in line 1183 <b>"Statistics"</b> . Biological replicates (N), P value |            |

|  |                                            |  |
|--|--------------------------------------------|--|
|  | and significance are indicated in figures. |  |
|--|--------------------------------------------|--|

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | (GSE153187,<br><a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153187">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153187</a> ).<br>access token: <b>epslqeyqfhmbzsr</b><br>(GSE190788,<br><a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190788">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190788</a> ).<br>access token: <b>clcvcmottkvvsr</b><br><br>Tokens for reviewers are provided. We have not made these data publicly available yet. Once the manuscript is accepted for publication, we will release the data to public. |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | N/A |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | N/A |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                   | N/A |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | N/A |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

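RNA from islets of 6-week-old control and *Itgb1* mutant mice was measured in 8 libraries, 4 per genotype. For each library the authors deposited a raw count per gene, made by trimming reads with Trimmomatic and FASTP, aligning them to mm10 with STAR and counting them with featureCounts at default parameters. The submitters' processing notes name GRCm38, STAR, featureCounts and edgeR without versions. The authors also deposited a table of their own comparison, with CPM per library over the genes they kept, group means of CPM, log2 fold changes and mean log2 CPM, an F score per gene, and a p-value with its FDR. In the authors' deposited table 12253 genes are listed, 7 have an FDR below 0.05, and the 250 genes marked up and 57 marked down all have an unadjusted p-value below 0.05 and a log2 fold change beyond 1 in size. Its CPM columns carry the authors' own library numbers, which differ in part from those of the sample titles, so they were not set against single libraries. A suffix marks the columns numbered like control 2, control 3 and mutant 3, the 3 libraries of over 50 M counts. Whether it marks the batch that the authors corrected was not tested.

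Everything else was computed from the deposited counts. Of 24091 genes, 15233 passed the low count filter of edgeR and were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, with genotype as the only term and Benjamini-Hochberg adjustment. Genes were called at an adjusted p below 0.05 and a fold change above 2. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A total of 26 gene symbols had been turned into dates before deposit and were left under those names. Total counts were 35.1 to 67.6 M per library, and the chi-square per gene between any pair of libraries was at least 30, so no library was present more than once.

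The comparison was planned over the 3 controls and 3 mutants of Supplementary file 1 if each could be matched to a library by its printed values, and otherwise over all 8. A match needed an SD of the log2 ratio below 0.1, and 5 of the 6 were matched, so all 8 were used. Only the first 1999 genes of Supplementary file 1 were at hand, among them the 332 genes it marks as up and the 85 it marks as down. The libraries carry replicate numbers, and neither the labels nor the paper say that a number marks a shared animal, litter or day.

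Gene groups were written down before the data were examined, when the first genes of Supplementary file 1 and the paper's figures had been seen. They were hypoxia response, glycolysis, epithelial mesenchymal transition, extracellular matrix, inflammatory response, interferon response, E2F targets and cell cycle, spermatogenesis, identity genes of β-, α- and of δ-, PP- and ε-cells, disallowed β-cell genes, dedifferentiation, cell-cell adhesion, integrins, integrin signalling, cytoskeleton, unfolded protein response, immediate early genes, and markers of endothelial, acinar, ductal, fibroblast, leukocyte, Schwann and blood cells, adipocytes and sex. Of 28 lists 27 were tested as sets with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the lists; 1 of 6 adipocyte markers had enough counts, which leaves no set to test. The Hallmark sets of the paper were not used here. The genes named are those the paper names or shows for these samples, hormones, the 4 members of each list with the smallest p, and the largest changes among genes past the threshold, a rule written at the same time as the lists. Single-gene results of some of these genes are not reported here.

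Alternatives set in advance were DESeq2 1.42.0, edgeR's likelihood ratio test, RLE factors, total counts only, other low count filters, the replicate number as a block, glmTreat, camera with an estimated correlation, fry, fgsea 1.28.0 and leaving out each library. Terms for library set and sex, the older form of the quasi-likelihood test, and fits within the 5 or the 3 libraries were added after seeing the data. Single values were compared with exact two-sided permutation tests. The tests were checked on simulated counts of 15065 genes with 200 changed genes. The immunofluorescence and *Ctnna1* experiments were not analysed here.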

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

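The tests of fibroblast content and of endocrine share were chosen after the results were seen. *Tekt2* stood at 3.01 CPM in mutant 3, against 1.35 to 1.47 in the other mutants. *Fcgrt*, the neonatal Fc receptor gene, stood at 3.3 CPM in control 2, against 5.2 to 5.42, and *Mgarp* at 5.53 CPM in control 4, against 0.361 to 0.623. These are 3 of the 4 cases of a single library far from the others of its group in 168 groups of 4 examined, and chance gives about 1 in 20. The integrin genes other than *Itgb1*, as a list that the paper does not analyse, had a median log2 fold change of 0.66 (camera adjusted p = 8.97e-06, and 0.278 with an estimated correlation).

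Extracellular matrix genes (median log2 fold change 0.82) and markers of fibroblasts, stellate cells and pericytes (median 1.36) were both higher in mutant islets by camera at the preset correlation. The adjusted p with an estimated correlation was 0.0521 for the matrix list, which then did not pass, and 0.0352 for the markers. With the library division as a further term it was 0.0672 and 0.0634, and neither passed. For the matrix list 1 of 35 splits of the libraries, the real one, gave a camera p as small (1.62e-25, against 5.14e-14 for the next). That is the smallest share 35 splits allow, not adjusted over the lists tested, and the splits take no account of the library sets. It argues against chance division without excluding it. A lower share of endocrine cells would raise endothelial and leukocyte markers alike, and the closer of these lay 3.98 standard errors below the fibroblast markers. That test cannot decide, because the paper reports fewer blood vessels in these islets, which would lower endothelial markers. Leukocyte markers had a median log2 fold change of -0.27 over all 8 libraries and 0.33 within the 5 libraries of Supplementary file 1. A lower endocrine share therefore stays open. More fibroblasts, stellate cells or pericytes in the mutant preparations stays open and has the values it needs, with a median of 1.23 over the 7 markers found in neither the matrix nor the transition list, 5 of them above 0, and 1.53 over the 5 shared ones. Higher matrix expression per cell, which the genotype may cause, was not tested and cannot be separated from that in bulk RNA.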

How the results depend on the processing

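Fits within the 5 libraries of Supplementary file 1, within the 3 larger libraries and with terms for library set or sex were chosen after seeing the data, and the cause of each shift was not tested except where fewer libraries are fitted by construction. The count of DEGs, 0 by edgeR's quasi-likelihood test, remained 0 with RLE factors, total counts, either other filter, the replicate block, glmTreat, the sex term, the older form of the test and without each library in turn. With a fold change above 2 and without that limit it was 187 and 312 by DESeq2, 91 and 109 by the likelihood ratio test, 10 and 21 within the 5 libraries, and 3 and 6 with the library set term. *Itgb1* passed by DESeq2 (-0.75, adjusted p = 0.00123) and by the likelihood ratio test (-0.75, adjusted p = 0.0341), and 1 DEG lay within 10 Mb of *Itgb1* by either. Whether replicate numbers pair the libraries stays open. Deviations of same-numbered libraries correlated at 0.43, -0.038, 0.43 and 0.22. Of the libraries, 2 of 4 controls and 3 of 4 mutants correlated best with their own number. With the replicate block 2782 genes had an unadjusted p below 0.05, against 2132 without it. With total counts only, 1154 genes were higher and 542 lower at that p, and the median log2 fold change of all genes shifted to 0.152. Among lists, camera called 9 higher and 7 lower; with an estimated correlation 1 and by fry 2 were called. Adjusted p with an estimated correlation was 0.278 for the hypoxia, glycolysis, spermatogenesis, α-cell and disallowed lists, 0.222 for transition, 0.417 for β-cell and 0.403 for cytoskeleton genes. By fry it was 0.152 for hypoxia and α-cell, 0.146 for glycolysis, spermatogenesis and disallowed, 0.0593 for transition, 0.301 for β-cell and 0.197 for cytoskeleton genes. Camera adjusted p within the 5 libraries was 1.06e-09 for the inflammatory list, 0.112 for spermatogenesis, 0.0427 and 0.00892 for the unfolded protein and immediate early lists, 0.084 for acinar cells and 0.156 for leukocytes, the last 4 in the other direction, 0.0543 for dedifferentiation, which did not pass, and 0.00124, 0.0396 and 4.2e-07 for adhesion, integrin signalling and interferon genes, which were higher. The 3 larger libraries hold 1 mutant, which the fit assumes to vary like the controls, so their values describe that library and test nothing about the genotype. There it was 1.66e-05 and 8.63e-05 for the inflammatory and interferon lists, and 0.59 for adhesion, each with a lower mean, 0.299 for spermatogenesis and 0.59 for cytoskeleton genes. With the library set term the interferon and leukocyte lists turned (camera adjusted p = 0.623 for both), and acinar markers did not pass (0.072). The inflammatory list passed with the block (0.00117) and the sex term (0.0072), ductal and integrin signalling genes with the block (0.000138 and 0.0406), adhesion and integrin signalling genes by fgsea (0.0113 and 0.0381), the E2F list with total counts (0.0358), and spermatogenesis did not pass with the CPM filter (0.0917) or with no filter (0.211). The interferon list, near 0, turned with total counts (0.377), DESeq2 (0.868) and fgsea (1), and the sex genes with DESeq2 (0.996). Log2 fold changes given in the text that turned were *Aldh1a3* (2.02 within the 5 libraries, 0.72 with the library set term, 0.25 with the block, 0.21 with total counts), *Ins1* (0.23), *Ins2* (0.28), *Ccl4* (0.81), *Ccl3* (0.86), *Hspa5* (0.092) and *Ace* (0.95) within the 5, *Ace* (0.041) and *Itgav* (-0.023) with the library set term, and *Itgav* (-0.92), *Ppy* (0.51), *Bnip3* (-0.028), *Il33* (-0.42), *Kdr* (0.062) and *Ptgs2* (-1.79) in mutant 3 against controls 2 and 3. Leaving out each library in turn gave -0.56 to 0.73 for *Aldh1a3*, -1.11 to 0.20 for *Ace* and -0.37 to 0.55 for *Ghrl*. Adjusted p over the same fits was 6.43e-05 to 0.71 for interferon, 0.175 to 0.956 for sex genes, 7.7e-05 to 0.632 for inflammatory, 0.0382 to 0.496 for E2F, 2.25e-06 to 0.129 for cytoskeleton and 0.0417 to 0.874 for leukocyte genes. On simulated counts the quasi-likelihood test recovered 29% of 2-fold and 85% of 4-fold changes.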

Differences from the paper's values

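The paper reports 417 DEGs at an FDR below 0.05 and a fold change above 2, 332 up and 85 down, and at the same thresholds edgeR's quasi-likelihood test gave 0, 0 and 0 over all 8 libraries (2132 genes at an unadjusted p below 0.05). The samples are not the same: Supplementary file 1, which marks the paper's genes, prints 3 controls and 3 mutants, of which 1 control matches no library here, and does not print control 2, control 3 or mutant 3. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's total or of its up-regulated genes, with DESeq2 closest at 187 and 111; its 76 down-regulated genes were within 1.5 times of the paper's. DESeq2 called 75 of the paper's 417 genes in the same direction and edgeR's likelihood ratio test 43. The fits within the 5 libraries and with the library set term, chosen after seeing the values, called 9 and 3 of them and so drop 408 and 414, where genotype alone over 8 libraries called 0 and drops 417. In the authors' deposited table 7 genes have an FDR below 0.05, of which the library set term called 6 and genotype alone 0 with no limit on the fold change.

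The paper's fold changes below are those of Supplementary file 1, which prints 3 controls and 3 mutants, and those here come from 4 and 4 libraries, so the groups of samples differ. A value is called within when it lies no further from the paper's than its own standard error. A fit with a larger error meets this more easily, so the settings are not ranked by closeness. For *Slc2a2* the paper's log2 fold change in Supplementary file 1 is -1.11 and the value over 8 libraries was -2.49; of the alternatives set in advance the value without control 3 (-1.70) lies within its standard error of the paper's and the others do not. With the library set term, chosen after seeing the values, which drops 414 of the paper's 417 genes (genotype alone drops 417), it was -1.38, also within; it was not within in the other settings chosen so, at -0.79 within the 5 libraries and -2.27 with the sex term. For *Ucn3* the paper's value is -0.64 and the value here -1.44; total counts only (-1.15) and leaving out control 2 (-1.31), control 3 (-0.90), mutant 1 (-1.23), mutant 2 (-1.35) or mutant 4 (-1.26) bring it within the error and the others do not. Within the 5 libraries, chosen after seeing the values, which drops 408 of the paper's 417 genes, it was -0.74, also within. With the library set term (-0.86, SE 0.18) and the sex term (-1.48, SE 0.38) it was not within. The value with the library set term is still nearer to the paper's than the alternatives set in advance that were within. For *Etv1* the paper's value is -1.14 and the value here -0.52, and no alternative set in advance closed the difference, nor did the 5 libraries (-0.63), the library set term (-0.52) or the sex term (-0.52), chosen after seeing the values. For *Aldh1a3* the paper's value is 1.78 and the value here -0.054, and again no alternative set in advance closed it. The 5 libraries and the library set term, both chosen after seeing the values, drop 408 and 414 of the paper's 417 genes. There *Aldh1a3* was at 2.02 (SE 0.53) and 0.72 (SE 1.18), within the error of each, which is large for the latter. In mutant 3 against controls 2 and 3, a single mutant library, it was at -2.88 and with the sex term at -0.25, neither within. The values of *Itgb1*, *Ldha* and *Hk1* over 8 libraries lie within their error of the paper's. In settings chosen after seeing the values, *Itgb1* within the 5 libraries (-0.57) and *Ldha* and *Hk1* with the library set term (1.70 and 0.99) do not. In mutant 3 against controls 2 and 3, also chosen so, *Itgb1*, *Ldha* and *Hk1* were at -1.10, 1.48 and 0.22, none within. Of the alternatives set in advance, *Ldha* without control 4 (3.08) is not within.

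The paper lists inflammatory response genes as up-regulated, and the inflammatory list here did not pass camera over 8 libraries (adjusted p = 0.272). It passed with the replicate block (0.00117), without control 2 (0.00606) and without mutant 3 (7.7e-05), and, among settings chosen after seeing the values, within the 5 libraries (1.06e-09) and with the sex term (0.0072). The paper lists E2F targets as down-regulated, and the E2F list did not pass (camera adjusted p = 0.219) except with total counts (0.0358), without control 4 (0.04997) and without mutant 3 (0.0382). The paper names *Slc2a2*, *Ucn3*, *Mafa* and *Etv1*, among others, as down-regulated and *Ldha*, *Aldh1a3* and *Hk1* as up-regulated. Of these all but *Aldh1a3* had the paper's direction over 8 libraries, and none passed edgeR's quasi-likelihood test; DESeq2 called *Slc2a2* (adjusted p = 0.0171) and *Hk1* (adjusted p = 0.0391). In Figure 1I, 20 of 24 tested genes of Group 1 and 14 of 16 of Group 2 had the direction shown, and in Figure 1—figure supplement 1L 14 of 15.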

Other observations

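Matrix genes were the group with the smallest camera p over all 8 libraries at the preset correlation. With an estimated correlation the fibroblast, stellate cell and pericyte markers had a smaller camera p (0.0013 against 0.00386). Within the 5 libraries of Supplementary file 1 the hypoxia list had a smaller camera adjusted p (4.84e-21 against 6.22e-18). Of 32 extracellular matrix genes 15 rose and 0 fell when adjusted over the list alone, and 0 passed edgeR's quasi-likelihood test over all genes (14 rose by DESeq2, 18 rose at an unadjusted p below 0.05). *Col1a1*, a fibrillar collagen chain, had 54.4 ± 27.4 CPM in controls and 189 ± 43.3 in mutants (SD, n = 4 each), and *Lum*, a collagen-binding proteoglycan, 4.96 ± 0.87 and 14.3 ± 4.8. The list had a camera adjusted p of 4.37e-24, and 0.0521 with an estimated correlation; over the list alone 21 genes rose within the 5 libraries of Supplementary file 1, 23 without control 1, 27 with the replicate number as a block, 21 with a term for sex and 20 with the library division as a term. Of 19 integrin genes other than *Itgb1*, 1 rose over the list alone and 0 over all genes by edgeR's test (9 higher at an unadjusted p below 0.05, 1 by DESeq2): *Itga7*, a laminin receptor subunit, at 1.02. The count over the list alone was 8 within the 5 libraries, 7 without control 1, 3 without control 4, 2 without mutant 1 or mutant 3, 11 with the block, 8 with the sex term, 6 with the division as a term, 4 by DESeq2 and 2 by the likelihood ratio test. Of the integrins that the paper's discussion names, *Itgb3* had a log2 fold change of 0.89, *Itgb4* 0.88, *Itgb5* 0.66, *Itgb6* 0.68, *Itga3* 0.59, *Itga6* 0.43 and *Itgav* 0.23, none past edgeR's test, and *Itgav* was at -0.02 with the division as a term and at -0.92 in mutant 3 against controls 2 and 3.

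Of 27 cell-cell adhesion genes 2 rose over the list alone and 0 over all genes by edgeR's test (5 higher at an unadjusted p below 0.05, 2 by DESeq2): the claudin *Cldn3* at 0.76 and *Ceacam1*, an adhesion molecule of the immunoglobulin family, at 1.60. The set did not pass (camera adjusted p = 0.111), nor did integrin signalling (0.0958), interferon response (0.825), ductal (0.087), leukocyte (0.456), Schwann (0.212) or blood cell genes (0.226) or sex genes (0.825). Adhesion genes within the 5 libraries (0.00124, with 6 genes higher over the list alone, where the block gave 4 and the sex term 5) were higher, as were integrin signalling (0.0396) and interferon response (4.2e-07), and fgsea called adhesion (0.0113) and integrin signalling (0.0381) over 8. The number of adhesion genes higher over the list alone was 5 without mutant 3 and 1 without control 2. With the replicate block ductal markers (0.000138) and integrin signalling (0.0406) were higher, and 5 ductal markers rose and 1 fell over the list alone, where 0 passed without it. Leaving out 1 library brought camera's adjusted p below 0.05 for adhesion without control 2 (0.0301) or mutant 3 (0.0172) and for ductal markers without control 1 (0.00352), mutant 2 (0.0157) or mutant 4 (0.0292), all higher. The interferon list was higher without control 2 (6.43e-05) or mutant 3 (0.0172) and lower without control 3 (0.0237), leukocyte markers were lower without control 1 (0.0417), and blood cell markers were lower without mutant 4 (0.00262). The unfolded protein list, with the chaperone *Hspa5* at -1.34, was lower over 8 libraries (median -0.63, -0.30 without control 3, camera adjusted p = 0.000217, 0.417 with an estimated correlation) and higher within the 5 (median 0.16, camera adjusted p = 0.0427). Immediate early genes, with *Jun* at -1.61, were likewise lower over 8 (median -0.89, camera adjusted p = 0.000116, 0.417 with an estimated correlation) and higher within the 5 (median 0.10, camera adjusted p = 0.00892), and did not pass without mutant 3 (0.109). Acinar markers were lower over 8 (median -3.62, -1.87 without control 3, camera adjusted p = 6.23e-06, 0.425 with an estimated correlation). Over each list alone 0 genes of these 3 lists passed edgeR's quasi-likelihood test over 8 libraries, but 8 unfolded protein genes fell without control 1 or control 4, 6 immediate early genes fell and 1 rose by DESeq2 and 5 rose within the 5, and 13 acinar markers fell by DESeq2. By edgeR's test 6 immediate early genes fell without control 1, 7 without control 4 and 3 with no low count filter, and 1 rose without mutant 3. Acinar markers fell too, 16 without control 1, 13 without control 4 and 15 without mutant 4. An interaction of genotype and sex was fitted and called for 0 of 15233 genes by edgeR's test (2087 at an unadjusted p below 0.05), but 1 control and 1 mutant library were female, so whether the genotype acts differently by sex stays open.

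The tests against the library sets below were chosen after the results were seen. Hypoxia response genes were higher in mutant islets over 8 libraries by camera at the preset correlation (adjusted p = 6.48e-15), and did not pass with an estimated correlation (0.278) or by fry (0.152). Chance division is not excluded, since 5 of 35 splits gave a camera p as small (4.8e-16, smallest other 8.61e-44). Nor is it for glycolysis (3 of 35, with 3.69e-11 and 4.9e-22). These 35 splits take no account of the library sets, and splits within the sets were not run for either list. The difference between the 3 larger libraries and the other 5 is argued against as the whole cause, because the hypoxia median stayed at 0.919 or more with that difference as a term and within the 5, whereas within the 3 larger libraries it was 0.21. What sets mutant 3 apart from the other mutants, which may be sex, animal or preparation, was not tested.

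The insulin genes *Ins1* and *Ins2* had lower mean levels over 8 libraries, where neither passed (adjusted p = 0.382 and 0.534 from edgeR's test, 0.126 and 0.241 from DESeq2), and the values that a difference between the library sets needs are there, with a median log2 fold change of 0.256 for *Ins1* and *Ins2* within the 5 libraries. For the β-cell list, which did not pass with an estimated correlation (camera adjusted p = 0.417), 12 of 35 splits gave a camera p as small (7.29e-08, smallest other 3.72e-16), so chance division is not excluded. Here too the splits take no account of the library sets, and none within the sets was run for this list. A lower insulin level caused by the genotype stays open for the 3 larger libraries, where a single mutant stands against 2 controls.

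Across splits of the 8 libraries, only the real one reached the camera p of the transition list (1 of 35, 2.9e-14, smallest other 2.71e-12). This argues against chance there without excluding it, and the adjusted p with an estimated correlation was 0.222. Chance stays open for the α-cell list (3 of 35, 3.86e-08 and 8.42e-12) and spermatogenesis (3 of 35, 0.00678 and 0.00183). It also stays open for disallowed genes (4 of 35, 1.12e-09 and 7.74e-12) and cytoskeleton genes (10 of 35, 0.00115 and 5.06e-10). All these splits take no account of the library sets. Splits within the sets were run only for the number of genes at an unadjusted p below 0.05. A DEG count of 0 is reached by any split, 35 of 35 here, so it tests nothing about chance; the highest other count was 17. As many genes at an unadjusted p below 0.05 as the real 2132 came from 4 of 35 splits, with 3404 the highest, and the 3 other splits all put control 2, control 3 and mutant 3 on one side, which points to a structure of the libraries. With the library set as a term the real split gave the most such genes of 30 splits within the sets (2313, next 1761, 1 of 30). This argues against chance there without excluding it.

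Of the 187 DESeq2 DEGs, used because the quasi-likelihood test gave 0 (2132 at an unadjusted p below 0.05), 1 lay within 10 Mb of *Itgb1*, where 111 of 15208 tested genes lie (Fisher's exact test, two-sided, odds ratio 0.729, p = 1). Among the genes other than *Itgb1* at an unadjusted p below 0.05 in edgeR's test, 19 of 2131 lay there (Fisher's exact test, two-sided, odds ratio 1.27, p = 0.336). Whether DNA of another strain beside the floxed allele adds DEGs there could not be decided, since that interval holds 0.73% of the tested genes, so that few DEGs fall there by chance and a low number excludes nothing, and the bound set beforehand was too weak for that.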
